# *De novo* transcriptome profiling of cold-stressed siliques during pod filling stages in Indian mustard (*Brassica juncea* L.)

**DOI:** 10.3389/fpls.2015.00932

**Published:** 2015-10-30

**Authors:** Somya Sinha, Vivek K. Raxwal, Bharat Joshi, Arun Jagannath, Surekha Katiyar-Agarwal, Shailendra Goel, Amar Kumar, Manu Agarwal

**Keywords:** *Brassica juncea*, transcriptome, cold stress, low temperature, silique, RNA-seq

## Abstract

Low temperature is a major abiotic stress that impedes plant growth and development. *Brassica juncea* is an economically important oil seed crop and is sensitive to freezing stress during pod filling subsequently leading to abortion of seeds. To understand the cold stress mediated global perturbations in gene expression, whole transcriptome of *B. juncea* siliques that were exposed to sub-optimal temperature was sequenced. Manually self-pollinated siliques at different stages of development were subjected to either short (6 h) or long (12 h) durations of chilling stress followed by construction of RNA-seq libraries and deep sequencing using Illumina's NGS platform. *De-novo* assembly of *B. juncea* transcriptome resulted in 133,641 transcripts, whose combined length was 117 Mb and N50 value was 1428 bp. We identified 13,342 differentially regulated transcripts by pair-wise comparison of 18 transcriptome libraries. Hierarchical clustering along with Spearman correlation analysis identified that the differentially expressed genes segregated in two major clusters representing early (5–15 DAP) and late stages (20–30 DAP) of silique development. Further analysis led to the discovery of sub-clusters having similar patterns of gene expression. Two of the sub-clusters (one each from the early and late stages) comprised of genes that were inducible by both the durations of cold stress. Comparison of transcripts from these clusters led to identification of 283 transcripts that were commonly induced by cold stress, and were referred to as “core cold-inducible” transcripts. Additionally, we found that 689 and 100 transcripts were specifically up-regulated by cold stress in early and late stages, respectively. We further explored the expression patterns of gene families encoding for transcription factors (TFs), transcription regulators (TRs) and kinases, and found that cold stress induced protein kinases only during early silique development. We validated the digital gene expression profiles of selected transcripts by qPCR and found a high degree of concordance between the two analyses. To our knowledge this is the first report of transcriptome sequencing of cold-stressed *B. juncea* siliques. The data generated in this study would be a valuable resource for not only understanding the cold stress signaling pathway but also for introducing cold hardiness in *B. juncea*.

## Introduction

The Brassicaceae family, which includes nearly 3500 species and 350 genera is one of the 10 most economically important plant families (Warwick and Black, 1991). Within the family, species of the genus *Brassica* comprise multiple vegetables (cabbage, broccoli, brussels sprout, cauliflower, turnip—*B. oleracea*), oilseeds (*B. rapa, B. juncea, B. napus*), and condiments (*B. nigra, B. carinata, B. juncea;* Branca and Cartea, 2011). *B. juncea* (*n* = 18) is an amphidiploid species derived from interspecific crosses between two diploid progenitor parents, *B. nigra* (*n* = 8) and *B. rapa* (*n* = 10) (Prakash and Hinata, 1980). It is grown as an oilseed crop in India (brown or Indian mustard), as a leaf vegetable in China, and as a condiment in western countries (Rakow, 2004). India is the third largest producer of rapeseed-mustard in the world after China and Canada. This crop accounts for nearly one-third of the edible oil produced in India, making it the country's key edible oilseed crop. The major impediments in harnessing the true yield potential of mustard are biotic stresses such as blight, aphids, white rust and abiotic stresses such as frost, high temperature, salinity, and drought.

Low temperature is one of the most intimidating abiotic stresses that affect plant growth and development, thereby limiting the distribution of crop species. Based on its intensity, cold stress can be broadly classified into chilling and freezing stresses. Exposure to temperatures below 0°C results in freezing stress, whereas chilling stress occurs at temperatures ranging from 0 to 20°C. Plants such as rice, maize and tomato that grow in tropical and subtropical regions are chilling sensitive whereas the plants from temperate region are chilling tolerant (Solanke and Sharma, 2008; Chinnusamy et al., 2007). Plants have the ability to acquire tolerance to chilling and freezing conditions if they are pre-exposed to non-freezing temperatures, through a process known as cold acclimation (Levitt, 1980). Cold acclimation helps plants to fine tune their metabolism and improve freezing tolerance by initiating signaling cascades that leads to several biochemical and physiological changes, including modification of membrane lipid composition and changes in gene expression (Shinozaki and Yamaguchi-Shinozaki, 1996; Thomashow, 1998; Gilmour et al., 2000; Chinnusamy et al., 2003). The altered gene expression leads to accumulation of several protective proteins such as antifreeze proteins (Griffith et al., 1997), late embryogenesis abundant (LEA) proteins (Antikainen and Griffith, 1997), heat shock proteins (HSP) (Wisniewski et al., 1996), cold-regulated (COR) proteins and various metabolites such as amino acids, soluble sugars, organic acids, pigments (Krause et al., 1999), polyamines (Bouchereau et al., 1999), and antioxidants (Hausman et al., 2000). These metabolites and proteins help in protecting plant membranes and prevent cell disruption during cold stress by stabilizing membrane lipids, proteins, maintaining hydrophobic interactions, ion homeostasis and scavenging the reactive oxygen species (ROS) (Hare et al., 1998; Gusta et al., 2004; Chen and Murata, 2008; Janská et al., 2010).

Spatial and temporal gene expression changes have traditionally been studied by comparing levels of steady state transcripts. With advancements of molecular techniques, it is now possible to generate information on alterations in transcripts levels at whole genome level. Using cDNA microarrays or whole genome arrays, the expression pattern of genes in response to chilling stress has been analyzed in *Arabidopsis*, rice, sunflower and several other plants (Seki et al., 2002; Rabbani et al., 2003; Fernandez et al., 2008). Seki et al. (2001) used a full-length cDNA microarray of 1300 *Arabidopsis* genes, and identified 19 *COR* (cold-regulated) genes, among which the newly identified genes were ferritin, a nodulin-like protein, LEA protein and glyoxalase. In another study, Fowler and Thomashow (2002) reported 306 *COR* genes using microarray for 8000 genes. Of these 306 genes, 218 were up-regulated and 88 were down-regulated and 45 of these *COR* genes were found to be expressing under the control of CBF1. Different ecotypes of *Arabidopsis* exposed to non-freezing cold stress exhibited different transcriptome level signatures (Barah et al., 2013). Transcriptome profiling of cold stress subjected 3-week-old *B. rapa* plants resulted in identification of genes encoding CBF/DREB like transcription factor, *ERD10, RD29A/COR78, COR47/RD17* (Lee et al., 2008).

Low temperature has a negative impact on different stages of plant reproductive development leading to premature abortion of seeds and fruits (Thakur et al., 2010). Likewise pod-filling stages in *B. juncea* are highly susceptible to frost stress injury thereby resulting in significant reduction in crop yield. Rajasthan, being the largest producer of mustard in India, contributes to 47.2% of the total production. Injury caused by episodic incidents of frost in semi-arid plains of Rajasthan has caused huge financial losses to the farmers. Cold waves and frost stress affects mustard cultivation in Rajasthan where night temperature in winters fall below −4.4°C. The loss in crop production due to frost stress in 2006 in Rajasthan alone was 344,400 tons resulting in total economic loss of Rs 5906 million (Prasada Rao et al., 2010). Since low temperature stress is a major limiting factor in *B. juncea* crops, it is significant to study the response of plants to stress and the underlying mechanism of tolerance. The first step in achieving this goal is to understand the plant response to non-freezing cold stress at the molecular level. To gain an in-depth knowledge of the global gene expression changes in developing siliques of *B. juncea* that were exposed to chilling stress, RNA-seq was employed to generate the transcriptome profile. Manually, self-pollinated siliques (5 DAP-30 DAP) of *B. juncea* were subjected to either short (6 h) or longer (12 h) durations of cold stress followed by RNA extraction, library construction and sequencing using Illumina's next generation sequencing platform. This is the first genome wide report of transcriptional response in *B. juncea* siliques that were exposed to cold stress. Deciphering the global gene expression changes in cold-stressed developing siliques, would be useful in understanding of the molecular pathway of cold stress and devising future strategies for enhancing low temperature tolerance in Indian mustard.

## Materials and methods

### Plant material and growth conditions

*B. juncea* var. Varuna seeds were obtained from National Seed Centre, IARI, New Delhi. Seeds were sown in the field at University of Delhi, South Campus during the growing season (October-March) of mustard. Plants were grown under field conditions and self-pollination was initiated at the time of flowering.

### Controlled self-pollination and stress treatment of *B. juncea* var. Varuna

*B. juncea* var. Varuna was manually self-pollinated with pollen derived from the same cultivar. All the open flowers and siliques were removed from the flowering twigs followed by emasculation of unopened buds. Fresh pollen was dusted on the exposed stigma followed by bagging to avoid cross-pollination. The manually self-pollinated siliques were subjected to cold stress at 5, 10, 15, 20, 25, and 30 days after pollination (DAP). Self-pollinated branches were excised and placed in a beaker filled with water and subjected to cold treatment at 4°C for 6 h and 12 h followed by immediate harvesting. Light conditions were maintained during cold stress to simulate natural conditions. For control samples, self-pollinated branches were excised and placed in water under field conditions. Self-pollinated siliques of different stages of development (5–30 days) were frozen in liquid nitrogen and stored at −80°C until further use. The temperature range in the field on the day of stress and harvesting was between 17°C (minimum) and −24°C (maximum). The entire experiment was designed such that control samples corresponding to different DAPs, were harvested on the same day. To study the anatomical stages of embryo development in *B. juncea* var. Varuna, resin sectioning was performed. The detailed procedure for staging and the results obtained is given in Supplementary Datasheet 1.

### Library preparation and data analysis

Total RNA was extracted from stressed as well as control siliques using Qiagen's plant RNA extraction kit as per the manufacturer's protocol. RNA-seq libraries were prepared utilizing TruSeq RNA sample preparation kit v2 (Illumina Inc., USA) as per the manufacturer's protocol and sequenced on HiSeq 2000 (Illumina, USA). The raw reads from sequencing run of all stages was subjected to a quality filtering utilizing “NGS QC toolkit” (Patel and Jain, 2012). Low quality reads whose 70% of the read length had phred score less than 20 (Q ≤ 20) were discarded followed by trimming of adapter sequences. Orphan reads remaining after applying these filtering criteria were also discarded. The QC filtered paired reads of all the samples were merged together into two files containing left and right reads, respectively. These merged files were used to reconstruct the transcripts using Trinity assembler with default parameters (Haas et al., 2013). The statistics of the assembled transcripts were measured utilizing TrinityStats.pl script of Trinity. QC filtered reads of each of the samples were aligned to the assembly using Bowtie2 aligner (Langmead and Salzberg, 2012) and quantification of each transcript was carried out with RSEM tool (Li and Dewey, 2011). Transcripts having less than 1 read count in all the samples were considered as misassembled or artifacts and hence discarded from the assembly. The statistics of the filtered assembly were again extracted using TrinityStats.pl script. Samples were normalized with the TMM normalization method (Robinson and Oshlack, 2010) of trinity and differentially expressed transcripts (with *p* < 0.001) were isolated using trinity differential expression module by applying a minimum cutoff of 2-fold change on log2 scale. Generation of heat map, Spearman correlation matrix, and cluster analysis of differentially expressed transcripts was performed using R-based tools. The reconstructed transcripts were annotated using FastAnnotator online server tool with default parameters (Chen et al., 2012a).

### Real time PCR validation

Total RNA was extracted from three independent biological replicates from stressed as well as control siliques (5–30 DAP) using Qiagen's plant RNA extraction kit as per the manufacturer's protocol. 10 μg of total RNA was subjected to DNaseI treatment with 1 U DNaseI (NEB, USA). The reaction was carried out at 37°C for 10 min followed by heat inactivation at 65°C for 10 min. 2.5 μg of DNase-treated RNA was used for cDNA synthesis with iScript reverse transcriptase (BioRad, USA) according to the manufacturer's protocol. The expression of actin gene (*ACT7*) was found to be stable in our transcriptome database and hence was used as the normalization control in real time PCR. The primers used for *ACT7* were forward primer: 5′ TGGGTTTGCTGGTGACGAT 3′ and reverse primer: 5′ TGCCTAGGACGACCAACAATACT 3′. Primers were designed for selected transcripts from transcriptome database and real time PCR was performed using SYBR green I master mix (Roche, GmBH) on CFX-Connect™ Real time system (BioRad, USA). Details of the primers are presented in Supplementary Table 1. Relative expression of the transcripts was calculated using ΔΔCt method (Livak and Schmittgen, 2001). Scatter plot and Pearson correlation coefficient was calculated in MS-excel using log2 values of qPCR and digital expression data.

The RNA-seq data discussed in this publication has been deposited in NCBI‘s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE73201 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE73201).

## Results

### *De novo* assembly of *B. juncea* silique transcriptome data

*B. juncea* var. Varuna plants were controlled self-pollinated at the time of flowering. Controlled self-pollinated siliques of *B. juncea* at different stages of development (5 DAP-30 DAP) were subjected to cold stress at 4°C for capturing the changes in gene expression. The siliques from control plants were also used to study the anatomical details of embryo development in *B. juncea* var. Varuna. Longitudinal sections of fertilized ovule showed first division of zygote at 5 DAP, first longitudinal division of embryo at 10 DAP, globular stage of embryo at 15 DAP, heart shape embryo at 20 DAP, torpedo stage of embryo at 25 DAP and cotyledonary immature embryo at 30 DAP (Supplementary Datasheet 1).

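Whole siliques of field-grown *B. juncea* var. Varuna were sampled at 5, 10, 15, 20, 25 and 30 days after pollination (DAP), from the dividing zygote to the cotyledonary embryo. At each stage, excised branches standing in water were kept at 4 °C in the light for 6 h or 12 h, and control branches stood in water in the field. This gives 18 RNA-seq libraries, 1 for each stage and duration. The hour of harvest is not given in the sources used here, although controls of all stages were harvested on the same day. A difference between cold-treated and control siliques can therefore also hold one of harvest hour, for any transcript. The authors assembled the reads with Trinity, mapped them with Bowtie2, estimated abundance with RSEM and scaled the libraries by TMM. The values used here are the deposited TMM-normalized FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) of 13342 transcripts, written with 2 decimals. By the paper's Table 1, mapped reads ranged from 20805257 to 37227245 in controls (median 24128657), from 25477680 to 37445913 after 6 h (median 29208534.5) and from 11803985 to 58031931 after 12 h (median 27482770.5). Read counts were not used here. The values were taken to log2(FPKM + 1) and tested with limma, with stage as a block, so that the 6 stages act as the replicates of each duration. An effect is therefore a mean over stages, its standard error (SE) is the spread between stages, and the p-values measure the spread between these single libraries only. A transcript was called at an adjusted p under 0.05 (Benjamini-Hochberg over the 13342 transcripts). On this scale the changes of transcripts with low FPKM are understated. The table holds only transcripts that the authors had already called between some pair of these libraries, so a call is not independent evidence that a transcript responds. Gene lists and the rule for named genes were fixed before the data were examined, except that the first 1999 of the 13342 entries of Supplementary Datasheet 3 and the figures had been open to view. Names are those of the best hit in the deposited annotation, often from *Arabidopsis* or another crucifer, and each transcript name carries its unigene and isoform, so that several members of a gene list can come from 1 unigene.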

RNA-seq libraries were constructed from 18 different samples that encompassed six development stages (5, 10, 15, 20, 25, and 30 DAP) of *B. juncea* siliques, obtained by controlled self-pollination, and three different time points (0 h, also referred as control, 6 h and 12 h) of cold stress. Details of the experimental design and analysis pipeline are presented in Figure 1. As it was difficult to harvest enough embryos after controlled pollination, entire siliques were harvested for tissue collection. Sequencing of 18 libraries generated a composite of approximately 820 million reads, which were subjected to quality filtering using “NGS QC toolkit” (Patel and Jain, 2012). The adapter contaminated reads as well as reads whose 70% bases had Phred score less than 20 (Q ≤ 20) as well as orphan reads were discarded. This resulted in approximately 700 million high quality paired reads (Table 1).

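By the paper's Table 1, the 18 libraries held 20851323 to 92720961 raw reads each (median 45106026.5), and filtering left 16264475 to 78646125 reads. The share of reads kept divided the libraries into 2 classes. In the 8 libraries of control and 6 h siliques at 5 to 20 DAP, 92.59 to 94.58% of reads were kept. In the other 10, which are the 12 h libraries of 5 to 20 DAP and all libraries of 25 and 30 DAP, 78.0 to 85.21% were kept. Only at 25 and 30 DAP do control, 6 h and 12 h share a class. A fit with read class as a term therefore takes its 12 h change mainly from 25 and 30 DAP. A 12 h call lost in that fit cannot tell read class from stage or from fewer libraries. The share of reads mapped was close in all 18 (71.52 to 73.79%). At the median transcript length of 834 bp, 1 FPKM stood for 9.8 to 48.4 mapped reads, depending on the library, so that values under 1 FPKM rest on few reads in the shallowest of them. Between 11194 and 12462 of the 13342 transcripts were above 0 in a library, and the 10 most abundant transcripts took 7.3 to 18.7% of the summed FPKM.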

**Figure 1:**
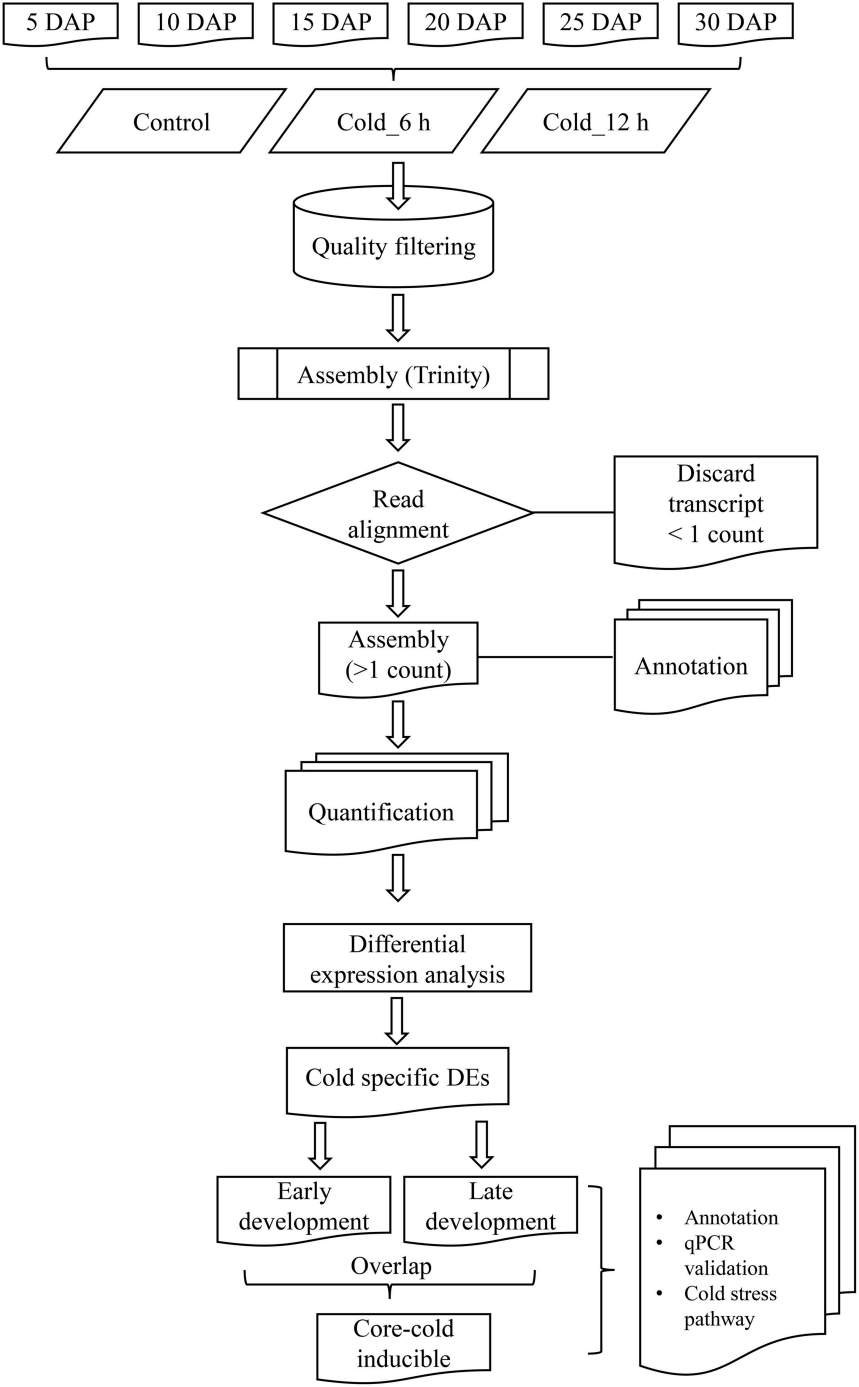
**Flowchart representing computational pipeline employed for analysis of transcriptome sequenced from ***B. juncea*** siliques**.

**Table 1:** **Quality filtering and statistics of raw reads obtained in transcriptome libraries of ***B. juncea*** siliques exposed to low temperature for different durations**.

**S. No**.	**Sample**	**No. of raw reads**	**No. of HQ reads**	**Percentage (%)**	**Mapped reads**	**Percentage mapping (%)**
1	5 DAP_C	34,996,934	33,098,872	94.58	23,672,240	71.52
2	5 DAP_6 h	46,283,995	43,352,879	93.67	31,094,528	71.72
3	5 DAP_12 h	27,407,889	21,593,463	78.79	15,463,603	71.61
4	10 DAP_C	31,916,211	30,033,245	94.10	21,664,687	72.14
5	10 DAP_6 h	38,077,842	35,335,917	92.80	25,477,680	72.10
6	10 DAP_12 h	20,851,323	16,264,475	78.00	11,803,985	72.58
7	15 DAP_C	36,410,242	34,111,247	93.69	24,585,074	72.07
8	15 DAP_6 h	40,661,329	37,646,457	92.59	27,322,541	72.58
9	15 DAP_12 h	44,470,147	36,420,384	81.90	26,589,923	73.01
10	20 DAP_C	54,387,436	51,174,780	94.09	37,227,245	72.75
11	20 DAP_6 h	55,097,716	51,238,446	93.00	37,445,913	73.08
12	20 DAP_12 h	48,736,907	38,808,054	79.63	28,375,618	73.12
13	25 DAP_C	34,719,115	28,553,791	82.24	20,805,257	72.86
14	25 DAP_6 h	46,760,019	37,279,174	79.72	26,906,383	72.18
15	25 DAP_12 h	92,720,961	78,646,125	84.82	58,031,931	73.79
16	30 DAP_C	45,741,906	37,042,168	80.98	26,990,691	72.86
17	30 DAP_6 h	63,185,861	50,328,733	79.65	37,024,361	73.57
18	30 DAP_12 h	58,774,016	50,083,797	85.21	36,735,973	73.35

*Raw reads were filtered to remove adapter sequences and low quality reads using NGS QC tool kit. The percentage of reads retained after QC filtering is depicted in column 5*.

The filtered HQ reads were subjected to assembly using the *de novo* assembler “Trinity” (Haas et al., 2013), which employs “de-Bruijn” graph approach (at a k-mer of 25 nucleotides) to assemble the reads into contigs. The preliminary assembly generated 212,124 contigs (hereafter referred to as “transcripts”). Combined length of these transcripts was 156 Mb and the N50 value of the assembly was 1202 bp. The obtained length of transcripts ranged between 201 and 14,199 bp and the GC content of assembled transcripts was found to be 41.92%. These transcripts also included isoforms and therefore represented 143,414 unigenes. The combined length of the unigenes was 83 Mb and had a N50 value of 822 bp. Average length of transcripts and unigenes (from the preliminary assembly) was found to be 737 and 577 bp, respectively. The preliminary assembly was subjected to assembly correction by aligning the HQ paired reads to the assembled transcripts with the help of Bowtie2 module of RSEM. More than 70% of the paired reads mapped to the transcripts of the preliminary assembly (Table 1). Quantification of each transcript was carried out using RSEM tool. Transcripts having expression value of less than 1 read count in all the 18 samples were removed from the assembled data. The final filtered assembly was reanalyzed for various parameters, including N50 value, transcript number, unigene number and average transcript length. Following assembly correction and filtering, 133,641 transcripts were retained, the combined length of which was 117 Mb. The average length of transcripts was 875 bp and the N50 value of the assembly was 1428 bp. While the maximum length of the transcript was found to be 16 kb, the minimum length was 200 bp. 

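In the deposited annotation of the assembly, the 133641 transcripts were 201 to 16458 bp long and their median length was 531 bp. The longest transcript was c73323_g1_i1, whose best hit is MIDASIN1, a very large ATPase of ribosome assembly. It was followed by c73320_g1_i1, a zinc finger family protein (14670 bp), and c73329_g1_i1, a calcium-dependent lipid-binding family protein (12977 bp). Of all transcripts, 64362 were of up to 500 bp, 28794 were of 500 to 1000 bp, 27829 of 1000 to 2000 bp, 8455 of 2000 to 3000 bp and 4201 longer. The 13342 transcripts of the expression table were longer, with a median of 834 bp.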

The distribution of transcript length is presented in Figure 2A. The 133,641 filtered transcripts represented 83,899 unigenes. 

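Grouped by the unigene part of their names, 63891 of the 83899 unigenes held 1 transcript, and the largest held 27. Taking the longest isoform of each unigene, the mean length was 691.9 bp. The expression table drew its transcripts from 9446 unigenes. The numbers of transcripts given below for gene families are larger than the numbers of unigenes behind them. The 31 transcripts named for circadian clock genes, for example, came from 7 unigenes, and the 161 transcripts with a MYB domain from 76.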

The average length of the unigenes was 692 bp with a N50 value of 1225 bp (Table 2).

**Figure 2:**
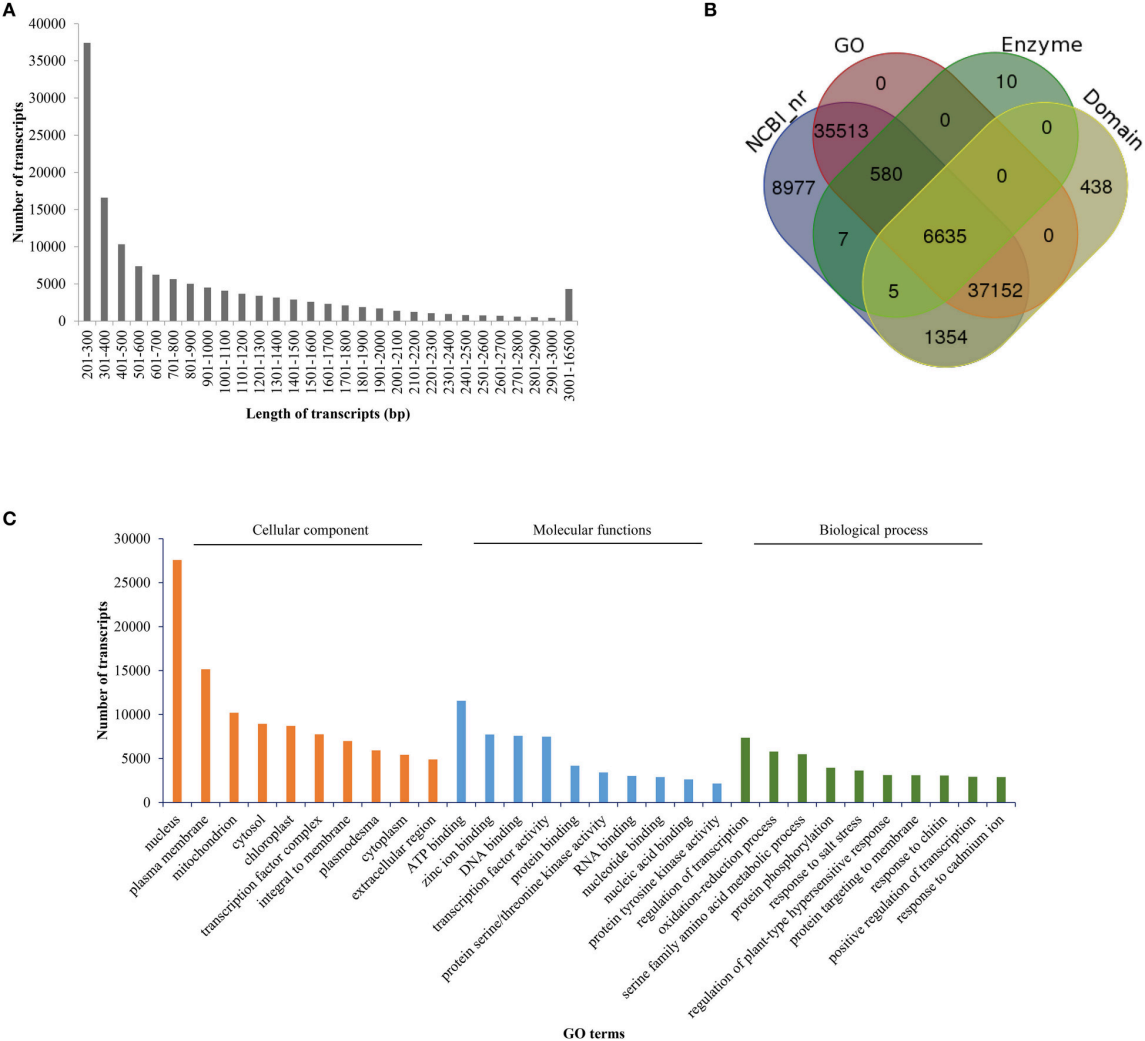
**Size distribution and gene ontology analysis of the assembled transcripts. (A)** Assembled transcripts were evaluated for their size distribution and the number of transcripts in each size range is presented. **(B)** Overlap in the distribution of annotated transcripts based on their databases hits. The LAST search was used to identify transcripts in NCBI nr database whose output was further annotated with Blast2GO for assigning gene ontology terms. PRIAM database and RPS blast were employed for identification of enzymes and conserved domains, respectively. **(C)** Gene ontology categorization of annotated *B. juncea* transcripts on the basis of cellular components, molecular functions and biological processes. The numbers of transcripts in the ten most enriched GO terms for each of the categories are shown.

**Table 2:** **Assembly statistics of ***B. juncea*** transcriptome**.

**Parameters**	**Uncorrected**	**Corrected**
Number of transcripts	212,124	133,641
Number of unigenes	143,414	83,899
Assembly length (Mb)	156	117
Minimum transcript length (bp)	201	201
Average transcript length (bp)	737	875
N50 (bp)	1202	1428

### Annotation of assembled *B. juncea* siliques transcripts

To gain an insight on probable functions of each transcript, assembly was subjected to annotation analysis utilizing web-based tool “FastAnnotator”, which uses four different annotation protocols: (1) LAST (Local Alignment Search Tool) search to identify best hits in NCBI non-redundant (nr) database, (2) Blast2GO (https://www.blast2go.com/) to assign gene ontological (GO) terms, (3) PRIAM (http://priam.prabi.fr/) for identification of enzymes along with their EC numbers, and (4) RPS BLAST to predict functional domains in transcript sequences by searching the domain models (Pfamv26) from Conserved Domain Database (CDD; http://www.ncbi.nlm.nih.gov/cdd; Chen et al., 2012a). The LAST search against NCBI nr database resulted in annotation of approximately 67% transcripts (90,223 out of 133,640 transcripts) with a minimum *e*-value of 10^−5^ (Supplementary Datasheet 2). In addition to the NCBI-based annotation, 438 transcripts were annotated by domain search and 10 were annotated with enzyme database. 

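A best hit, GO term, enzyme or domain was recorded for 67.8% of the 133641 assembled transcripts, and 67.5% had a best hit in the nr database. Transcripts of the expression table, which had passed the authors' test between some pair of libraries, were annotated more often. Of these 13342, 11230 (84.2%) had a best hit, against 78993 of the other 120299 (65.7%). Another 74 of them were annotated by a domain without a best hit and 4 by an enzyme without one.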

Out of the 90,671 annotated transcripts, 79,880 transcripts could be associated with at least one GO term. Nearly, 7237 transcripts had at least one enzyme hit and 45,584 transcripts had >50% identity with previously reported protein domains (Figure 2B). Similarly, 8977, 438, and 10 transcripts exhibited exclusive hits to NCBI nr, domain and enzyme databases, respectively. 

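Among the transcripts of the expression table, 10229 (76.7%) carried a GO term, 6813 (51.1%) a conserved domain and 1053 (7.9%) an enzyme. The most common combination was a GO term with a domain and no enzyme, in 5539 transcripts, followed by a GO term alone in 3641 and all 3 kinds in 975. In the whole assembly the order of the first pair was alike, with 37152 transcripts for a GO term with a domain and 35513 for a GO term alone. A best hit was the only annotation of 776 transcripts of the expression table.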

The top 10 GO terms (associated with the annotated transcripts) in various biological processes, molecular functions and cellular components are presented in Figure 2C. The top GO terms in biological processes were regulation of transcription, oxidation-reduction, protein phosphorylation and stress responses. 

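Counted over the 79880 transcripts with a GO term, regulation of transcription held 7367 (9.2%), the oxidation-reduction process 5797 (7.3%), serine family amino acid metabolism 5483 (6.9%), protein phosphorylation 3952 (4.9%) and the response to salt stress 3629 (4.5%). Response terms followed for the hypersensitive response (3120), chitin (3061), cadmium ion (2883), abscisic acid (2399) and cold (2397). Embryo development ending in seed dormancy, the term closest to the tissue, held 2486 transcripts (3.1%). A transcript can carry several terms, so the counts overlap.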

On the basis of localization in cellular components, maximum number of transcripts localized to nucleus followed by plasma membrane and mitochondria. 

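Among cellular components, the nucleus held 27570 transcripts (34.5% of those with a GO term), the plasma membrane 15141 (19.0%) and the mitochondrion 10200 (12.8%). The cytosol (8938) and the chloroplast (8715) came next. Among molecular functions, ATP binding held 11572 transcripts, zinc ion binding 7726 and DNA binding 7582. These are counts of annotated transcripts in the assembly and do not weigh a transcript by its expression in siliques.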

ATP binding, zinc ion binding and DNA binding were the most enriched GO terms in the molecular function category.

### Identification of differentially expressed transcripts (DETs) in developing siliques

Approximately, 13,342 transcripts exhibiting significant differential expression were identified by pair-wise comparisons (Supplementary Datasheet 3) in all possible combinations of the 18 samples. 

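Averaged over stages, part of these 13342 transcripts differed between cold-treated and control siliques. After 6 h, 1684 rose and 1229 fell across the 6 stages, and after 12 h 1367 rose and 1489 fell (limma). Of 22 transcripts named for cold-regulated proteins (11 unigenes), 18 rose and 1 fell at 6 h (19 and 1 when adjusted over the list alone), and 20 rose at 12 h (20 and 1 lower when adjusted over the list alone). A large response was that of c70856_g2_i2, a putative β-amylase, the enzyme that releases maltose from starch. Its FPKM went from 9.3 to 418.1 at 5 DAP and from 20.5 to 562.6 at 10 DAP, a log2 change over stages of 4.43 (SE 0.23, adjusted p = 1.42e-08, higher at 6 of 6 stages). All 3 transcripts of the early light-induced protein ELIP, a chlorophyll-binding protein of stressed plastids, rose at both durations, also when adjusted over the list alone. Of 460 transcripts with the GO term response to cold, 153 rose and 33 fell at 6 h, and 137 rose and 58 fell at 12 h (161 and 40, then 151 and 70, when adjusted over the list alone). With read class as a term, 12 of the cold-regulated transcripts rose at 12 h, and of those with the GO term 101 rose and 23 fell.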

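Some genes of cell wall extension were among those that fell. Of 172 transcripts for expansins, xyloglucan endotransglycosylases and pectin enzymes, 25 fell and 12 rose at 6 h, and 27 fell and 12 rose at 12 h, with the same counts when adjusted over the list alone. With the read class of the libraries as a term, 2 fell and 9 rose at 12 h, and without the stage block 7 fell and 11 rose at 6 h and 6 fell and 10 rose at 12 h, so the balance of this list depends on the model. The xyloglucan endotransglycosylase c64841_g1_i1, which cuts and rejoins wall xyloglucan, went from 33.4 to 5.75 and 4.53 FPKM at 5 DAP, with a log2 change of -1.56 (SE 0.18, adjusted p = 3.62e-05) at 6 h and -1.98 (SE 0.18, adjusted p = 5.04e-06) at 12 h. The 6 h value did not pass without the stage block, where the change was the same and its SE 0.52 (adjusted p = 0.0669). Its relative c64644_g1_i2 fell by 2.28 at 12 h (SE 0.20, adjusted p = 2.55e-06). The mTERF-like transcript c68219_g3_i2, of a family of organelle transcription factors fell at 6 h (log2 -2.78, SE 0.18, adjusted p = 1.47e-07). In this transcript 20 DAP control siliques had 28.7 FPKM and cold-treated ones 3.53 and 3.09. ARGOS (c71822_g1_i1), a gene of organ growth, fell by 2.02 on the log2 scale at 6 h (SE 0.20, adjusted p = 8.31e-06). The gene-list means were also set against exact sign flips of the 6 stages, but none of the 106 such tests passed. In 48 of them p was the smallest that 6 stages allow, and these had the smallest adjusted p, 0.0690.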

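Between the durations, 172 transcripts were higher and 483 lower at 12 h than at 6 h (222 and 383 when libraries were rescaled by the median ratio). Of 29 transcripts of jasmonate synthesis and signalling, 10 rose and 1 fell at 6 h (13 and 1 when adjusted over the list alone), while at 12 h 2 rose and 5 fell, the same when adjusted over the list alone. From 6 h to 12 h, 9 of them fell (16 when adjusted over the list alone). TIFY 7 (c64911_g1_i5), a repressor of jasmonate signalling, rose by 1.56 at 6 h (SE 0.21, adjusted p = 1.25e-04) and was 0.21 above control at 12 h (SE 0.21, adjusted p = 0.579). Of 612 transcripts with the GO term response to wounding, 136 rose and 63 fell at 6 h, and 81 rose and 86 fell at 12 h (158 and 79, then 90 and 94, when adjusted over the list alone). The 12 h balance of this list depends on the model and on single stages. It was 41 higher and 38 lower with read class as a term. It turned also when 10, 15, 20, 25 or 30 DAP was left out, to 107 higher and 74 lower without 25 DAP. Without the stage block 1033 rose and 455 fell at 6 h, 805 and 512 at 12 h, and 43 and 169 between durations. At 5 to 20 DAP the 12 h libraries belong to another read class than control and 6 h. With read class as a term, the 12 h test called 806 higher and 417 lower and the test between durations 48 and 159, against 1673 and 1223 at 6 h. In this fit the 12 h change rests mainly on 25 and 30 DAP. The lower counts therefore cannot tell read class from stage or from fewer libraries. Leaving out 10 DAP, 782 transcripts fell at 6 h. Between durations 60 were higher and 262 lower without 15 DAP, 105 and 287 without 10 DAP, 80 higher without 20 DAP and 107 higher without 30 DAP. The libraries of 25 and 30 DAP alone, chosen after seeing the data, gave 0 calls at 6 h or 12 h (1904 and 1948 at an unadjusted p under 0.05 from limma).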

On the basis of expression profile, DETs were clustered to generate a heat map (Figure 3A) as well as Spearman correlation matrix (Figure 3B). 

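Several genes of embryo identity were higher at the 3 later stages than at the 3 earlier ones. LEC1-1 (c66162_g1_i1), a regulator of embryo development, stood at 0.23 FPKM in control siliques of 5 DAP, 49.0 at 20 DAP and 127.9 at 30 DAP, and its mean over late stages was 5.58 higher on the log2 scale than over early stages (SE 0.58, adjusted p = 0.0301, n = 3 stages against 3). WRINKLED1 (c70900_g1_i4), an activator of oil synthesis, was 3.84 higher (SE 0.43) and napin (c42453_g1_i1), a seed storage protein, 3.48 higher (SE 0.29), both with the same adjusted p. Of 17 transcripts of embryo and seed regulators (10 unigenes), 10 were higher at late stages and none was lower (12 and 1 when adjusted over the list alone). Of 46 transcripts of storage proteins and oleosins 2 were higher at late stages, and of 36 of fatty acid synthesis 1, the same when adjusted over the list alone (13 and 11 at an unadjusted p under 0.05, limma). Neither cold duration called any of the 17 regulators, with 1 at an unadjusted p under 0.05 from limma at each. Over early stages, with durations averaged, 2 of them fell with cold (0 when adjusted over the list alone, 4 at an unadjusted p under 0.05). Of 30 transcripts of flavonoid synthesis 7 were higher at late stages (23 when adjusted over the list alone). A β-expansin (c60146_g1_i1), which loosens cell walls, was 2.35 lower at late stages (SE 0.27, adjusted p = 0.0301).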

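When the 18 libraries were clustered on the Spearman correlation of log2(FPKM + 1) with complete linkage, all 18 lay in the clade of their own phase. With average linkage 12 did, because the 10 and 15 DAP libraries joined the late ones before those of 5 DAP. Over the 6 stage means, 458 transcripts were higher and 37 lower at late than at early stages (limma), and the median of all transcripts shifted from 0.005 to -0.168 on the log2 scale when libraries were rescaled by the median ratio, which left 256 higher and 30 lower. These counts depend on single stages, since 3 stages stand against 3. They were 0 and 0 without 5, 10, 25 or 30 DAP or without the 5 DAP 6 h library (3432, 2142, 2104, 2758 and 3804 at an unadjusted p under 0.05 from limma), 480 and 94 without 15 DAP and 1446 and 340 without 20 DAP. The calls of the 4 genes above are lost in the same settings, although their log2 differences stayed between 5.06 and 5.63 for LEC1-1, 3.47 and 3.81 for WRINKLED1, 3.30 and 3.49 for napin, and -2.22 and -2.37 for the β-expansin.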

Broadly, differentially expressed transcripts of 5, 10, and 15 DAP clustered in one clade whereas those of 20, 25, and 30 DAP clustered together in another clade, thereby enabling us to categorize and identify gene expression changes occurring either during the early (occurring in 5–15 DAP) or late (occurring in 20–30 DAP) stages of silique development. Transcripts of controls corresponding to 10 and 15 DAP clustered together. Similarly, transcripts present in controls of 20 and 25 DAP clustered together. Nonetheless, in most of the cases 6 h and 12 h cold stressed differentially expressed transcripts clustered together. 

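In 2 pairs of neighbouring stages the control siliques resembled each other more than their own cold-treated siliques. The 10 and 15 DAP controls correlated at rho 0.881 and the 20 and 25 DAP controls at 0.91 (Spearman, across the 13342 transcripts, which are not independent replicates). Each was the other's nearest library. The remaining controls paired differently, the 30 DAP control lying nearest to the 6 h library of its own stage (rho 0.865). After centring each transcript on its mean, the 10 and 15 DAP controls (0.664) and the 20 and 25 DAP controls (0.679) were again nearest neighbours, whereas the 30 DAP control lay nearest to 25 DAP 12 h (0.622).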

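At 10, 15, 20 and 30 DAP the 6 h and 12 h libraries of a stage joined first, at rho 0.908, 0.92, 0.895 and 0.945. The nearest library of 20 DAP 12 h was nevertheless an early one, 15 DAP 12 h (rho 0.897). This was so with Pearson correlation too (0.928, against 0.907 with 20 DAP 6 h) and after centring each transcript (rho 0.523). The 30 DAP pair was the closest in the data. At 25 DAP the 6 h and 12 h libraries did not join each other with Spearman correlation, but with Pearson correlation they joined first, at a height of 0.113. The 25 DAP 12 h library lay nearest to 30 DAP 12 h (rho 0.888) and joined the cold-treated 30 DAP libraries, while 25 DAP 6 h, whose nearest library was 25 DAP 12 h (0.866), joined the clade of the 20 DAP libraries and the 25 DAP control. Transcripts encoded in organelles were also high in 25 DAP 12 h, where the 28 such transcripts of the table summed to 233.5 FPKM against at most 49.8 in any other library. Each stage and duration is 1 library, so no test applies to a pair.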

The only exception was at 5 DAP whose control samples clustered with the 12 h cold stress samples, whilst 6 h samples was placed in a different sub-clade (Figures 3A,B). 

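At 5 DAP the control and the 12 h library correlated at rho 0.80, the 12 h with the 6 h library at 0.798, and the control with the 6 h library at 0.75, so that the last joined at a height of 0.25. With Pearson correlation the 6 h and 12 h libraries of 5 DAP joined first, at 0.169. When each transcript was centred on its mean, the 6 h and 12 h libraries were nearest (0.707), ahead of control with 6 h (0.608) and control with 12 h (0.583). These values were not low beside those within 10 to 25 DAP (0.179 to 0.685). Within 30 DAP they were 0.844, 0.582 and 0.534 in the same order. The 5 DAP 6 h library also held the highest value of 280 of 287 transcripts whose best hit carries a locus-tag prefix of a fungal genome annotation.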

Following clustering, transcripts displaying similar expression pattern in response to cold stress were cataloged for each developmental stages separately and their expression pattern is depicted in Supplementary Figures 1–6.

**Figure 3:**
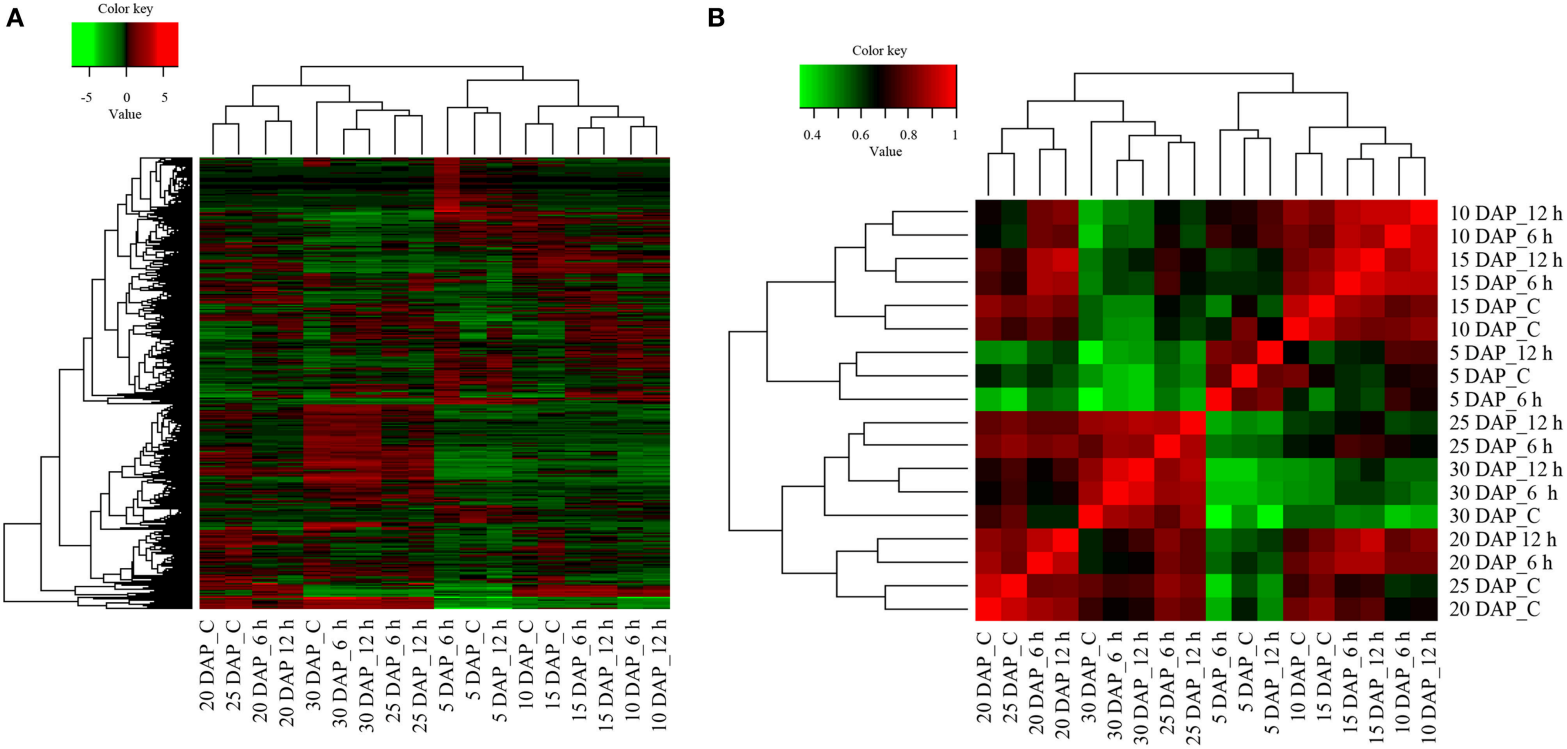
**Analysis of differentially expressed transcripts and their inter-relationships in ***B. juncea*** siliques**. **(A)** Heat map of differentially expressed transcripts in control and cold stressed *B. juncea* siliques at different stages of development. Differentially expressed transcripts identified by pair-wise comparisons of all the 18 samples were clustered together on the basis of their expression values and heat map was plotted with TMM-normalized FPKM values. **(B)** Spearman correlation matrix of all the samples indicating extent of similarity between each possible pair. All the 13,342 transcripts exhibiting differential expression were clustered together and Spearman correlation matrix was plotted on TMM-normalized FPKM values. The key for sample labels should be interpreted as x DAP_y, where x denotes number of days; DAP represents days after pollination and y denotes either unstressed siliques –“C” or duration of cold stress in hours –“h”.

The samples (control and cold stress treated) from 5, 10, and 15 DAP were considered as early stages of silique development. Detailed analysis of early stage samples identified 5332 transcripts exhibiting ≥2-fold difference in expression levels (on a log2 scale), which were subsequently used for generation of a heat map. 

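Transcripts changed at least 4-fold on the log2(FPKM + 1) scale (2 on the log2 scale) were counted in each early library against the control of its stage. At 5 DAP, 874 were higher and 109 lower after 6 h, and 358 were higher and 319 lower after 12 h. The 10 DAP siliques had 497 higher and 213 lower at 6 h, and 292 and 222 at 12 h. For 15 DAP these numbers were 430 and 178, then 443 and 237. The ribosomal proteins stood out at 5 DAP, where the mean of 62 transcripts was 1.52 higher on the log2 scale at 6 h, against -0.22 to 0.12 at the 5 other stages. The same library held the highest value of 280 of 287 transcripts whose best hit carries a fungal locus-tag prefix. The plot of transcripts changed 4-fold by stage shows both directions. Each number compares 1 library with another, has no replicate check and depends on the threshold. At 2-fold, 2943 were higher and 877 lower at 5 DAP 6 h, and with a pseudocount of 0.1 in place of 1, 2345 and 546. In 3 of the other comparisons the balance turned. With the pseudocount of 0.1, 997 were higher and 1216 lower at 5 DAP 12 h, 1128 and 1179 at 10 DAP 6 h and 758 and 1217 at 10 DAP 12 h. At 2-fold, 1383 and 1581 were higher and lower at 5 DAP 12 h, and 1028 and 1401 at 10 DAP 12 h.

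**Figure D1:**
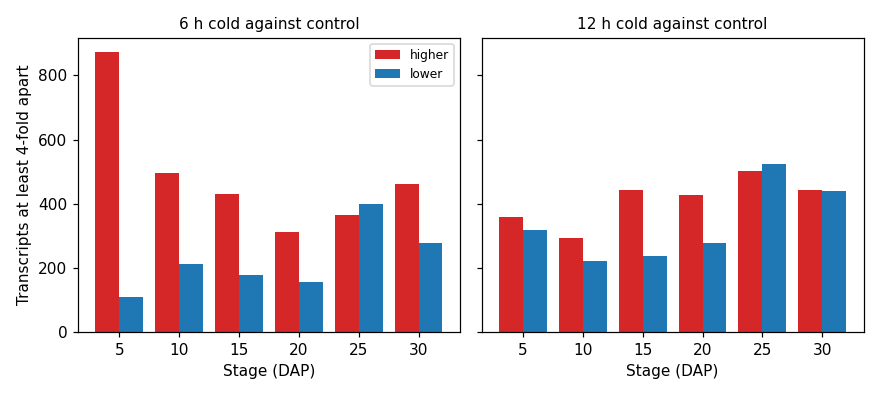
Number of transcripts at least 4-fold higher (red bars) or lower (blue bars, beside them) than in the control of the same stage. Counts are given after 6 h and 12 h at 4 °C, for each stage in days after pollination. Each bar compares 1 library with 1 control library, and the tallest is 5 DAP at 6 h with 874 higher.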

As evident in Figure 4A, the hierarchical clustering of samples resulted in two parent clades where 5 DAP samples clustered under one clade whereas 10 and 15 DAP samples were part of another clade. 

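Over 5, 10 and 15 DAP, with 6 h and 12 h averaged against control, 1416 transcripts rose and 992 fell (limma). Phloem protein 2-A12 (c64135_g1_i3), a lectin-like protein of the phloem, rose by 2.86 on the log2 scale (SE 0.24, adjusted p = 2.22e-05), and cytochrome P450 71B26 (c68478_g1_i1) by 2.99 (SE 0.30, adjusted p = 7.04e-05). Polygalacturonase inhibitor protein 9 (c68159_g1_i1), which restrains pectin-degrading enzymes, rose by 2.73 (SE 0.22, adjusted p = 1.52e-05). At 10 DAP its FPKM was 34.8 in control, 301.8 after 6 h and 199.0 after 12 h. CYP96A12 (c59557_g2_i1) fell by 1.53 (SE 0.17, adjusted p = 1.30e-04). The number of calls leans on single stages and on read class, because all early 12 h libraries belong to the class with fewer reads kept. It was 821 higher and 334 lower without 10 DAP, 940 and 531 without 15 DAP, and 531 and 188 with read class as a term.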

Heat map and the associated clusters of expression profile (Figures 4A,B) showed that expression of a large number of transcripts is modulated significantly in response to cold stress. Based on the expression patterns of transcripts, four major categories comprising of 972, 2152, 71, and 2137 transcripts in clusters 1, 2, 3, and 4, respectively were identified (Figure 4B). Clusters 1 and 2 contained transcripts that were up-regulated by cold stress, whereas clusters 3 and 4 had transcripts that were developmentally regulated, as their expression remained unchanged under cold stress. Expression of the transcripts belonging to cluster 1 increased in response to both 6 h and 12 h of cold stress. More importantly, this trend was observed in all the initial stages (i.e., 5, 10, and 15 DAP) of silique development. 

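The paper lists the members of cluster 1 as 689 transcripts of the early subset and 283 of the core subset (Supplementary Datasheets 4 and 5). In the early subset the median log2 change at 6 h was 1.49 at 5 DAP, 1.46 at 10 DAP and 1.30 at 15 DAP, and at 12 h it was 1.10, 1.03 and 1.36. Among the 689, 507 were higher than control in all 6 early cold libraries, as were 250 of the 283. The subsets were chosen by the study on these libraries, so that this is not independent evidence of their direction. For c64135_g1_i3 (phloem protein 2-A12), a call of the 6 h test, control, 6 h and 12 h siliques had 1.51, 34.5 and 3.69 FPKM at 5 DAP, 1.15, 28.8 and 7.65 at 10 DAP, and 1.36, 42.2 and 11.7 at 15 DAP. β-Amylase (c70856_g2_i2) at 15 DAP had 17.3, 393.4 and 337.2 FPKM.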

Transcripts belonging to cluster 2 were also up-regulated by cold stress. However, the expression of these transcripts increased only at 6 h of cold stress in 5 DAP samples. Their expression was largely stable in all the other stages and time points.

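The list of cluster 2 was not analysed here, so transcripts with its pattern were counted directly. At 5 DAP, 340 transcripts were at least 4-fold higher after 6 h than in both the control and the 12 h library, against 56 to 106 at the 5 other stages. Of these 340, 273 had their maximum over all 18 libraries in 5 DAP 6 h. Their median log2 change at 6 h was 2.46 at 5 DAP and between -0.04 and 0.13 at each other stage. An R2R3-MYB transcription factor (c59958_g1_i2) went from 0.79 to 30.0 FPKM and was at 2.09 after 12 h. Nicotianamine synthase (c63564_g1_i2), which makes a metal chelator, went from 0.30 to 11.7 and was at 1.02, and a metallothionein-like protein (c52190_g1_i1) from 0.88 to 31.3 and was at 1.20. At the 5 later stages c59958_g1_i2 had at most 0.55 FPKM in any library, and none of these 3 transcripts passed the 6 h or 12 h test over stages.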

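In the same library, transcripts of another kind were high. The best hits of 287 transcripts of the table (283 unigenes) carry one of 12 locus-tag prefixes, such as PTT_, SNOG_ and LEMA_, which as background are prefixes of fungal genome annotations; the annotation table names no organism. These 287 summed to 759.6 FPKM in 5 DAP 6 h (0.624% of the table's FPKM there), 55.7 in 5 DAP control, 34.8 in 5 DAP 12 h, 46.4 in 10 DAP control and at most 22.4 elsewhere. They make up 35 of the 340 transcripts above and none of the corresponding transcripts at the other stages. Of the 340, 88 have a best hit with a gene-model prefix of a crucifer, against at most 39 at another stage, while their share was 25.9%, against 33.7% to 40.6% at the other stages. None of the 287 passed the 6 h test over stages (0 at an unadjusted p under 0.05 from limma), and none is in the early, core or late subset. With 1 library per stage and duration the 5 DAP pattern has no replicate. It counted 208 transcripts when only those with a mean of at least 1 FPKM were kept and 1262 with a pseudocount of 0.1.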

**Figure 4:**
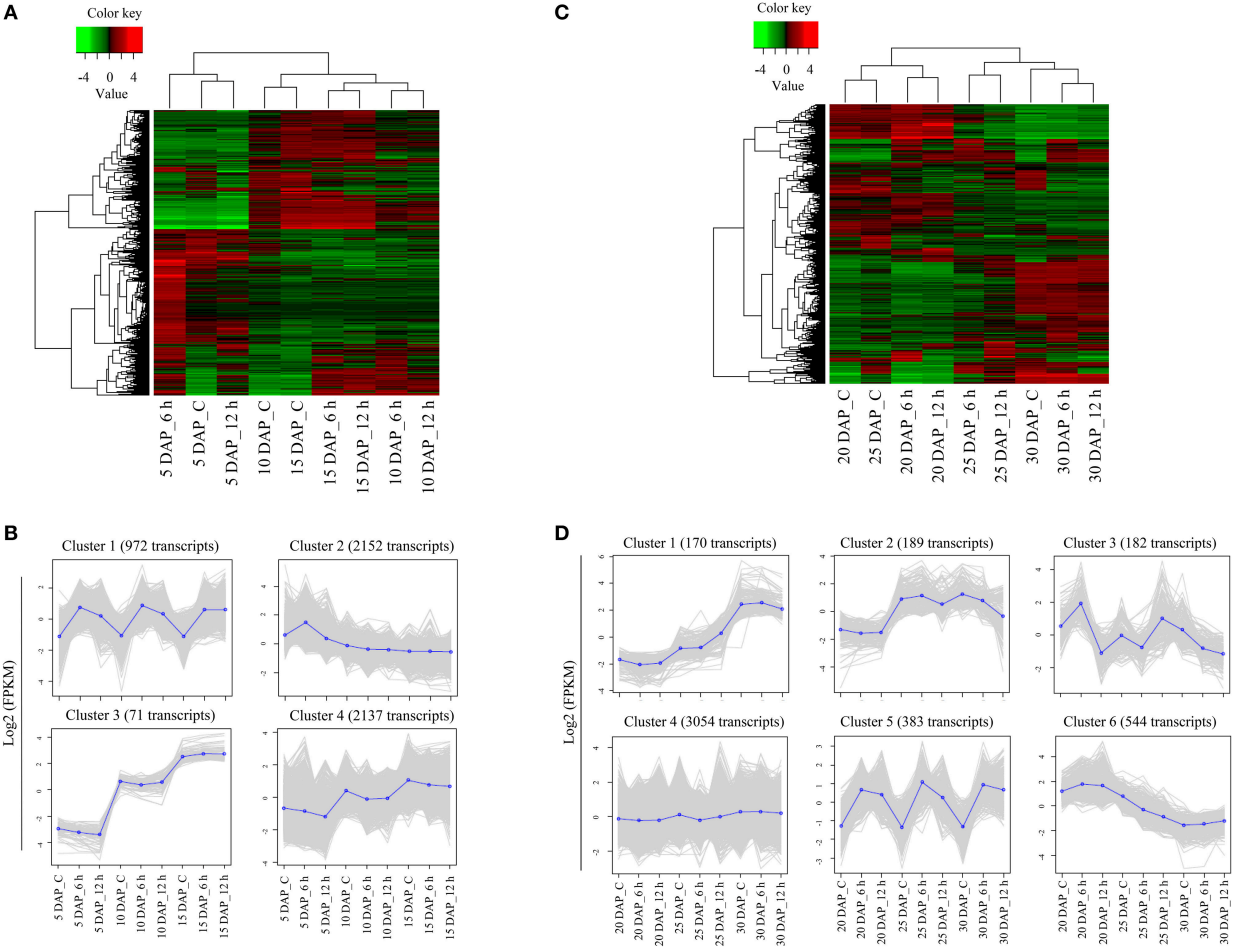
**Detailed analysis of differentially expressed genes in early and late stages of siliques exposed to cold stress**. Heat maps of differentially expressed transcripts in control and cold stressed *B. juncea* siliques at early **(A)** and late **(C)** stages of development. Differentially expressed transcripts identified by pair-wise comparisons of 9 samples of each stage were clustered together on the basis of their expression values and heat map was plotted with TMM-normalized FPKM values. Clusters of transcripts showing similar expression profile in early **(B)** and late **(D)** stages of silique development under control and stress conditions. The average expression of each cluster was plotted as dark blue line whereas gray lines represent expression of individual transcripts. The key for sample labels should be interpreted as x DAP_y, where x denotes number of days; DAP represents days after pollination and y denotes either unstressed siliques –“C” or duration of cold stress in hours –“h”.

The stages of silique development at 20 DAP, 25 DAP, and 30 DAP were categorized as late stages and these stages compositely had 4522 differentially expressed transcripts. 

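Late siliques held fewer transcripts 4-fold higher at 6 h than 5 DAP siliques and more that were 4-fold lower. Beside 10 DAP (497 higher and 213 lower at 6 h) and 15 DAP (430 and 178) this did not hold throughout. Fewer were lower at 20 DAP than at either, and more were higher at 30 DAP than at 15 DAP. At 20 DAP, 312 were higher and 156 lower after 6 h, and 426 and 276 after 12 h. In 25 DAP siliques 364 were higher and 400 lower at 6 h, then 502 and 523 at 12 h, and in 30 DAP siliques 460 and 278, then 443 and 439. Across these 3 stages, with both durations averaged, 1027 transcripts rose and 740 fell (limma). The light-harvesting-like protein ELIP (c71156_g1_i1) rose by 3.28 on the log2 scale (SE 0.29, adjusted p = 3.69e-05), and at 30 DAP its FPKM was 66.8 in control, 579.6 at 6 h and 1229 at 12 h. A B-box domain protein (BBX28, c65269_g2_i3) rose by 2.65 (SE 0.23, adjusted p = 3.45e-05). The count of late calls was 576 and 391 without 30 DAP and 415 fell without 20 DAP (475 without 25 DAP). With a pseudocount of 0.1 the 4-fold counts of 25 DAP became 989 and 1147 at 6 h, and 543 were lower at 20 DAP 6 h against 546 at 5 DAP 6 h. At 2-fold, 1277 were higher and 1403 lower at 20 DAP 12 h.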

Hierarchical clustering revealed that control samples of 20 DAP and 25 DAP clustered together. However, cold stress samples of 6 h and 12 h (at all the stages) were placed in the same cluster (Figure 4C). 

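Among the 9 late libraries, the 6 h and 12 h libraries joined directly at 20 DAP (height 0.105) and at 30 DAP (0.0551). The 20 and 25 DAP controls joined at a height of 0.0902, and the cold-treated 20 DAP pair joined them at 0.213. The 25 DAP 6 h library came next, at 0.223. The 25 DAP 12 h library joined the 30 DAP cold pair at 0.133, and the 30 DAP control joined these 3 at 0.157. Heights are 1 minus the Spearman rho under complete linkage.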

From the hierarchical clustering, we identified six major patterns of gene expression in the late stages of silique development (Figure 4D). Out of the six clusters, only two clusters (clusters 3 and 5) had transcripts that were induced by cold stress. 

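Lists of cluster 3 were not analysed here, so the gene groups are given for the same libraries. The 20 DAP 6 h library had the smallest rise of the clock transcripts grouped here as morning genes (CCA1 and PRR7 or PRR9 type). Their mean was 1.69 on the log2 scale over 13 transcripts, against 2.34 to 2.69 at the 5 other stages. At 25 DAP the 22 transcripts of cold-regulated proteins were 0.98 above control on average at 12 h, against 2.25 to 2.39 at the other stages, and their 6 h mean was the lowest there too (1.04, against 1.37 to 2.46). BN28a (c64555_g3_i3), a cold-induced protein of *Brassica*, was at 18.1 FPKM in 25 DAP control, 49.8 after 6 h and 15.1 after 12 h, whereas over all stages it rose by 2.58 at 6 h (SE 0.38, adjusted p = 2.36e-04) and by 2.29 at 12 h (SE 0.38, adjusted p = 6.46e-04). Without the stage block those calls are lost at the same log2 changes (SE 0.88, adjusted p = 0.0732 and 0.132), and with read class as a term the 12 h call is (1.69, SE 0.58, adjusted p = 0.0974). Organelle transcripts were 2.00 higher on average in 25 DAP 12 h, against -0.26 to 0.44 elsewhere at 12 h, and none of the 28 passed the test over stages (1 at an unadjusted p under 0.05 from limma at each duration).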

The expression of transcripts in cluster 3 increased (w.r.t. to the corresponding controls) after 6 h of cold stress in 20 DAP and after 12 h of cold stress in 25 DAP. Noticeably, expression of transcripts in cluster 5 had a similar pattern as cluster 1 of early stage as these transcripts were induced by both 6 h and 12 h of cold stress in all the later stages of silique development.

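In late siliques the core subset was higher at both durations. Its median log2 change was 2.21, 2.64 and 2.55 at 6 h at 20, 25 and 30 DAP, and 2.08, 1.99 and 2.33 at 12 h. Of its 283 transcripts 253 were higher than control in all 6 late cold libraries, against 59 of the 100 transcripts of the late subset, whose medians were 1.19, 1.90 and 1.52 at 6 h and 0.64, 0.63 and 1.14 at 12 h. A putative Dof zinc finger protein (c67753_g1_i1), of a plant family of transcription factors, had 0.83 FPKM in 25 DAP control, 32.8 after 6 h and 24.1 after 12 h, and 0.72, 29.6 and 21.0 at 30 DAP, with a late-stage log2 change of 3.57 (SE 0.35, adjusted p = 6.96e-05). The subsets were chosen on these libraries, so that this is not independent evidence of their direction.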

### Identification and characterization of transcripts inducible by cold stress in *B. juncea* siliques

To identify the core group of genes that are induced in both the early and late stages of silique development, the transcripts from cluster 1 of the early stage (Figure 4B) was compared with those from cluster 5 of the late stage (Figure 4D). Comparison of 972 transcripts of cluster 1 with 383 transcripts of cluster 5 led to identification of 283 transcripts that were induced by cold stress in all the stages of embryo development. 

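Every one of the 283 core transcripts (187 unigenes) passed the 6 h test and rose, and 245 passed the 12 h test, all upward; as the study picked them on these libraries this is not independent evidence of their direction. Their mean log2 change was 2.64 at 6 h (SD 0.22 over 6 stages) and 2.10 at 12 h (SD 0.24), both higher at 6 of 6 stages (exact sign-flip permutation test, 2-sided p = 0.0312, the smallest that 6 stages allow). COR14 (c69711_g17_i1), a cold-regulated protein of the chloroplast, went from 8.45 FPKM in control to 348.5 and 526.5 at 5 DAP and from 10.7 to 527.0 and 888.0 at 10 DAP. Over stages it rose by 3.95 at 6 h (SE 0.42, adjusted p = 1.40e-05) and 4.99 at 12 h (SE 0.42, adjusted p = 2.19e-06). The dehydrin COR47 (c56112_g1_i1), a protein that protects cells from water loss, went from 46.7 to 730.0 and 1208 FPKM at 30 DAP. It rose by 2.99 at 6 h (SE 0.28, adjusted p = 4.62e-06) and 3.70 at 12 h (SE 0.28, adjusted p = 8.48e-07). Between durations 24 core transcripts rose further and 105 fell back. Over early stages 270 of the 283 were called higher and over late stages 266 (175 and 169 of 187 when isoforms were summed per unigene). The plot of 4 cold genes by stage shows COR14, COR47, DREB2-2 and CCA1. The paper names the overlap of the early and late clusters its core group.

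**Figure D2:**
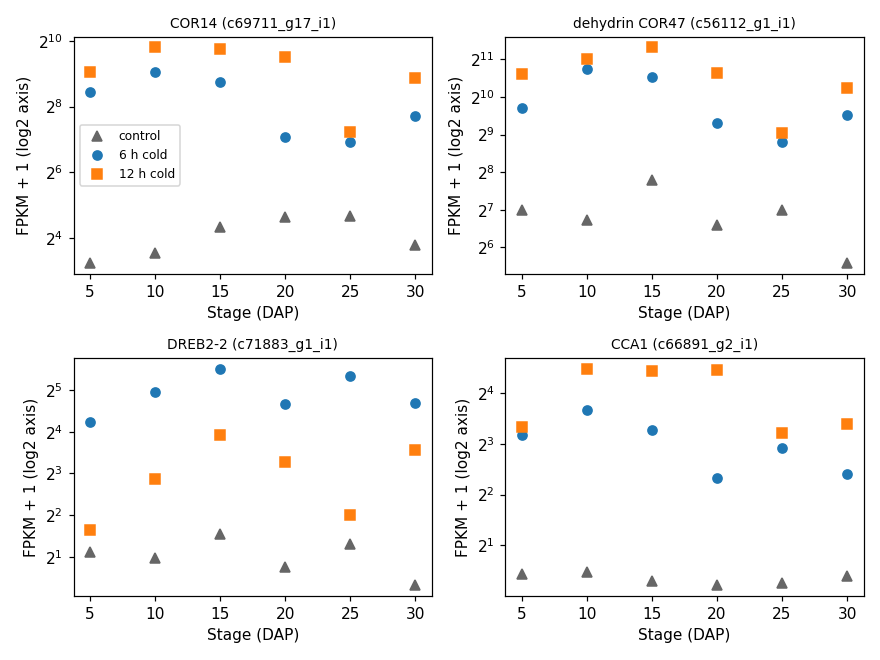
FPKM + 1 on a log2 axis of COR14, dehydrin COR47, DREB2-2 and CCA1 at each stage in days after pollination, in control siliques and after 6 h and 12 h at 4 °C. Each point is 1 library, and in all 4 genes every cold-treated library lies above the control of its stage.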

The 283 transcripts thereby constituted what is being referred to as the “core cold-inducible” transcripts. Additionally, this analysis revealed that 689 transcripts were specifically induced by cold stress in the early stages of silique development, whereas expression of 100 transcripts increased under cold stress, in the late stages of silique development. 

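Many transcripts of the early subset were also higher in cold-treated late siliques, and many of the late subset in early ones. Of the 689 early transcripts (505 unigenes), 374 were higher than control in all 6 late cold libraries and 290 passed the test over late stages, against 495 over early stages. Their median log2 change was 1.22 over early and 0.82 over late comparisons. Of the 100 late transcripts (93 unigenes), 46 were higher in all 6 early cold libraries and 46 passed over early stages, against 63 over late stages, with medians of 0.87 and 1.26. In the test of the difference itself, late minus early, 0 of the 13342 transcripts passed in limma (748 at an unadjusted p under 0.05). Among the early subset 97 were lower at late stages at an unadjusted p under 0.05, and among the late subset 13 were higher. In simulations this test recovered 51% of 4-fold and 3% of 2-fold differences, among transcripts with a mean of at least 1 FPKM shifted alike at all late stages. Lists chosen on these libraries are not independent evidence of their direction. The early-stage calls of the early subset came to 325 without 10 DAP, and its late-stage calls to 176 without 20 DAP and 164 without 30 DAP. The late subset had 19, 20 and 30 early-stage calls without 10, 15 and 5 DAP, and 30 late-stage calls without 30 DAP.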

Results of this analysis are presented in Figure 5A and the list of the transcripts is provided in Supplementary Datasheets 4–6. To further assign relevance, transcripts from each of these subsets were annotated and their gene ontology terms in the biological processes category were identified (Supplementary Figure 7). Details of this analysis are presented below.

**Figure 5:**
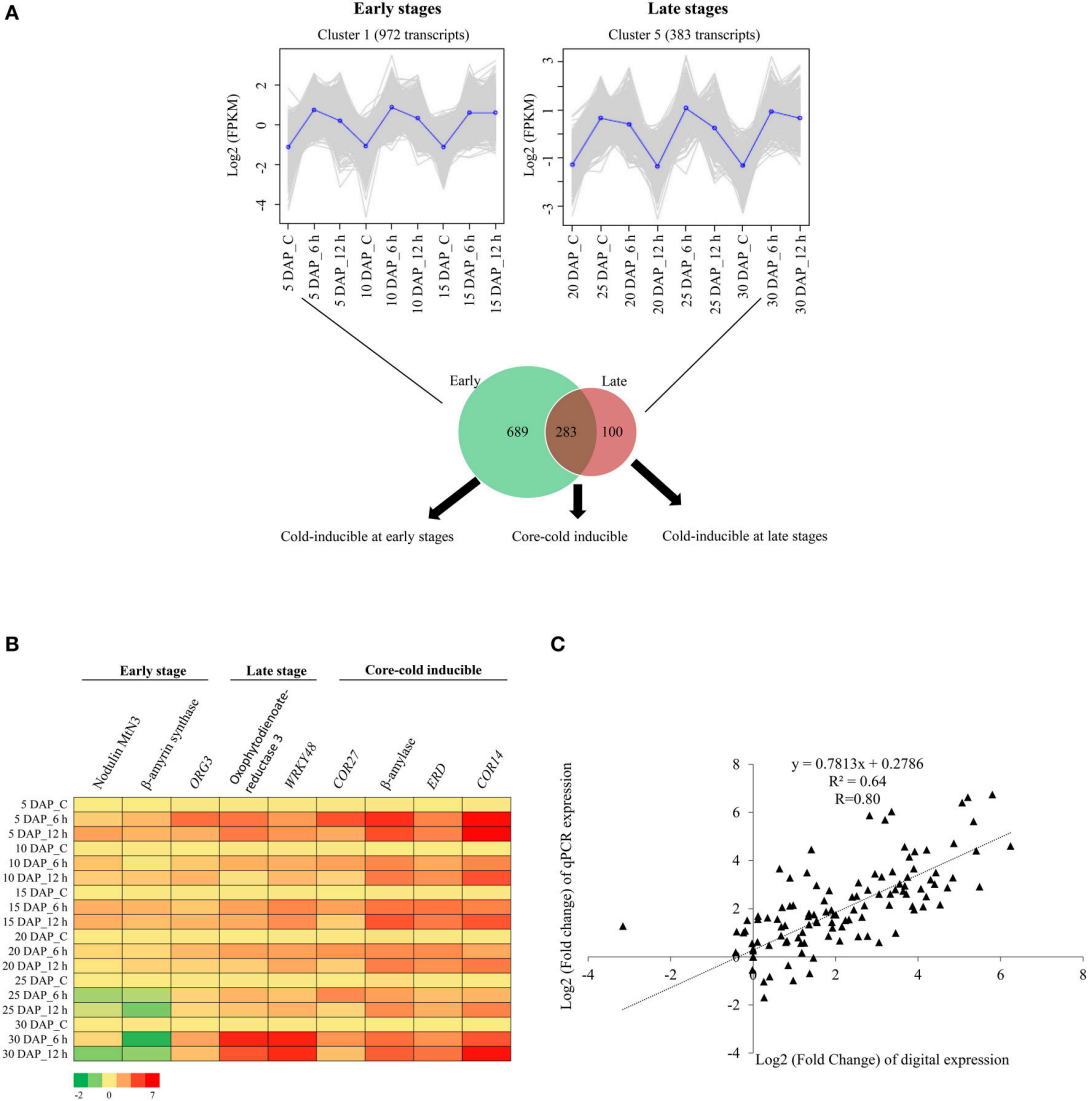
**Identification and validation of cold-inducible transcripts from early and late stages of silique development in ***B. juncea*****. **(A)** Transcripts of cluster 1 (early stage) and cluster 5 (late stage) were compared and candidates that were either specific or common to both the stages of silique development were identified. **(B)** Heat map showing relative abundance of selected cold-inducible transcripts belonging to the early, late and core subsets as determined by qPCR. **(C)** Scatter plot showing correlation between digital and qPCR expression profiles. Pearson correlation coefficient (R) was calculated between log2 fold change values of qPCR and digital expression. The key for sample labels should be interpreted as x DAP_y, where x denotes number of days; DAP represents days after pollination and y denotes either unstressed siliques –“C” or duration of cold stress in hours –“h”.

#### Annotation of subsets

Functional annotations of the three subsets were fetched from the annotated assembly. More than 70% of the transcripts from each of the subsets were annotated with different databases. 

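Of the 689 early transcripts 533 (77.4%) carried an annotation of any kind, of the 283 core transcripts 242 (85.5%), and of the 100 late transcripts 79 (79.0%). Counting only a GO term, an enzyme or a domain, these numbers were 493 (71.6%), 231 (81.6%) and 72 (72.0%). The other annotated members had a best hit alone, 40 in the early, 11 in the core and 7 in the late subset.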

Out of 689 transcripts in early inducible subset, 492 were annotated with different databases. Similarly, annotations were possible for 231 and 72 transcripts of core-cold inducible and cold-inducible subsets at late stages of silique development, respectively (Supplementary Figure 7). Majority of the transcripts in all the three categories were annotated by GO search as well as by the domain structure databases. However, none of the transcripts were annotated specifically from enzyme database alone.

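A GO term together with a domain was the most common annotation in the early subset (263 transcripts) and the core subset (138), and a GO term alone in the late subset (35, against 28 with a domain). All 3 kinds were found for 40, 6 and 6 transcripts of the early, core and late subsets. An enzyme number was always accompanied by a GO term, so that 0 transcripts of any subset had an enzyme alone.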

Considering only the top 20 GO terms, gene ontology analysis revealed that some of the biological processes were exclusively associated with specific categories. For example GO terms, “MAPKK” and “protein targeting to membrane” associated exclusively with cold-inducible subset of early silique development. Similarly, the other subset, containing cold-inducible transcripts in the later stages of silique development, associated specifically with GO terms like “oxidation-reduction process,” “response to UV-B,” and “stomatal complex morphogenesis.” 

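Of 425 early transcripts with a GO biological process, 31 (7.3%) belonged to the MAPKKK cascade, against 3.9% of the 8888 transcripts of the expression table with such a term (one-sided Fisher exact test, adjusted p = 0.00202). Protein targeting to membrane held 56 (13.2% against 6.4%, adjusted p = 2.09e-06). The core subset held 2 transcripts of the first term and 3 of the second, and the late subset 1 and 2. More frequent still were the response to wounding with 66 (15.5% against 6.9%, adjusted p = 1.24e-08) and the response to cold with 61 (14.4% against 5.2%, adjusted p = 2.79e-11). Of the 24 transcripts of the table for negative regulation of the circadian rhythm, 12 were in the early subset. In all, 98 of 189 terms tested passed in this subset, and 37 of 111 with 1 entry per unigene, since isoforms repeat the terms of their locus.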

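Of 58 late transcripts with a GO biological process, 11 belonged to the oxidation-reduction process, a term of 1068 transcripts in the table, which did not pass (Fisher exact test, adjusted p = 0.274). Response to UV-B was carried by 3 late transcripts (rank 35 by number), by 17 early ones (rank 39, 4.0% against 1.7% of the table, adjusted p = 0.00225) and by 8 core ones (adjusted p = 0.041). Stomatal complex morphogenesis was carried by 3 late transcripts (rank 33) and 1 early transcript. Of the 10 terms with at least 5 late members, the response to cold alone passed (9 transcripts, adjusted p = 0.0273).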

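Terms of light and the clock were frequent in the core subset and present in the early subset, which held 12 transcripts of the circadian rhythm. Of the 213 core transcripts with a GO biological process, 39 belonged to the circadian rhythm (18.3% against 1.7% of the table, Fisher exact test, adjusted p = 1.26e-28). Long-day photoperiodism held 33, out of 56 in the table (adjusted p = 4.23e-38), and photomorphogenesis 20 out of 163 (adjusted p = 1.13e-08). Two-component signal transduction held 21 out of 68 (adjusted p = 3.93e-17) and myo-inositol hexakisphosphate biosynthesis 17 out of 73 (adjusted p = 8.2e-12), a term that 17 early transcripts carried as well. Many of these are isoforms of a few clock loci, and 53 of 81 terms passed over transcripts but 17 of 39 with 1 entry per unigene.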

The GO terms “photoperiodic response,” “photo-morphogenesis,” “two-component signal transduction,” and “myoinositol hexaphosphate processes” were linked to the core-group transcripts. GO terms representing transcripts involved in response to various abiotic and biotic stresses like cold, wounding, fungal infection etc., were present in all the three subsets.

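Response to cold was carried by 61 early, 34 core and 9 late transcripts, and it passed in each subset (Fisher exact test, adjusted p = 1.98e-08 in the core). Response to wounding was carried by 66, 16 and 5, and did not pass in the core (adjusted p = 0.439) or the late subset (adjusted p = 0.37). Response to fungus was carried by 14 early transcripts (adjusted p = 0.0566), 1 core and 4 late transcripts. Across the table, the response to abscisic acid, a hormone of seed maturation and water stress, was raised more often than lowered. Of its 454 transcripts, 138 rose and 28 fell at 6 h and 124 rose and 45 fell at 12 h (limma; 147 and 33, then 127 and 58, when adjusted over the list alone), the 12 h count becoming 91 and 10 with read class as a term.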

### Identification of TFs, TRs, and kinases inducible by cold stress in *B. juncea* siliques

Transcription factors (TFs) are proteins, which directly bind to the DNA sequence and modulate transcription of a gene, whereas transcriptional regulators (TRs) are proteins, which interact with other proteins to regulate gene transcription. Apart from these proteins, kinases are known for their role in relaying stress signals to the downstream signaling components. Therefore, an in-depth analysis of the transcriptome data was performed to identify TFs, TRs, and kinases that are inducible by cold stress in the three subsets of cold-inducible transcripts.

#### Transcription factors (TFs)

We identified 120 transcripts belonging to 22 TF families from the three subsets. These included members of various stress-responsive TFs such as WRKY, HSFs, MYBs, AP2-EREBs, NACs etc. 

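Searched by Pfam domain, 99 transcripts of the 3 subsets belonged to 13 of 15 transcription factor families, 67 in the early, 27 in the core and 5 in the late subset. Dof zinc finger proteins rose in most of their transcripts in the whole table. Of 26 Dof transcripts (12 unigenes), 19 rose at 6 h and 19 at 12 h, from 7 unigenes each, also when adjusted over the list alone (limma). Of 57 WRKY transcripts, regulators of defence, 11 rose and 4 fell at 6 h, and 5 rose and 3 fell at 12 h, the same when adjusted over the list alone (1 rose at 12 h with read class as a term). Of 63 NAC transcripts, 9 rose and 6 fell at 6 h and 8 rose and 4 fell at 12 h (9 and 6, then 8 and 3, when adjusted over the list alone), and without 5 DAP 9 rose and 12 fell at 6 h. Of 19 heat shock factor transcripts 5 fell and 1 rose at 6 h, and 6 fell and 3 rose at 12 h (13 and 2, then 15 and 3, when adjusted over the list alone). With read class as a term 3 heat shock factors rose and 0 fell at 12 h. The early subset held 4 WRKY, 7 NAC and 5 Dof transcripts, the core subset 7 Dof transcripts, and the late subset 1 WRKY and 1 Dof transcript. The 7 NAC transcripts came from 1 unigene. The subsets were chosen on these libraries, so their members are not independent evidence of a direction.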

Nineteen of the 22 families were detected in the early cold-inducible category and interestingly 12 of these were induced by cold exclusively during the early stages of silique development. Members belonging to 5 families of TFs were present in the later stages of development, however only 1 of these was exclusive to later stages. 

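Of 161 transcripts with a MYB domain (76 unigenes), 32 rose and 8 fell at 6 h, and 33 rose and 6 fell at 12 h (limma; 33 and 12, then 33 and 6, when adjusted over the list alone). With isoforms summed, 8 unigenes rose and 6 fell at 6 h. Between the durations, 27 were higher and 2 lower at 12 h than at 6 h (28 and 3 when adjusted over the list alone). With durations averaged, 35 rose and 2 fell over early stages, and 30 rose and 8 fell over late stages. In the test of late minus early stages 0 passed (11 at an unadjusted p under 0.05, limma). By domain, 15 MYB transcripts from 4 unigenes were in the early subset and 10 from 3 unigenes in the core subset, which the study chose on these libraries, so that this is not independent evidence of their direction. CIRCADIAN AND CLOCK ASSOCIATED 1 (CCA1, c66891_g2_i1), a MYB-related factor of the clock, was under 0.4 FPKM in every control library. It rose to 11.7 FPKM after 6 h and 21.2 after 12 h at 10 DAP, with log2 changes over stages of 2.62 (SE 0.24, adjusted p = 3.37e-06) and 3.54 (SE 0.24, adjusted p = 3.76e-07).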

Maximum members (25) were detected for the Myb family; out of which 15 were cold-inducible exclusively in the early stages subset while another 10 were part of the core-group of transcripts. None of the Myb TF family member was inducible by low temperature in the later stages of silique development. The next major category of TF was AP2-EREBP type, which had 10 cold-inducible transcripts in the early group, 1 in late group and 4 in the core group (Table 3).

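By the AP2 domain, 5 transcripts of the early subset (4 unigenes), 1 of the late subset and 4 of the core subset (3 unigenes) belonged to this family, which includes the CBF and ethylene response factors; the study chose these subsets on the same libraries, so they are not independent evidence of a direction. Over the 110 AP2 transcripts of the table (59 unigenes), 24 rose and 19 fell at 6 h and 10 rose and 25 fell at 12 h (limma; 26 and 27, then 10 and 29, when adjusted over the list alone). With median-ratio scaling 21 rose and 23 fell at 6 h. ERF2 (c151349_g1_i1), an ethylene response factor, fell by 1.63 on the log2 scale at 6 h (SE 0.21, adjusted p = 7.95e-05) and by 2.44 at 12 h (SE 0.21, adjusted p = 2.51e-06).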

**Table 3:** **Major TF, TR and kinases family induced by low temperature belonging to three subsets (cold-inducible at early stage, cold-inducible at late stage, and core-cold inducible) of siliques development**.

**Type**	**Early stage specific**	**Late stage specific**	**Core-cold specific**
**TRANSCRIPTION FACTORS**			
ABI3VP1	1	ND	ND
AP2-EREBP	10	1	4
bHLH	8	ND	ND
bZIP	2	ND	ND
C2C2-CO-like	ND	ND	12
C2C2-Dof	5	1	ND
C2C2-GATA	1	ND	ND
C2H2	5	ND	ND
C3H	5	2	5
FHA	1	ND	ND
HB	4	ND	1
HSF	ND	1	ND
MADS	1	ND	ND
MYB	15	ND	10
NAC	7	ND	ND
PLATZ	2	ND	1
Sigma70-like	ND	ND	2
SBP	1	ND	ND
TCP	1	ND	ND
Tify	2	ND	ND
Trihelix	2	ND	ND
WRKY	6	1	ND
**TRANSCRIPTIONAL REGULATORS**			
ARID	1	ND	ND
GNAT	1	ND	ND
Orphans	7	ND	31
Pseudo ARR-B	ND	ND	6
TRAF	ND	ND	1
**KINASES**			
Calcium dependent protein kinase	1		
Domain of unknown function 26 (DUF26) kinase	1		
Legume lectin domain kinase	1		
Leucine rich repeat kinase I	1		
Leucine rich repeat kinase XI & XII	1		
Other protein kinase	3		
SNF1-related protein kinase (SnRK)	7		
Unknown function kinase	1		

*ND, not detected*.

The core-cold inducible subset consisted of well-known positive regulators of cold stress pathway like *CBF*s, AP2-EREB, constans-like 1, *DREB2-2*, and members of Myb TF family whereas late stage cold-inducible subset included *HSFA6b* and AP2-EREB members. 

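Of 17 transcripts named CBF or DREB (10 unigenes), the activators of cold-regulated genes, 7 rose at 6 h and 7 at 12 h and none fell, with the same counts when adjusted over the list alone (limma). With read class as a term 3 rose at 12 h. A CBF-like transcript (c49245_g1_i1) was listed at 0 in 5 of 6 controls and at 0.09 FPKM in the other. It rose by 1.70 at 6 h (SE 0.26, adjusted p = 2.85e-04) and 2.00 at 12 h (SE 0.26, adjusted p = 8.01e-05). DREB2-2 (c71883_g1_i1) went from 1.93 to 44.3 FPKM at 15 DAP after 6 h and was at 14.1 after 12 h. Its log2 change was 3.89 at 6 h (SE 0.30, adjusted p = 8.31e-07), 1.87 at 12 h (SE 0.30, adjusted p = 5.68e-04) and -2.02 from 6 h to 12 h (adjusted p = 0.0012). DREB2-19 (c38050_g2_i1) rose by 2.52 at 6 h (SE 0.24, adjusted p = 5.46e-06) and by 1.24 at 12 h (SE 0.24, adjusted p = 0.00211), the latter not passing with read class as a term, at a change of 1.29 and a wider spread (SE 0.40, adjusted p = 0.0632). CONSTANS-LIKE 1 (c60939_g1_i1), a B-box protein of light signalling, was at 0.46 FPKM in 25 DAP control, 6.86 after 6 h and 24.3 after 12 h. Its log2 change was 2.08 (SE 0.23, adjusted p = 1.95e-05) at 6 h and 3.10 (SE 0.23, adjusted p = 7.25e-07) at 12 h.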

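The heat shock factor HSFA6B (c63500_g2_i1) rose at 6 h by 1.13 on the log2 scale over the 6 stages (SE 0.15, adjusted p = 1.32e-04), from 0.15 to 2.32 FPKM at 25 DAP and from 0.32 to 2.13 at 10 DAP. The change at 5 DAP was 0.27, against 1.15 to 1.53 at the other stages. At 12 h it was -0.04 from control (SE 0.15, adjusted p = 0.899). With durations averaged it passed over late stages (0.68, SE 0.19, adjusted p = 0.0337) and not over early stages (0.40, SE 0.19, adjusted p = 0.187), and the difference between them was 0.28 (adjusted p = 0.976, limma).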

Transcription factors were maximally represented in early stages of silique development. Members of WRKY family have been implicated in abiotic as well as biotic stress (Kayum et al., 2015). *WRKY23* and *WRKY46* were expressed under cold stress in early stages of silique development. 

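WRKY23 (c62723_g1_i4) rose at 6 h over the 6 stages by 1.00 on the log2 scale (SE 0.17, adjusted p = 8.86e-04, limma), from 1.21 to 4.33 FPKM at 5 DAP and from 0.29 to 3.28 at 30 DAP. At 12 h it was 0.33 above control (adjusted p = 0.219), and over early stages with durations averaged it rose by 0.73 (SE 0.22, adjusted p = 0.0404). WRKY46 (c61314_g1_i1), a defence and stress regulator, was at 1.65 FPKM in 5 DAP control, 4.22 after 6 h and 6.88 after 12 h. Over stages its log2 change was 0.34 at 6 h (SE 0.30, adjusted p = 0.509) and 1.02 at 12 h (SE 0.30, adjusted p = 0.0285), and over early stages 0.93 (SE 0.34, adjusted p = 0.0855). The 12 h call of WRKY46 is lost without 5, 15, 20 or 30 DAP, at changes of 0.91, 0.87, 0.92 and 1.04 (SE 0.36, 0.34, 0.32 and 0.36, adjusted p = 0.114, 0.11, 0.0734 and 0.0737). It is lost also with only 5 to 20 DAP, chosen after seeing the data (1.14, SE 0.40, adjusted p = 0.0963), without the stage block (1.02, SE 0.38, adjusted p = 0.115) and with read class as a term (1.00, SE 0.50, adjusted p = 0.266). The change was thus about as large in each of these settings, and passed in none of them.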

SPL family of TFs is a functionally diverse set of proteins and is known to be involved in regulating plant growth and development (Preston and Hileman, 2013). In early stages of development, *SPL13* was found to be cold-inducible. Similarly, zeaxanthin epoxidase the first enzyme in ABA synthesis pathway (Schwartz et al., 1997) was inducible by cold stress in the early stages of siliques development. 

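SPL13 (c58315_g1_i2), a SQUAMOSA promoter binding protein-like factor, was at 1.17 FPKM in 5 DAP control, 1.28 after 6 h and 4.61 after 12 h, and at 0.19, 0.55 and 1.19 at 15 DAP. At 10 DAP its values were 0.86, 0.94 and 0.63. Over the 6 stages the log2 difference was 0.10 at 6 h (SE 0.20, adjusted p = 0.793) and 0.36 at 12 h (SE 0.20, adjusted p = 0.241), and over early stages 0.43 (SE 0.24, adjusted p = 0.282), which did not pass (limma). Of 14 transcripts with an SBP domain, 3 rose and 3 fell at 6 h, and 3 fell at 12 h (4 and 3, then 4 lower, when adjusted over the list alone). At these low levels the log2(FPKM + 1) scale understates the change.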

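Zeaxanthin epoxidase (c70627_g1_i3) went from 18.0 FPKM in control to 123.3 after 6 h and 87.8 after 12 h at 5 DAP. Over early stages it rose by 2.58 on the log2 scale (SE 0.23, adjusted p = 2.71e-05) and over late stages by 1.74 (SE 0.23, adjusted p = 4.84e-04). The difference between late and early stages was -0.84 (adjusted p = 0.798, limma). An ABI5-like transcript (c67939_g5_i4), of the bZIP factors of abscisic acid signalling, fell by 0.91 at 6 h (SE 0.11, adjusted p = 3.32e-05) and by 1.00 at 12 h (SE 0.11, adjusted p = 1.53e-05). Its 6 h call is lost without the stage block, at the same change and an SE of 0.31 (adjusted p = 0.0741).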

ABA is a plant hormone well known for its involvement in seed development as well as abiotic stress response (Nakashima and Yamaguchi-Shinozaki, 2013). There is a direct evidence of light regulated expression of *CBF*s in cold stress. Expression of *CBF*s is regulated by circadian-rhythm and depends upon red to far-red ratio of light (Fowler et al., 2005). 

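PIL1 (c65818_g6_i7), a phytochrome-interacting factor, went from 0.50 FPKM in control to 0.77 after 6 h and 4.41 after 12 h at 5 DAP, and from 0.21 to 0.43 and 1.34 at 30 DAP. It rose at 12 h by 1.20 on the log2 scale over the 6 stages (SE 0.16, adjusted p = 1.02e-04), while at 6 h it was 0.30 above control (SE 0.16, adjusted p = 0.229). Clock genes rose together. Of 31 clock transcripts, 31 rose at 6 h and 29 at 12 h (31 and 30 when adjusted over the list alone), from 7 and 6 of 7 unigenes. The morning genes, 13 transcripts of CCA1 and PRR7 or PRR9 type, had a median of 2.52 at 6 h and 2.74 at 12 h. The evening genes, 18 transcripts such as PRR5, had 3.10 and 1.91. Between the durations 15 evening transcripts fell and 6 morning transcripts rose (16 evening lower, and 8 morning higher and 4 lower, when adjusted over the list alone). The 6 morning calls are lost with read class as a term, and 1 remains with a pseudocount of 0.1. PRR5b (c70128_g1_i5) rose by 3.84 at 6 h (SE 0.11, adjusted p = 7.91e-11) and by 1.92 at 12 h (SE 0.11, adjusted p = 1.3e-07), and PRR9 (c64438_g1_i4) by 2.97 (SE 0.17, adjusted p = 4.75e-08) and 2.52 (SE 0.17, adjusted p = 4.18e-07). As clock transcripts follow the hour of the day, and that hour is not given for control or treated siliques, harvest time and cold cannot be told apart for them. The same limit holds for any other transcript that follows the hour. The paper describes CBF genes, COR27 and COL1 as under the circadian clock. The plot of clock genes by stage shows both groups.

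**Figure D3:**
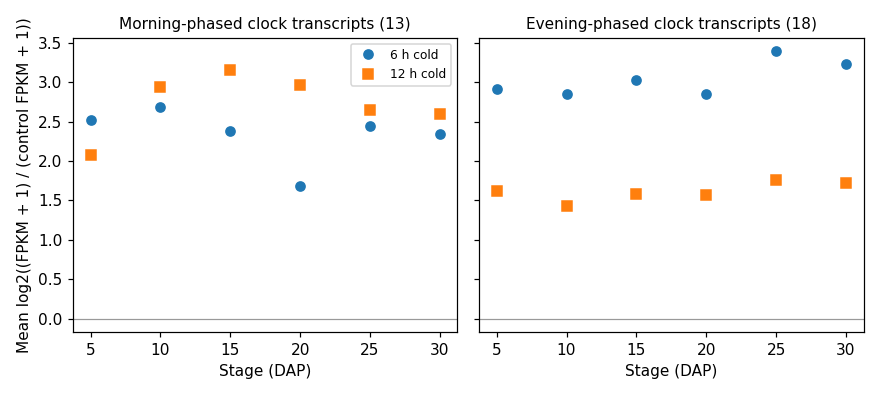
Mean log2 change against the control of the same stage for 13 morning and 18 evening clock transcripts, at each stage in days after pollination, after 6 h and after 12 h at 4 °C. The evening group lies lower at 12 h than at 6 h, with medians over transcripts of 1.91 and 3.10.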

In our data sets, it was found that phytochrome interacting transcription factor was inducible by cold stress during early developmental stages whereas circadian-rhythm regulating factor was up-regulated in core-cold inducible datasets.

#### Transcriptional regulators (TRs)

Transcriptional regulators are group of proteins, which interact with other proteins and affect transcription of genes. We were able to identify five families of cold-inducible TRs in developing siliques. Two families each were detected exclusively in early and core group of transcripts. 

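Regulators with a CCT domain, the part shared by CONSTANS-like and pseudo-response regulator proteins, were counted in 39 transcripts of the table (16 unigenes). At 6 h 27 rose and 5 fell, and at 12 h 24 rose and 3 fell (limma; 27 and 5, then 24 and 5, when adjusted over the list alone). Of these, 25 (7 unigenes) are in the core subset, 1 in the early and 0 in the late subset. Of 35 response regulator transcripts, 8 rose and 1 fell at 6 h and 8 rose and 4 fell at 12 h, the same when adjusted over the list alone, and 8 from 2 unigenes are in the core subset.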

None of the cold-inducible TR members were detected exclusively during late stages of silique development (Table 3). 

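B-box and CONSTANS-like proteins, zinc finger regulators of light responses, made up 54 transcripts of the table (36 unigenes). At 6 h 40 rose and 8 fell, and at 12 h 32 rose and 6 fell (limma; 41 and 9, then 34 and 8, when adjusted over the list alone). The core subset holds 22 of them (12 unigenes), the early subset 10 and the late subset 1; the study chose these subsets on the same libraries, which is not independent evidence of their direction. CONSTANS-LIKE 10 (c62344_g2_i1) went from 1.45 to 14.9 FPKM after 6 h and to 2.28 after 12 h at 5 DAP, with a log2 change of 2.80 at 6 h (SE 0.14, adjusted p = 8.5e-09) and 0.40 at 12 h (SE 0.14, adjusted p = 0.0508). The 12 h value passes without 10 DAP (0.53, adjusted p = 0.0142) and without the 5 DAP 6 h library, a choice made after seeing the data (adjusted p = 0.0361). B-box domain protein 28 (c65269_g2_i3) rose by 2.70 at 12 h (SE 0.18, adjusted p = 3.72e-07).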

Members belonging to Orphan TRs, were abundantly represented in the core group of cold-inducible transcripts.

#### Kinases

Kinases play an important role in signal transduction by relaying the signal through protein phosphorylation. 

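Of 190 transcripts with a protein kinase domain (121 unigenes), 32 rose and 19 fell at 6 h and 17 rose and 19 fell at 12 h (limma; 35 and 22, then 16 and 19, when adjusted over the list alone). With isoforms summed, 18 unigenes rose and 12 fell at 6 h, and with read class as a term 9 transcripts rose and 8 fell at 12 h. The early subset holds 11 kinase transcripts from 7 unigenes, and the core and late subsets hold 0. The study chose the subsets on these libraries, so this is not independent evidence of their direction. With durations averaged, 26 of the 190 rose and 11 fell over early stages, and 20 rose and 15 fell over late stages. In the test of late minus early stages 0 passed (10 at an unadjusted p under 0.05, limma). Between the durations, 6 kinase transcripts were higher and 16 lower at 12 h than at 6 h (7 and 16 when adjusted over the list alone).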

In our dataset, cold-inducible kinases were found only during the early phases of silique development. None of the kinases were up-regulated by cold stress either in later stages of development or were part of the core-cold inducible subsets. Families of kinases that are up-regulated by cold stress in the early development are presented in Table 3. A total of 16 transcripts encoding for kinases were identified out of which 7 belonged to the SNF1-related protein kinases.

### Expression profiling of differentially regulated transcripts by quantitative PCR (qPCR)

Nine transcripts representing all the three subsets (cold-inducible at early stage, core-cold inducible, and cold-inducible at late stage) were selected for validation of digital expression profile. Total RNA extracted from *B. juncea* siliques (5 DAP-30 DAP) that were subjected to 6 h and 12 h of cold stress, was used for quantification of the relative expression by qPCR. The heat map of relative expression for the 9 transcripts is depicted in Figure 5B and the corresponding bar graphs are given in Supplementary Figures 8–10. 

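The RNA-seq values of the transcripts selected for qPCR were as follows. COR27 (c64594_g1_i1), a cold-regulated protein, went from 1.89 to 35.9 FPKM after 6 h and to 8.85 after 12 h at 5 DAP, and rose over stages by 3.74 on the log2 scale at 6 h (SE 0.23, adjusted p = 7.1e-08) and 2.22 at 12 h (SE 0.23, adjusted p = 1.07e-05). At 30 DAP its control was at 7.92 FPKM and its 6 h change was 2.51, against 3.67 to 4.20 elsewhere. ERD7 (c66527_g1_i2), an early-responsive to dehydration protein, rose by 3.07 (SE 0.23, adjusted p = 5.33e-07) and 3.20 (SE 0.23, adjusted p = 5.42e-07), its 25 DAP 12 h change being 1.96 against 3.12 to 3.71 elsewhere. The nodulin MtN3 transcript (SWEET13, c64943_g1_i1), a sugar transporter, went from 1.08 to 3.44 and 19.5 FPKM at 5 DAP and rose by 1.36 at 6 h (SE 0.29, adjusted p = 0.00415) and 1.60 at 12 h (SE 0.29, adjusted p = 0.00141). Without the stage block its 6 h call is lost at the same change (SE 0.46, adjusted p = 0.0723), and with read class as a term its 12 h call is (0.96, SE 0.42, adjusted p = 0.202). β-Amyrin synthase (c64940_g1_i1), of triterpene synthesis, went from 3.82 to 13.1 and 23.2 FPKM at 5 DAP and from 0.77 to 0.75 and 1.12 at 25 DAP.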

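Over early stages β-amyrin synthase (c64940_g1_i1) rose by 1.32 (SE 0.23, adjusted p = 0.00249), over late stages it was 0.35 above control (adjusted p = 0.43), and the difference was -0.96 (adjusted p = 0.755, limma). Its 6 h call over all stages (0.71, SE 0.23, adjusted p = 0.0447) is lost without 5, 10, 15, 20 or 30 DAP, at changes of 0.54, 0.56, 0.73, 0.77 and 0.80 (SE 0.18, 0.26, 0.28, 0.27 and 0.27, adjusted p = 0.0616, 0.197, 0.105, 0.0744 and 0.0601). So it is without the 5 DAP 6 h library, chosen after seeing the data (0.67, SE 0.26, adjusted p = 0.0953), under median-ratio scaling (0.64, SE 0.24, adjusted p = 0.0804) and without the stage block (0.71, SE 0.61, adjusted p = 0.783). Its 12 h change of 0.96 does not pass without the stage block (SE 0.61, adjusted p = 0.513) or with read class as a term (0.62, SE 0.36, adjusted p = 0.36). The ORG3-like transcript (c57701_g1_i2), named so in the paper's primer list, went from 1.63 to 3.10 FPKM after 6 h at 5 DAP, from 1.15 to 22.6 at 10 DAP and from 1.22 to 7.35 at 20 DAP. It did not pass at 6 h (1.10, SE 0.40, adjusted p = 0.0718) or 12 h (0.26, SE 0.40, adjusted p = 0.74), and passed at 6 h with a pseudocount of 0.1 (adjusted p = 0.0409). The qPCR values themselves were not analysed here.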

The expression pattern obtained by qPCR was in concordance with the expression pattern inferred by the RNA-seq data as shown by high Pearson correlation coefficient of 0.8 (Figure 5C). Three of the transcripts exclusive to early stages include β-amyrin synthase, ORG3-like transcription factor, and Nodulin MtN3 (*SWEET13*). The expression of Nodulin MtN3 (*SWEET13*) was up-regulated by cold stress in both 5 and 15 DAP of silique development, whereas β-amyrin synthase was inducible in 5, 10, and 15 DAP. ORG3-like transcription factor was inducible in cold stress subjected 5 DAP. These transcripts were not inducible or had a reduced expression in response to cold stress during the late stages (20, 25, and 30 DAP) of silique development. The cold-induced expression of Oxophytodienoate reductase 3 and WRKY transcription factor 48 (genes whose digital expression were high only in the late stages) was found in early stages also, however, their induction levels at 30 DAP were much higher than early stages. 

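In the RNA-seq values, oxophytodienoate reductase 3 (c66940_g1_i1 by the paper's primer list), an enzyme of jasmonate synthesis, went from 10.7 to 81.8 FPKM after 6 h at 30 DAP, from 13.1 to 55.7 at 10 DAP and from 8.49 to 60.7 at 15 DAP. It rose at 6 h by 1.89 on the log2 scale (SE 0.30, adjusted p = 4.14e-04) and was 0.59 above control at 12 h (SE 0.30, adjusted p = 0.201). With durations averaged it passed over early stages (1.31, SE 0.40, adjusted p = 0.0414) and not over late stages (1.17, SE 0.40, adjusted p = 0.0799), with a difference of -0.14 (adjusted p = 0.983). WRKY48 (c69010_g2_i2) went from 3.86 to 48.9 and 43.7 FPKM at 30 DAP, from 4.76 to 18.1 and 29.5 at 5 DAP and from 5.63 to 40.3 and 16.0 at 10 DAP. At 25 DAP it was at 15.0 in control, 13.0 after 6 h and 19.5 after 12 h. It rose by 1.66 at 6 h (SE 0.38, adjusted p = 0.00535) and 1.84 at 12 h (SE 0.38, adjusted p = 0.00286). The early-stage rise was 1.92 (SE 0.48, adjusted p = 0.0178), the late-stage value 1.58 (SE 0.48, adjusted p = 0.0538) and their difference -0.33 (adjusted p = 0.976, limma). The 12 h call of WRKY48 is lost with read class as a term, at a change of 1.81 and a wider spread (SE 0.62, adjusted p = 0.0923).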

Four core cold-inducible transcripts (*COR27, COR14*, putative β-amylase, and early response to dehydration) were found to exhibit high expression at all the stages of silique development in response to cold stress.

An additional set of seven transcripts, comprising known cold signaling pathway genes, were selected for expression analysis by qPCR. The heat map of relative expression profiles of the transcripts are depicted in Figure 6A and the bar graph of these genes are given in Supplementary Figure 11. *CBF1* and *COR47* were found to be inducible at all stages of silique development under cold stress, whereas *SnRK2.6* and *CAMTA3* were inducible at specific stages of silique development. The expression profiles of *ICE1* and *ICE2* were largely similar, and were induced after cold stress at 5 DAP and 30 DAP. However, increase in transcript level of *ICE2* was also observed in 15 and 25 DAP after cold stress. We failed to observe any significant increase in the expression of *SIZ1* in any of the developing stage on exposure to 6 h and 12 h of cold stress. The expression pattern obtained by qPCR was in agreement with the expression pattern inferred by the RNA-seq data. 

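Of the 7 signalling transcripts, CBF1 and COR47 are in the expression table, and ICE1, ICE2, CAMTA3, SIZ1 and SnRK2.6 were not analysed here. CBF1 (c106397_g1_i1, whose best hit is DREB1B) was listed at 0 in the 5 and 30 DAP controls. It was at 3.93 FPKM after 6 h at 5 DAP, at 8.43 after 6 h and 7.56 after 12 h at 15 DAP, and at 3.92 and 4.66 at 30 DAP. At 25 DAP its control was at 1.46, and the 6 h and 12 h libraries at 6.33 and 0.69. Over stages it rose by 2.26 on the log2 scale at 6 h (SE 0.31, adjusted p = 1.35e-04) and by 1.44 at 12 h (SE 0.31, adjusted p = 0.0044, limma), and the 12 h call is lost with read class as a term (1.14, SE 0.50, adjusted p = 0.198). COR47 (c56112_g1_i1) at 15 DAP had 219.7 FPKM in control, 1474 after 6 h and 2552 after 12 h, and at 25 DAP 126.3, 444.8 and 527.4.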

Pearson correlation coefficient (R) was 0.75 (Figure 6B).

**Figure 6:**
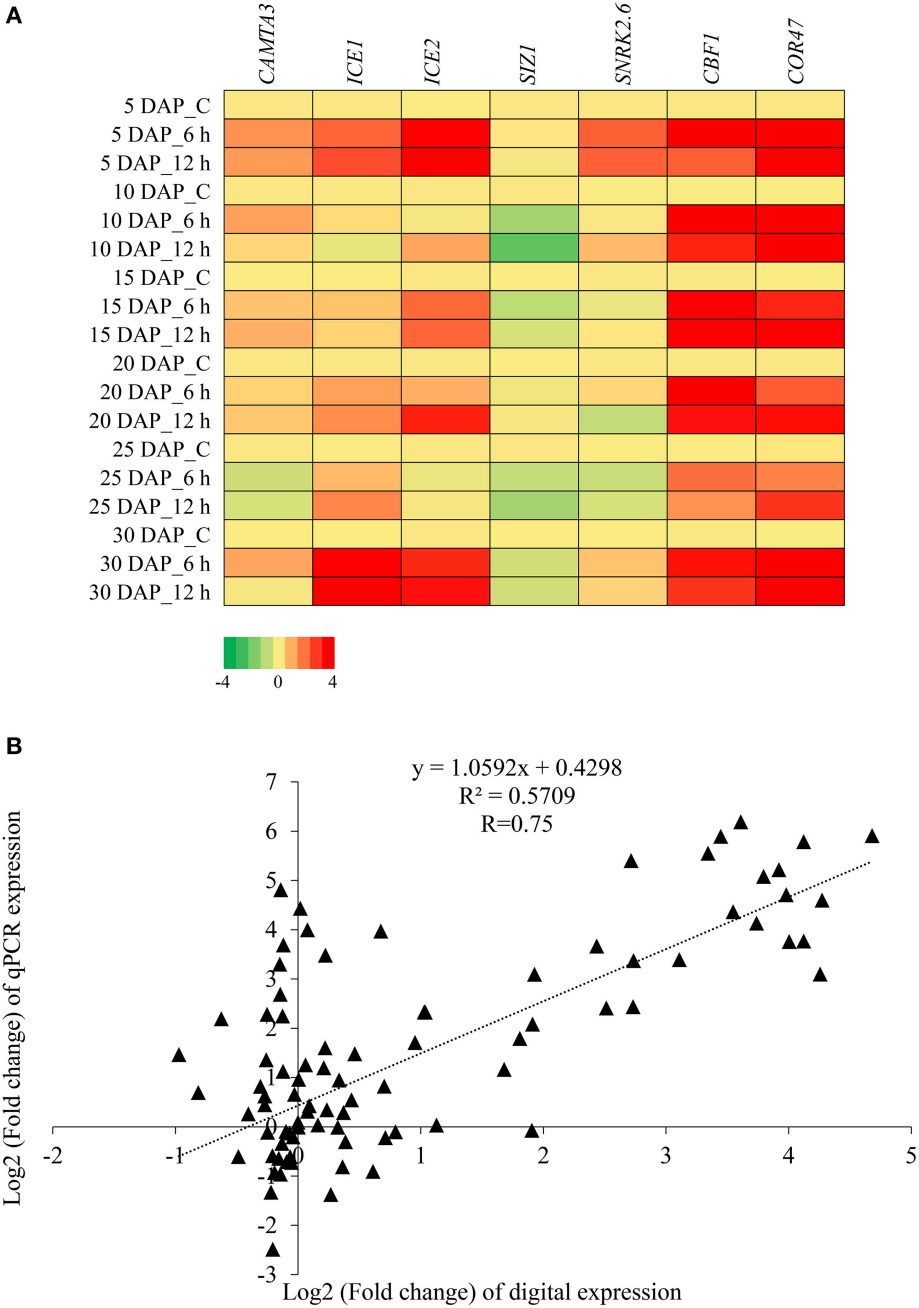
**Expression profiling of ***B. juncea*** transcripts homologous to cold-stress signaling pathway components. (A)** Heat map showing relative abundance of genes belonging to cold signaling pathway as determined by qPCR. **(B)** Scatter plot showing correlation between digital and qPCR expression profile. Pearson correlation coefficient (R) was calculated between log2 fold change values of qPCR and digital expression.

## Discussion

The sowing period of mustard in India ranges from mid-October to first week of November (Shekhawat et al., 2012) and pod filling occurs at approximately 75–80 days after sowing (http://www.nuziveeduseeds.com/mustard-how-to-grow/). The minimum mean temperature during the pod filling stages ranges from 10 to 14°C (http://www.imd.gov.in/doc/Winter2010.pdf). As the early pod filling stages are sensitive to frost injury, it is important to understand the molecular response of developing siliques to low temperatures so that the gathered knowledge could be used for generating frost resilient *B. juncea* plants. To fully comprehend cold stress-mediated transcriptional response chilling stress was imposed to manually self-pollinated *B. juncea* siliques followed by RNA-seq. In several previous studies only vegetative parts of plants were exposed to cold stress and although it is likely that cold stress during the vegetative phase of plant growth affects the reproductive phases, we imposed cold stress to the developing siliques of *B. juncea* as cold and frost stress largely affects post-fertilization stages. Our study allowed us to focus on identification of specific changes in gene expression in post-fertilization stages, which define the yield under stress conditions. Nonetheless, it would be worthwhile to identify genes that impact developmental programming in plants exposed to cold stress during the vegetative phase. In the present study excised self-pollinated branches of field-grown mustard plants were subjected to low temperature in a cold chamber. To normalize the wounding response, self-pollinated branches were excised and placed in a beaker containing water under field conditions and this tissue was used as control. Cold stress was imposed for either 6 h or 12 h to identify gene expression changes in transcription factors and kinases, which are normally induced early as well as their downstream target genes that are up-regulated after a longer period of stress. With the help of transcriptome sequencing we were able to identify subsets of cold responsive genes that are expressed in early and/or late stages of silique development. As reference genome for mapping the sequencing reads was not available, paired-end sequencing was performed to obtain an improved de *novo* assembly. In addition to the sequencing length, it is important that libraries should be sequenced with adequate depth so as to capture low abundance transcripts. As per the estimates published in a recent report, sequencing of >200 million paired-end reads can optimally discover rare transcripts and their isoforms in human genome (Sims et al., 2014). In the current study, approximately 700 million purity-filtered reads were generated, collectively from all the libraries in *B. juncea* (whose genome size is estimated to be one third of the human genome), and we believe that this depth is sufficient for discovering even the rare isoforms. Assembly, of transcripts was performed using trinity assembler, which resulted in 133,641 transcripts and composed 117 Mb of sequences.

Approximately 13,000 differentially regulated transcripts were identified by pair-wise comparison of all the 18 samples. Based on the expression profile of DETs, two distinct clades were observed- one comprising of 5, 10, and 15 DAP samples and another of 20, 25, and 30 DAP samples. Because of the clustering pattern, we categorized gene expression changes according to the early and late phases of silique development. It was also observed that cold stress subjected samples (i.e., 6 h and 12 h) clustered together and were distinct from control samples. We identified multiple transcripts that were regulated by cold stress. Notably genes that code for proteins like dehydrin, *DREB1B*, early response to dehydration, low-temperature induced (Lti), glycine rich RNA binding protein, calcineurin B-like (CBLs), CBL-interacting protein kinases (CIPKs) etc. were up-regulated by low temperature stress. In several studies these proteins were shown to be involved in cellular response to cold stress (Gilmour et al., 1998; Fowler and Thomashow, 2002; Maruyama et al., 2004).

To identify the core components of cold stress signaling in developing siliques, we compared the transcripts that are cold-inducible of the early stages (5, 10, and 15 DAP) with those of late stages (20, 25, and 30 DAP). A total of 1072 transcripts were inducible by cold stress out of which 283 transcripts were detected from both early and late stages of silique development. This subset was therefore considered as the core group of cold-inducible transcripts. In addition, 689 transcripts and 100 transcripts were induced specifically in early and late stages of silique development respectively. These transcripts were therefore categorized as either early or late components of the cellular response to cold stress in developing siliques of *B. juncea*. To gain a better understanding about the role of these genes, we annotated them on the basis of their homology and more than 70% of the transcripts were annotated using existing databases. Multiple GO categories whose genes were involved in various abiotic and biotic stresses were highlighted in all the three subsets. Transcripts belonging to GO category “Circadian Rhythm” constituted the second largest number in the core group of transcripts. It is now well-known that circadian rhythmicity and cold stress mediated gene expression are interconnected (Espinoza et al., 2008; Dong et al., 2011; James et al., 2012; Maibam et al., 2013). Our results also show that transcripts belonging to circadian rhythmicity are cold-inducible throughout the silique development phases. Additionally, some of the transcripts of circadian rhythmicity were inducible by cold specifically in the later phases of silique development.

Another major GO category whose transcripts were inducible by low temperature was “long-day photoperiodism.” Regulation of cold-inducible genes and freezing tolerance by light quality and duration have been previously reported in *Arabidopsis* (Franklin and Whitelam, 2007; Lee and Thomashow, 2012) and therefore, cold-induction of transcripts involved in photoperiodism is an additional evidence that these processes are intimately linked. A GO category whose transcripts were specifically up-regulated in the later stages of cold stress was “oxidation-reduction” process. One of the harmful effects that cold stress imposes is generation of ROS. Some of the genes that counteract the effects of ROS are cold-inducible (Lee et al., 2002; Zhu et al., 2007; Shi et al., 2014). Though generation of ROS is a function of stress, the enrichment of cold-inducible transcripts involved in oxidation-reduction process only in the later phases (which are exposed to similar cold stress as the early stages) is quite intriguing and requires further investigations.

A total of 120 transcripts belonging to 22 different TF (transcription factor) families were identified from the 1072 cold-induced transcripts. A large number of the TF transcripts (79) were cold-inducible specifically during early stages of silique development. These stages are vulnerable to the low temperature stress and therefore cold induction of kinases in these stages is possibly a mechanism to produce protective proteins by phosphorylation-mediated activation of the upstream TFs. During later stages of embryo development, LEA proteins start accumulating (Battaglia et al., 2008), and provide protection to the cells from ensuing desiccation. The core-cold-inducible subset has 4 members of AP2/EREBP family, which included one *CBF (DREB1)*, two *DREB2* members, and a single ERF. The core group also has 4 and 8 members of C2C2-constans like and C2C2-dof like TF family members, respectively, which are known to play regulatory roles in *Arabidopsis* in response to cold (Mikkelsen and Thomashow, 2009). The major family of TF enriched in core-cold (10 transcripts) as well as early stage cold-inducible (15 transcripts) subset is MYB TF family. The role of MYB genes in regulating genes of cold stress signaling pathway and in governing tolerance to cold stress is well documented (Vannini et al., 2004; Agarwal et al., 2006; Dai et al., 2007). CIRCADIAN CLOCK-ASSOCIATED 1 (CCA1), also belongs to MYB TF family and positively regulates expression of *CBFs* in *Arabidopsis* (Dong et al., 2011). Various transcripts coding for other TFs like NAC and WRKY were also identified from early stage cold-inducible subset. Transcript having homology to *AtHSFA6b* was induced by cold stress in later stages. These results are similar to the unpublished work from our lab where we found that *Arabidopsis HSFA6b* was inducible by low temperature.

Interestingly, it was found that a significant number of transcripts coding for transcriptional regulators (TRs) were inducible by low temperature. Some of the transcripts displayed inducibility in all the stages, whereas others were inducible only in the early stages. None of the TRs were cold-inducible exclusively in the later stages. One of the cold-inducible TR in early stages belonged to the GNAT (Gcn5-related N-acetyltransferase) family. Though it has been shown that CBF1 interacts with GCN5 (Stockinger et al., 2001; Mao et al., 2006), a direct role of GCN5 in promoting acetylation at COR promoters was not observed (Pavangadkar et al., 2010). Nonetheless, identification of a highly cold-inducible homolog of GNAT in *B. juncea* indicates that histone acetylation plays a critical role in modulating gene expression during cold stress. Involvement of histone modifications in cold stress is further supported by identification of a cold-inducible transcript of ARID (AT-rich interaction domain) family, members of which function as chromatin remodelers and histone demethylases (Tu et al., 2008; Lu and Tobin, 2011; Lin et al., 2014). Apart from TRs and TFs, multiple families of kinases induced by cold stress specifically during the early stages of embryo development were identified. The largest group of cold-inducible transcripts belonged to SnRK family. Members of SnRK families are involved in plant response to abiotic stresses (Ma et al., 2009; Umezawa et al., 2009; Vlad et al., 2009). Though, SnRK3 family members are routinely linked with abiotic stress response (Kim et al., 2003; Fujii and Zhu, 2009; Fujii et al., 2011), a recent study showed that the SnRK2 family member OST1 kinase phosphorylates ICE1, thereby increasing its stability and freezing tolerance in *A. thaliana* (Ding et al., 2015).

Quantitative PCR was employed to validate the expression pattern congregated from RNA-seq data. Nine transcripts representing all the three stages (cold-inducible at early stage, core-cold inducible and cold-inducible at late stage) were selected for qPCR analysis. The 4 transcripts from core-cold inducible category included *COR27, COR14*, putative β-amylase, and early responsive to dehydration. Similar to the digital expression data, these genes were found to be inducible by cold stress in all the stages of silique development. Mikkelsen and Thomashow (2009) identified *COR27* along with *COL1* to be cold-inducible and as well as regulated by circadian clock. *COR14* is a cold stress regulated gene isolated in barley (Crosatti et al., 1995). Higher levels of *COR14* were observed in cold-tolerant variety during cold acclimation as compared to susceptible variety (Cattivelli et al., 1995). β-amylase hydrolyzes α-1,4 glycosidic linkages of polyglucan chains at the non-reducing end to produce maltose which in turn protects membranes, proteins, and photosynthetic electron transport chain during severe temperature stress (Kaplan and Guy, 2004). Cold stresses and dehydration result in the up-regulation of stress-induced genes such as RD (responsive to dehydration), ERD (early responsive to dehydration), COR (cold regulated), LTI (low-temperature induced), and KIN (cold-inducible). During cold acclimation, *DREB*s bind to the promoter region of the downstream target genes such as *RD29A, ERD10, COR15A, RD17*, and *Kin2*, subsequently resulting in low temperature tolerance (Seki et al., 2002). Enhanced expression of *COR, RD*, and *ERD* have been observed in transgenic *Arabidopsis* plants overexpressing *DREB1A* when exposed to low temperature (Liu et al., 1998; Kasuga et al., 1999). Transcripts selected from “cold-inducible at early stage” subset include Nodulin MtN3 family protein, β-amyrin synthase (bAS), and Transcription factor ORG3-like. Members of nodulin MtN3 family are polytopic membrane proteins having MtN3/saliva domain and some of the members of these family like *AtSWEET15* are cold-inducible, however their functional role in cold stress has not yet been characterized (Seo et al., 2011; Yuan and Wang, 2013). β-amyrin synthase is involved in biosynthesis of the secondary metabolite β-amyrin, which serves as an intermediate in the synthesis of triterpene glycosides associated with plant defense (Kemen et al., 2014). We found that bAS gene is mildly inducible by low temperature stress, which is in agreement with its previously reported stress-inducibility in *Bruguiera gymnorrhiza* and *Glycirrhiza glabra* (Basyuni et al., 2009; Nasrollahi et al., 2014).

Oxophytodienoate-reductase 3 and WRKY transcription factor 48 were shortlisted from “cold-inducible at late stage” subset. Oxophytodienoate-reductase 3 catalyzes reduction of double bonds in unsaturated aldehyde and ketone leading to production of jasmonic acid, which is involved in combating various abiotic and biotic stresses (Creelman and Mullet, 1995; Schaller et al., 2000). WRKY transcription factors are involved in plant responses to various biotic and abiotic stresses (Chen et al., 2012b). Specific members of *Arabidopsis WRKY* TF family are regulated during early stages of cold stress (Bakshi and Oelmuller, 2014). Several WRKY family genes were found to be responsive to cold stress in soyabean, *Vitis vinifera*, and barley (Marè et al., 2004; Zhou et al., 2008; Wang et al., 2014).

Attempts were made to study the expression of known cold signaling pathway genes. Primers, corresponding to sequences of *CBF1, CAMTA3, SIZ1, ICE1, ICE2, SnRK2.6*, and *COR47* were designed and expression of the above genes in cold stress subjected *B. juncea* siliques was quantified using real time PCR. *CBF*s bind to CRT/DRE cis-elements and induce the expression of downstream cold-regulated genes (Gilmour et al., 1998; Steponkus et al., 1998; Cook et al., 2004). Levels of *B. juncea CBF1* increased on exposure to both 6 h and 12 h of cold stress, however *CBF1* transcripts accumulated to lower levels at 12 h of cold treatment as compared to 6 h in all the development stages. This is in sync with previous reports where early induction of upstream transcription factors was observed after cold stress in *A. thaliana* (Chinnusamy et al., 2010). Targets of *CBF*s include member of Cold Regulated *G*enes (*COR*s). One of the cold-regulated genes, *COR47*, was validated and its transcript was up-regulated at all the stages of silique development after imposition of cold stress. Doherty et al. (2009) showed the dependence of *CBFs* expression on *CAMTA3* as cold-induced accumulation of *CBF*s was substantially reduced in *camta3* lines. *CAMTA3* was identified as a cold-induced gene in our transcriptome datasets, which was subsequently validated by qPCR. Moreover, a direct correlation in the levels of *CAMTA3* and *CBF1* support the previously proposed link between the two genes. At all the stages of silique development, expression of *CAMTA3* was induced by cold stress except at 25 DAP where lower levels with respect to control were observed. Similarly, cold-induced expression of *CBF1* was also considerably low at 25 DAP as compared to other stages. The decrease in *CAMTA3* levels at 25 DAP did not necessarily obliterate cold-inducibility of *CBF1*, thereby indicating that in addition to *CAMTA3* other TFs might also play a role in cold stress mediated regulation of *CBF1*. *ICE1* is the master regulator of cold stress which enhances the expression of *CBF*s and downstream *COR* genes, eventually conferring freezing tolerance (Chinnusamy et al., 2003). *ICE2*, a homolog of *ICE1*, also induces expression of *CBF1/DREB1B* and confers increased freezing tolerance in *Arabidopsis* (Fursova et al., 2009). We observed increased expression of *ICE1* and *ICE2* in *B. juncea* siliques exposed to low temperature stress. *SnRK2.6* also known as open stomata 1 (OST1) is a Ser/Thr protein kinase involved in ABA signaling. Recently, OST1 was shown to phosphorylate *ICE1* to increase its stability. The knockout lines of OST1 were found to be defective in freezing tolerance whereas overexpression lines exhibited enhanced tolerance (Ding et al., 2015). Though OST1 protein was not previously observed to be cold-inducible our results suggests that *SnRK2.6* is up-regulated on exposure to cold stress in *B. juncea* siliques. It will be interesting to study whether SnRK2.6 phosphorylates ICE1 and possibly ICE2 under cold stress in *B. juncea* siliques. Traditionally the genes involved in cold acclimation process have been used to impart both chilling as well as freezing tolerance in plants. With the help of RNA-seq we identified genes that are up-regulated by chilling stress and potentially these genes can be utilized to introduce frost tolerance during pod filling stages in *B. juncea*. In addition to identifying homologs of CBF1-mediated cold stress signaling pathway genes, we also identified genes whose products have not yet been implicated in providing protection against low temperature stress. Further functional studies involving these genes will not only help us in extending our understanding on cold stress signaling but also pave way for designing frost hardy plants.

## Author contributions

MA conceived, designed and supervised the research work. AJ and SK-A participated in regular discussions for designing the wet lab experiments and analysis of the sequencing data. SS and VKR contributed equally to the study. SS performed self-pollination, stress treatment, RNA isolation, prepared RNA-seq libraries, and qPCR based expression analysis. VKR performed high throughput sequencing and analyzed the transcriptome data. SS, VKR, and MA wrote the manuscript. BJ performed the anatomical staging. AJ and SK-A provided critical inputs for data presentation. AJ, SK-A, SG, and AK critically reviewed the manuscript. All authors read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: De novo transcriptome profiling of cold-stressed siliques during pod filling stages in Indian mustard (Brassica juncea L.)
**Source:** Front Plant Sci. 2015 Oct 30;6:932. doi: 10.3389/fpls.2015.00932
**Supplement:** Supplementary file 1

To study the anatomical details of *B. juncea* var. Varuna over various stages of seed development, 20 siliques were harvested at a regular interval of 5 days between 5 to 30 days after pollination. Randomly selected 10 seeds each from 5, 10, 15, 20, 25 and 30 days after pollination were fixed in Karnovsky’s fixative for 24 h at 4^◦^C (Karnovsky, 1965). Fixed material was washed with sodium cacodylate buffer (0.2 M) and stored in the same. For anatomical studies, resin sectioning was performed (Feder and O'brien, 1968), Resin sections (3 to 5 µm thick) were prepared using a rotary microtome (AO Spencer, Model 820, USA) with glass knives. The glass knives were prepared by sing glass knife maker (LKB, USA). The resin embedded sections were stained with toluidine blue ‘O’ (TBO; Sigma) to study the structural details. Toluidine blue ‘O’ was prepared as per protocol described by O'Brien and McCully, 1981.

**Imaging**

The TBO stained sections were viewed under bright field microscope (Primo Star, Carl Zeiss, Germany) equipped with CANON Power shot G-10 camera and all photomicrographs were captured using Axio Vision 4 software. All images were processed and improved for photo plates with the help of Adobe Photoshop CS5 software (Adobe Systems Incorporated. 2010, California) without any manipulations.

**Supplementary Figure:** Longitudinal sections of fertilized ovule showing developmental stages after (A) 5 DAP, (B) 10 DAP, (C) 15 DAP**, (**D) 20 DAP, (E) 25 DAP and (F) 30 DAP in *B. juncea* var. Varuna.

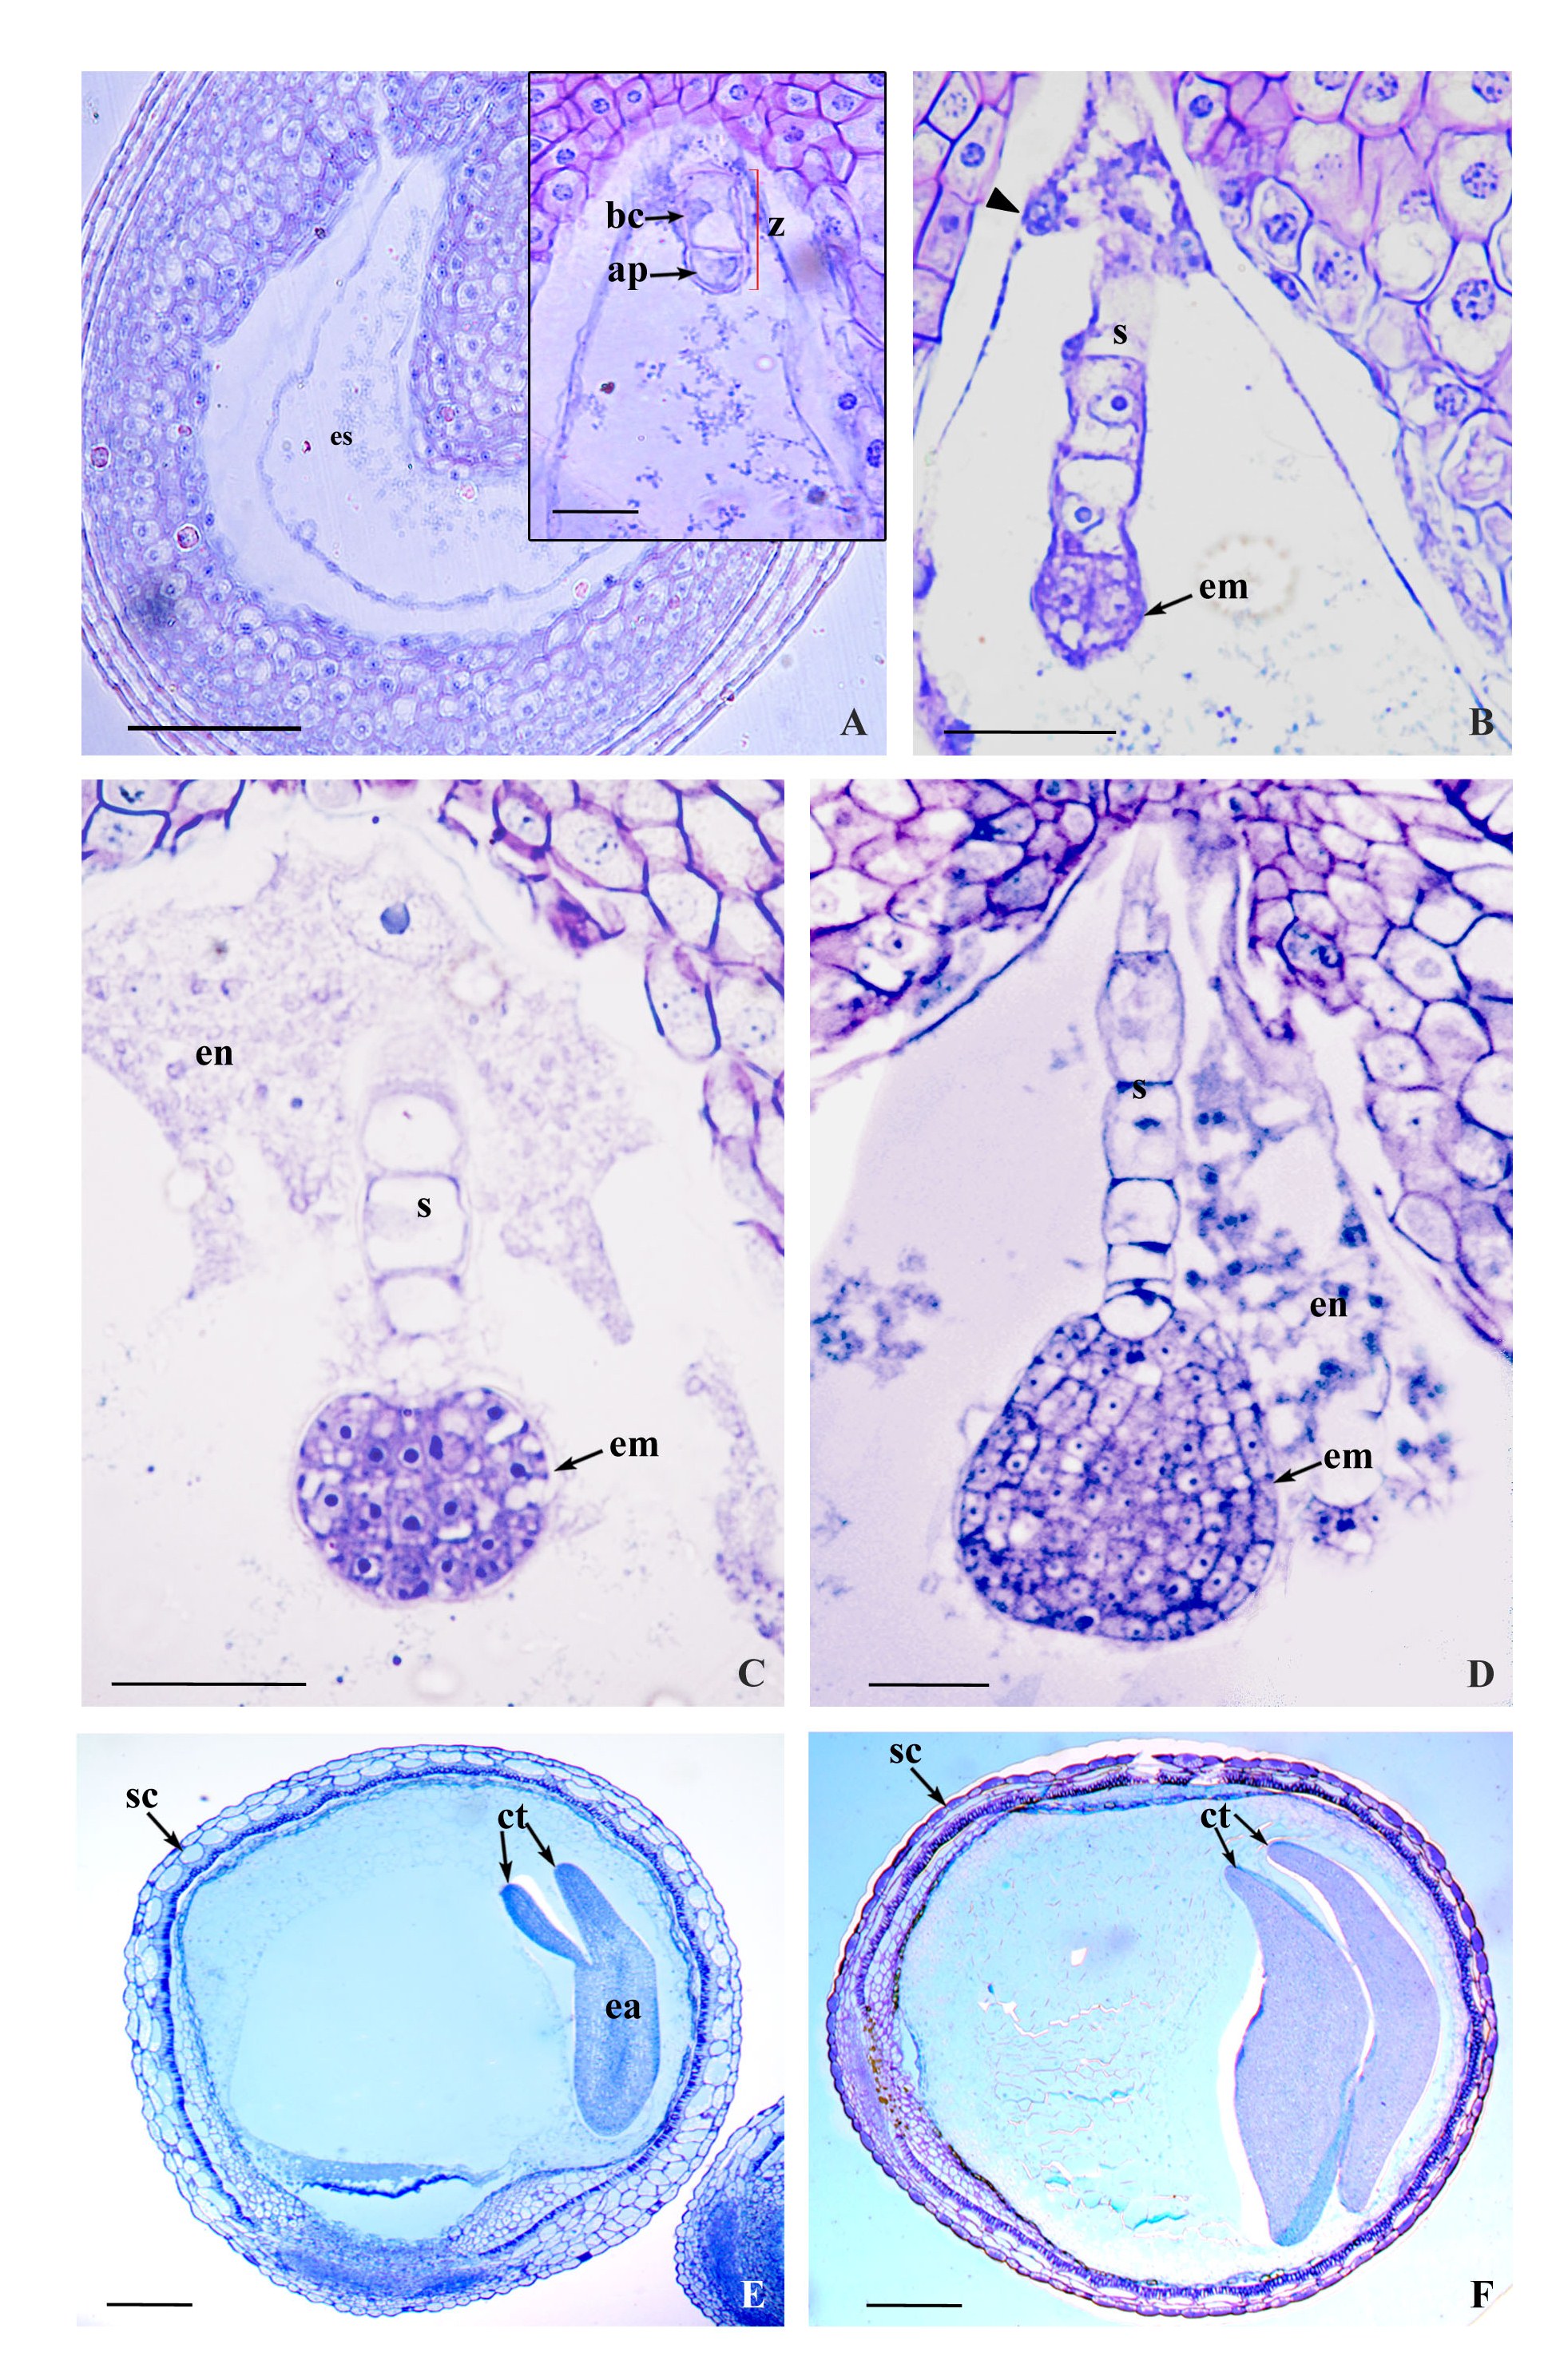

1. LS of ovule showed first division of zygote forming the apical cell and basal cell. Apical cell develops into the embryo, while basal cell forms suspensor to provide nutrition to the developing embryo**.**
2. LS of ovule showed first longitudinal division of embryo. Endosperm nuclei were also observed (marked by black arrow).
3. Globular stage of embryo and some remnants of degrading endosperm.
4. Heart shape embryo.
5. Torpedo stage of embryo.
6. Cotyledonary immature embryo.

**Abbreviations:** es, embryo sac; z, zygote; bc, basal cell; ap, apical cell; s, suspensor; em, embryo; en, endosperm; sc, seed coat; ct, cotyledons; ea, embryonal axis.

**Scale bar:** A=200 µm (inset =50 µm), B-D=50 µm, E=200 µm, F=500 µm

# Supplementary material for: De novo transcriptome profiling of cold-stressed siliques during pod filling stages in Indian mustard (Brassica juncea L.)
**Source:** Front Plant Sci. 2015 Oct 30;6:932. doi: 10.3389/fpls.2015.00932
**Supplement:** Supplementary file 7

Supplementary Material

***De novo* transcriptome profiling of cold-stressed siliques during pod filling stages of Indian mustard (*Brassica juncea* L.)**

Somya Sinha^{1#}, Vivek Kumar Raxwal^{1,2#}, Arun Jagannath¹, Surekha Katiyar-Agarwal³, Shailendra Goel¹, Amar Kumar¹ and Manu Agarwal^{*1}

[#]Authors contributed equally to this work.

1 Supplementary Datasheet

Supplementary Datasheet 1: Procedure for anatomical staging of embryo development in *B. juncea* var. Varuna and the figure of the various stages obtained.

Supplementary Datasheet 2: List of identified transcripts with their respective IDs, length, relative fold change, best BLASTx hit to protein database and gene ontologies.

Supplementary Datasheet 3: List of differentially expressed transcripts with their respective IDs and TMM-normalized FPKM expression values.

Supplementary Datasheet 4: Description of transcripts inducible at early stages of silique development in cold stress

Supplementary Datasheet 5: Description of transcripts inducible at all stages of silique development in cold stress

Supplementary Datasheet 6: Description of transcripts inducible at late stages of silique development in cold stress

2 Supplementary Figures and Tables

1.1 Supplementary Figures

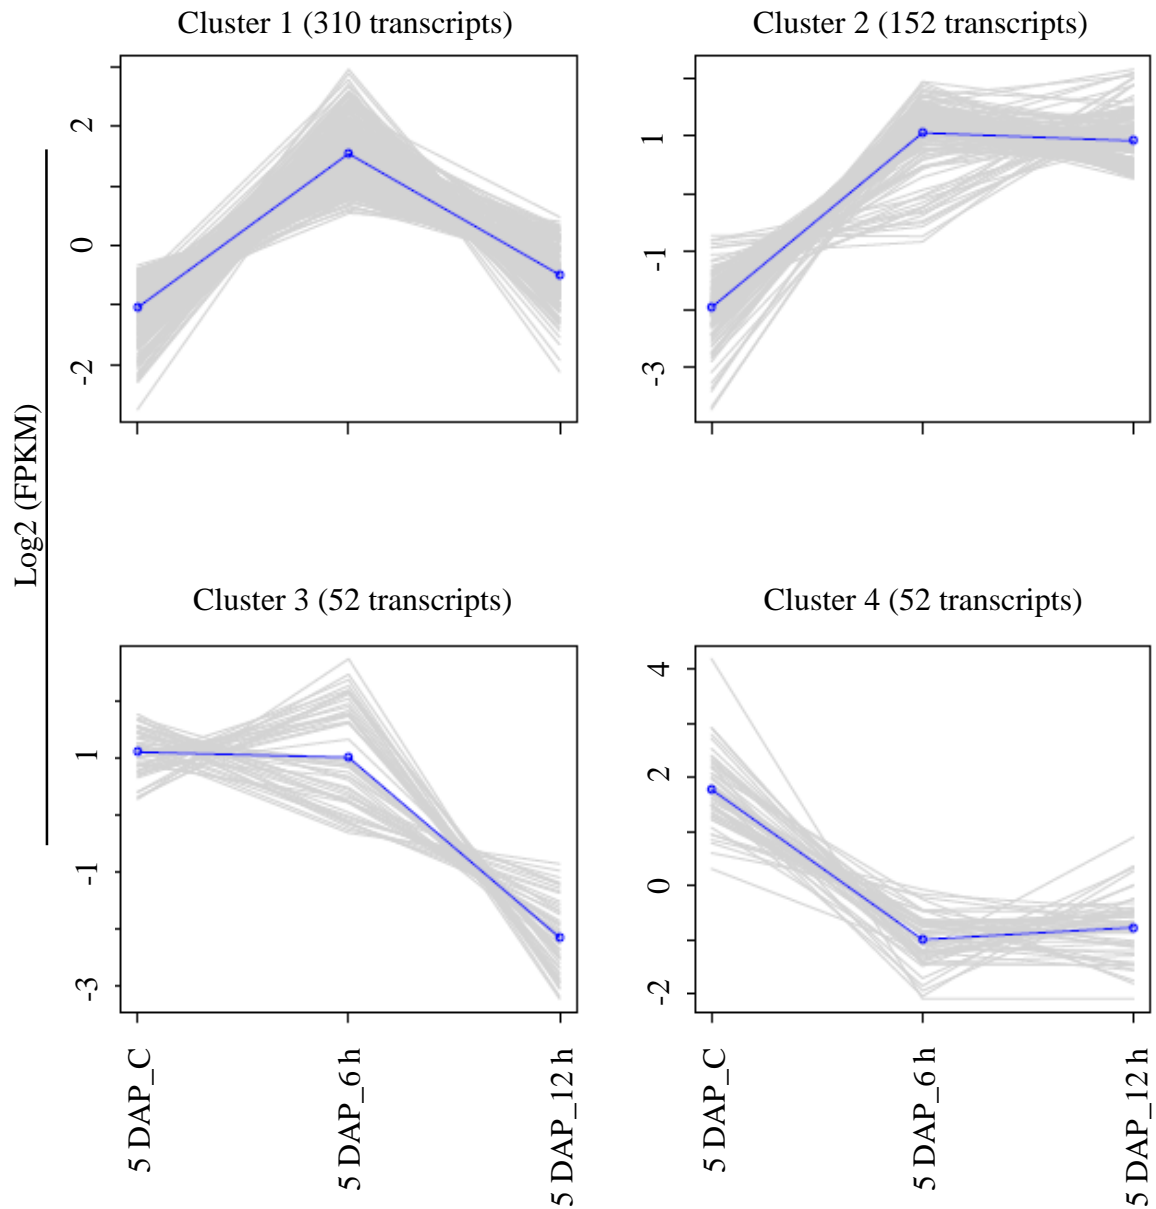

Supplementary Figure 1: Expression profile of transcripts in 5 DAP old *B. juncea* siliques exposed to cold stress. The transcripts showing similar expression profile in samples of 5 DAP (control and cold stress) were grouped into clusters. The average expression of each cluster was plotted in dark blue line whereas grey lines represent expression of individual transcripts.

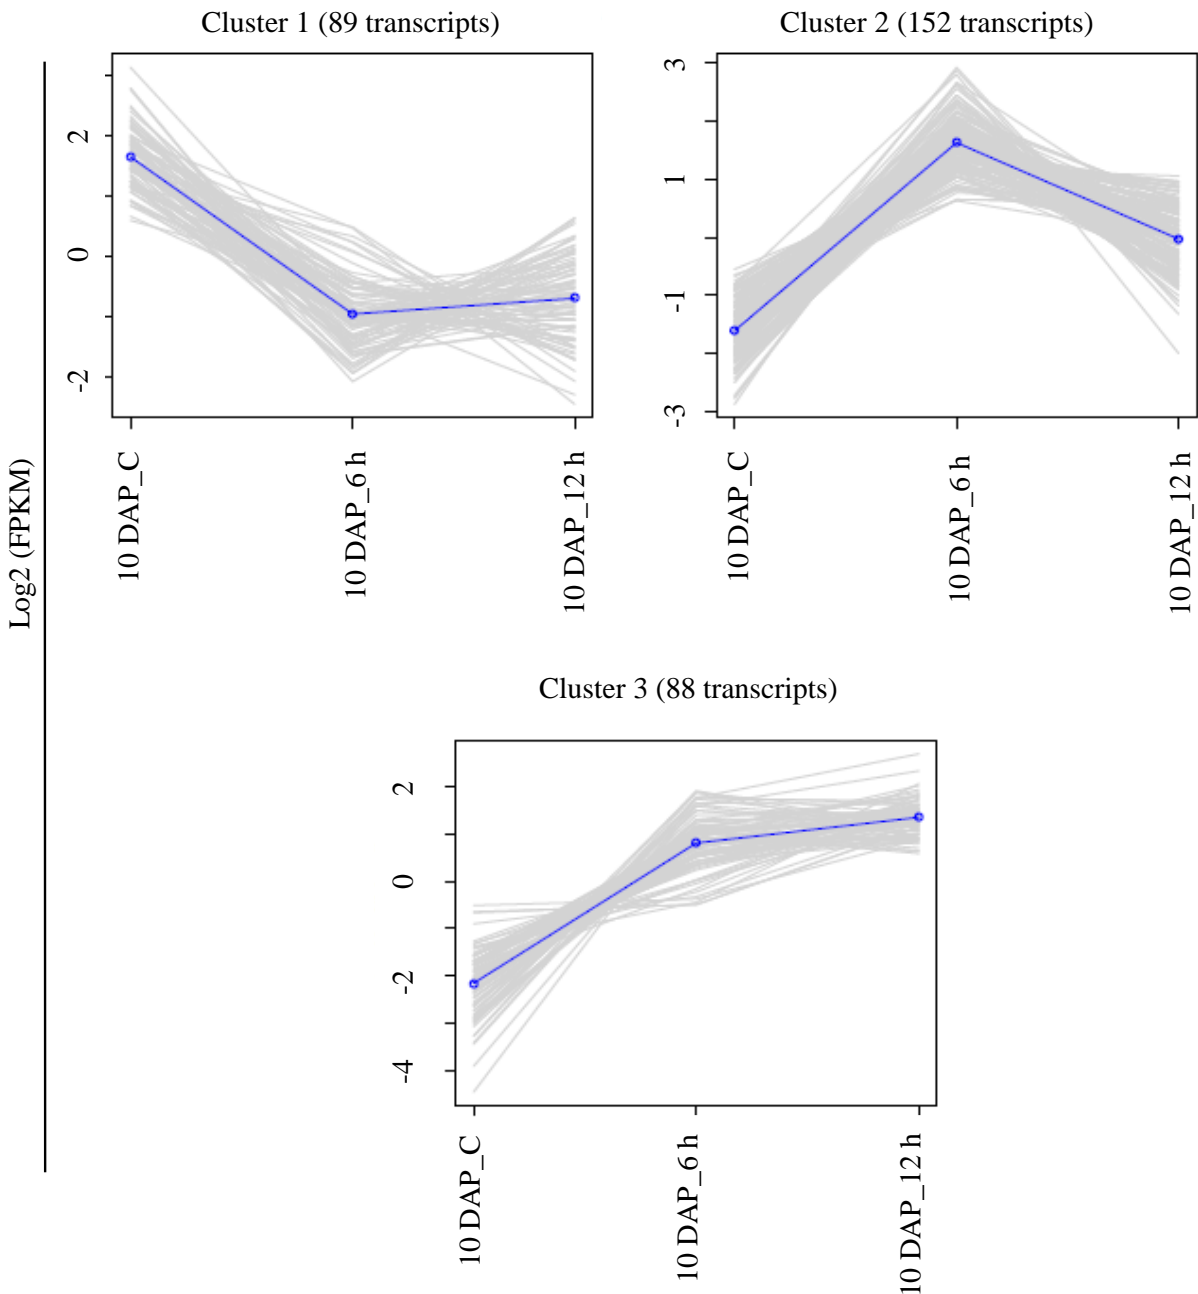

Supplementary Figure 2: Expression profile of transcripts in 10 DAP old *B. juncea* siliques exposed to cold stress. The transcripts showing similar expression profile in samples of 10 DAP (control and cold stress) were grouped into clusters. The average expression of each cluster was plotted in dark blue line whereas grey lines represent expression of individual transcripts.

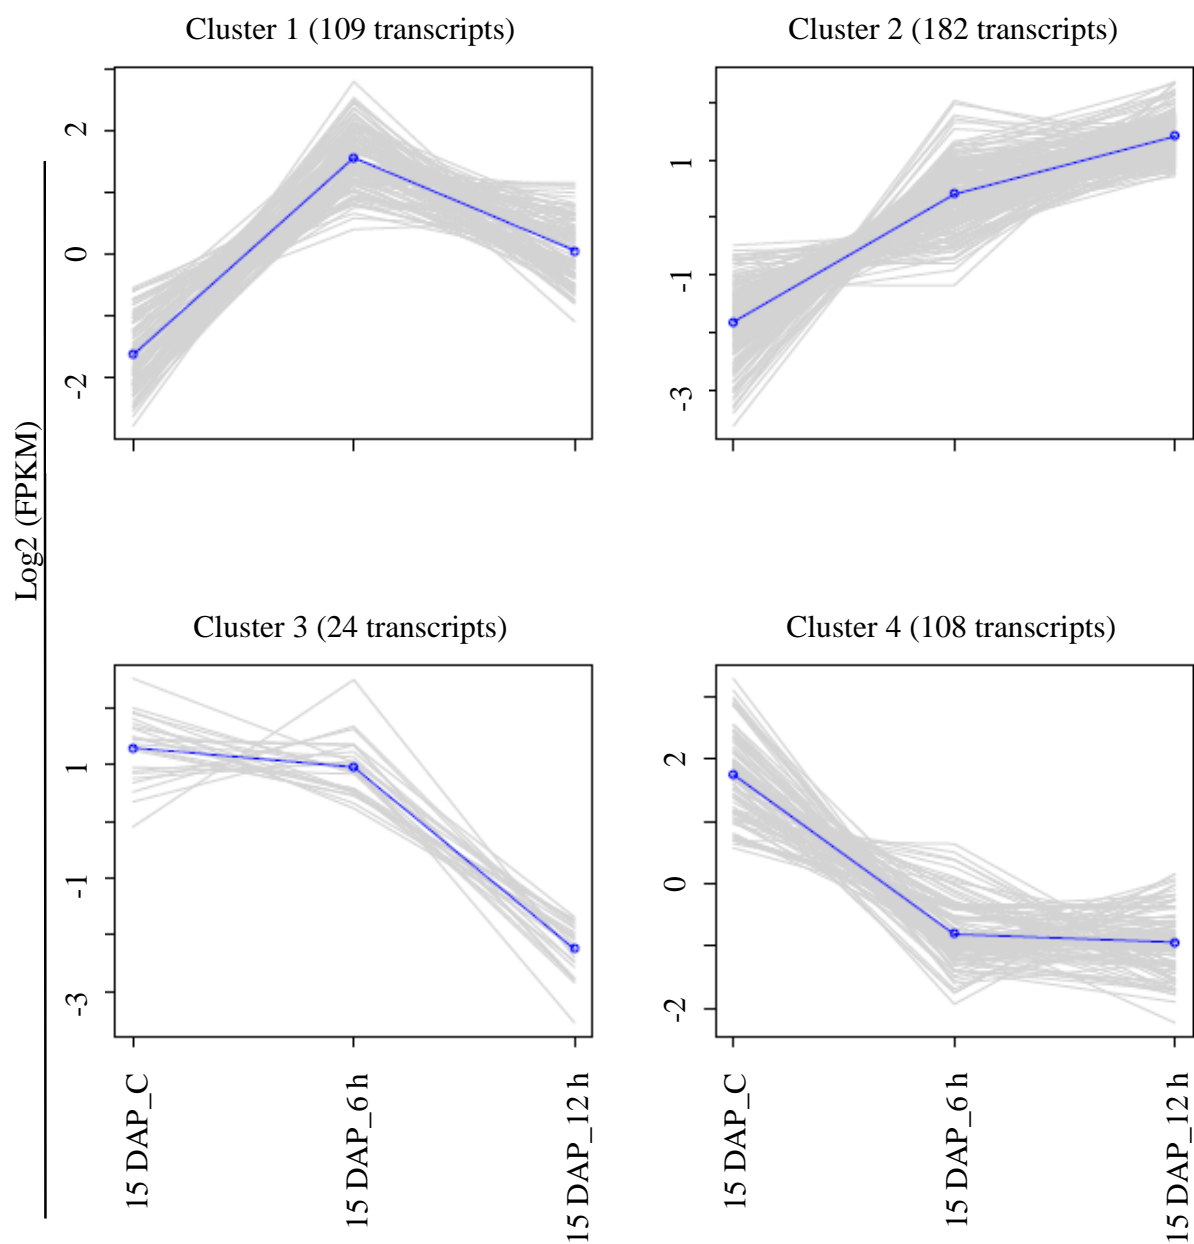

Supplementary Figure 3: Expression profile of transcripts in 15 DAP old *B. juncea* siliques exposed to cold stress. The transcripts showing similar expression profile in samples of 15 DAP (control and cold stress) were grouped into clusters. The average expression of each cluster was plotted in dark blue line whereas grey lines represent expression of individual transcripts.

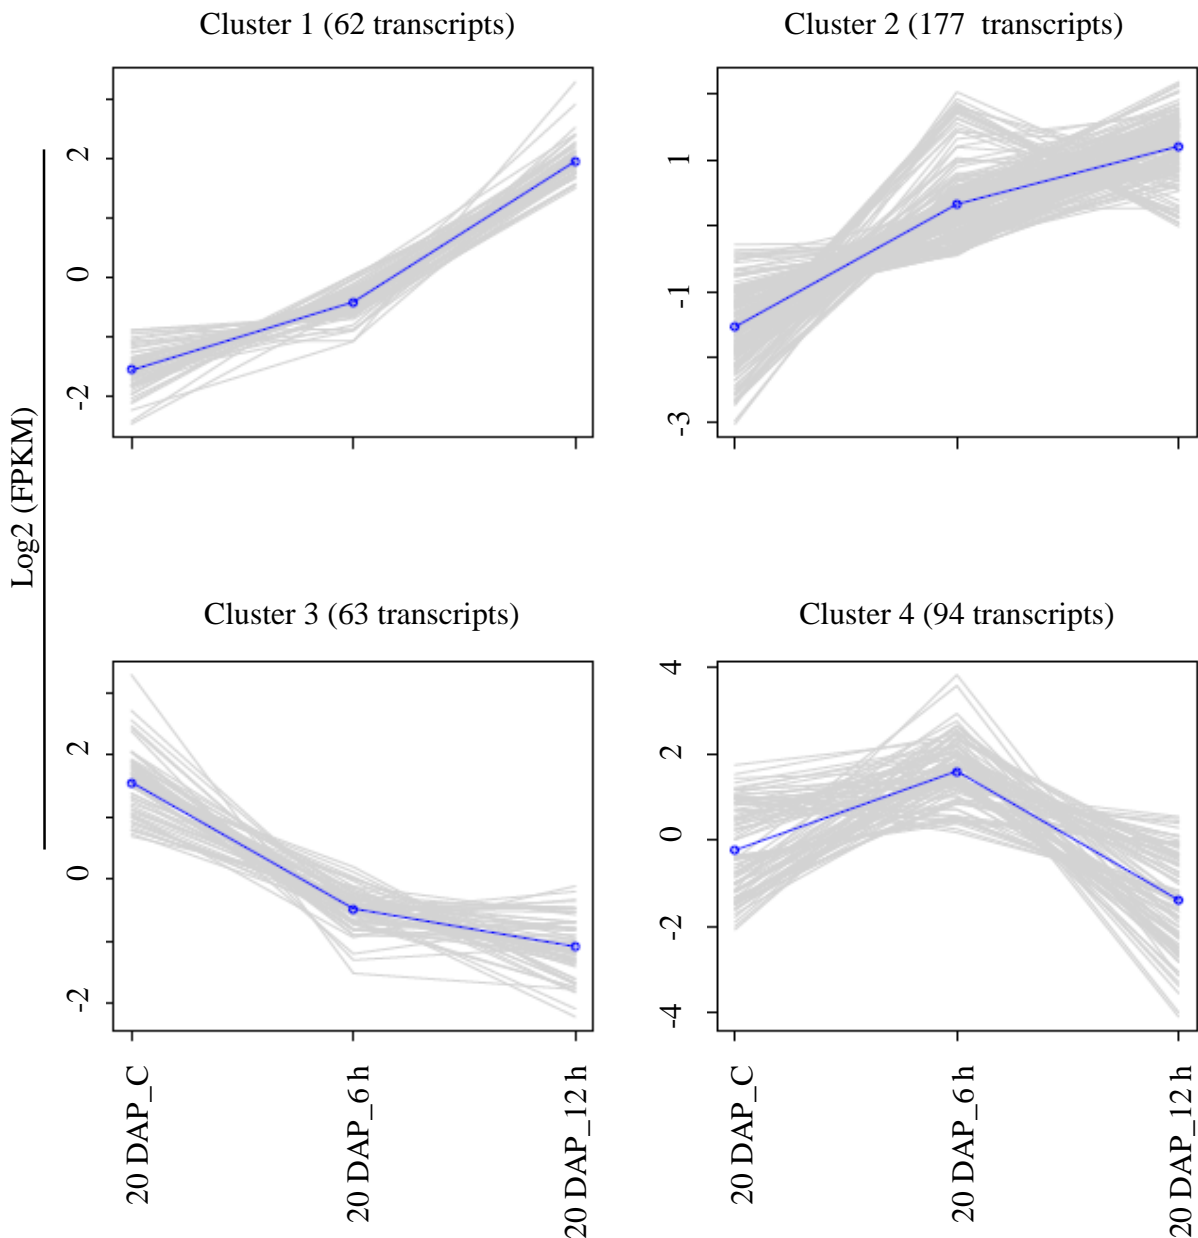

Supplementary Figure 4: Expression profile of transcripts in 20 DAP old *B. juncea* siliques exposed to cold stress. The transcripts showing similar expression profile in samples of 20 DAP (control and cold stress) were grouped into clusters. The average expression of each cluster was plotted in dark blue line whereas grey lines represent expression of individual transcripts.

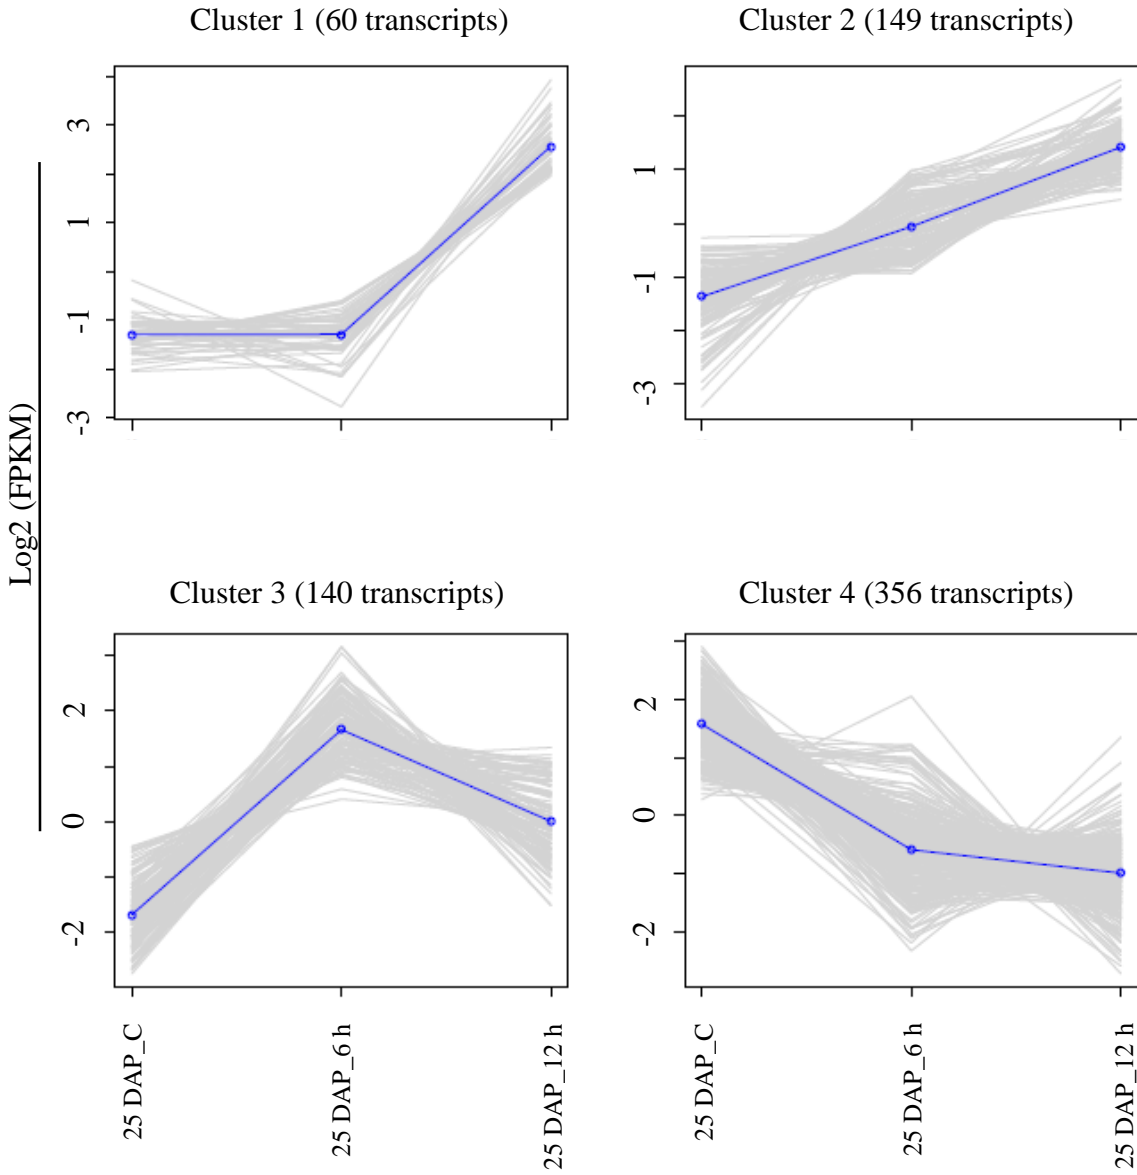

Supplementary Figure 5: Expression profile of transcripts in 25 DAP old *B. juncea* siliques exposed to cold stress. The transcripts showing similar expression profile in samples of 25 DAP (control and cold stress) were grouped into clusters. The average expression of each cluster was plotted in dark blue line whereas grey lines represent expression of individual transcripts.

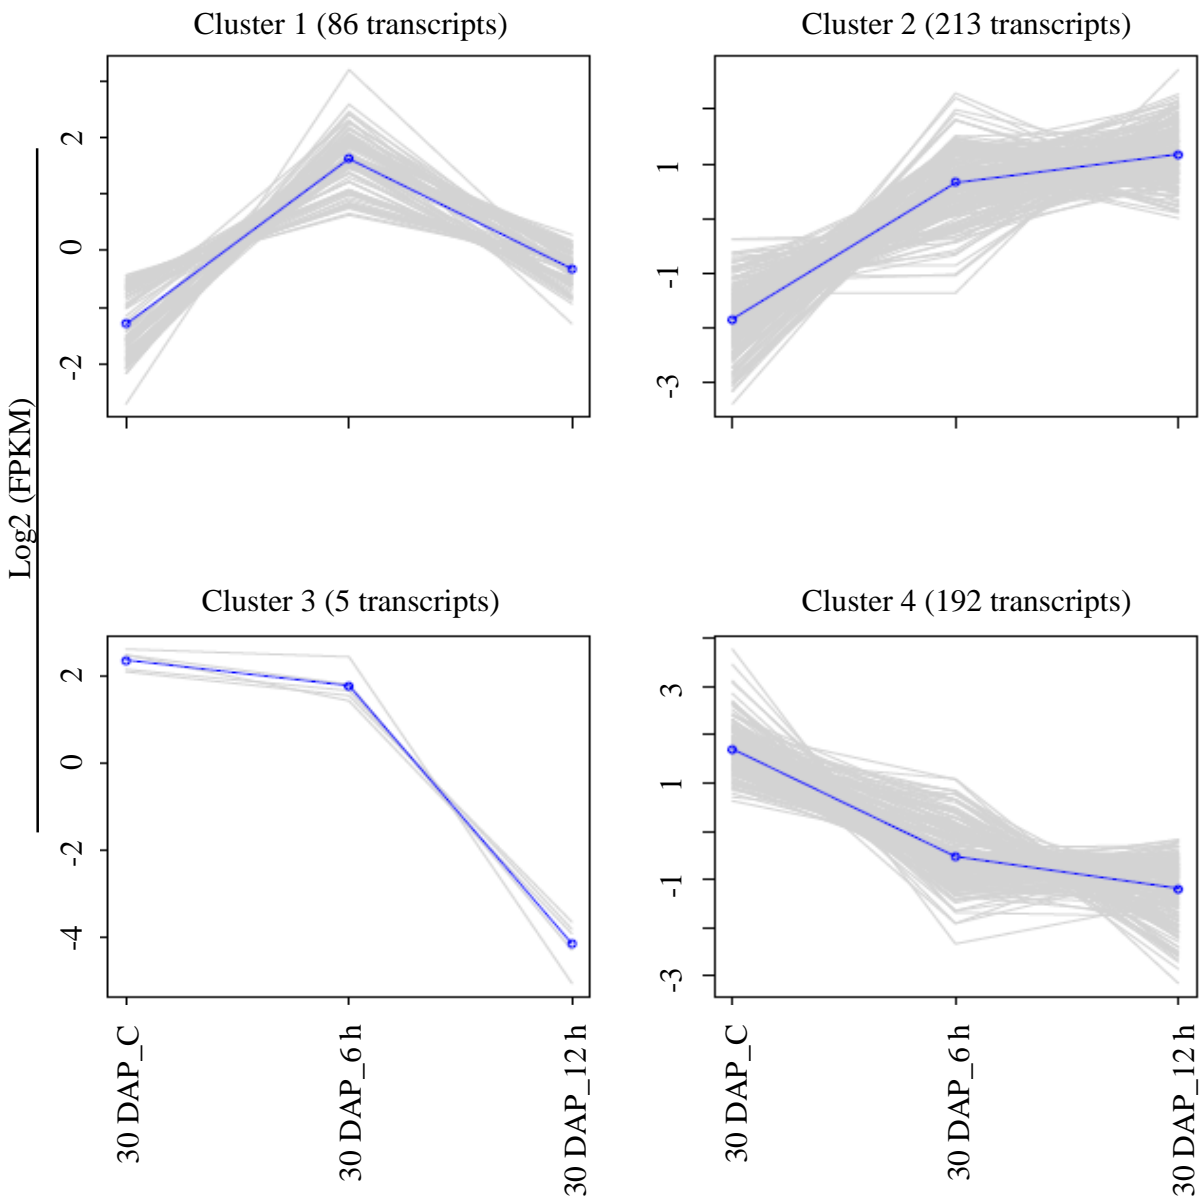

Supplementary Figure 6: Expression profile of transcripts in 30 DAP old *B. juncea* silques exposed to cold stress. The transcripts showing similar expression profile in samples of 30 DAP (control and cold stress) were grouped into clusters. The average expression of each cluster was plotted in dark blue line whereas grey lines represent expression of individual transcripts.

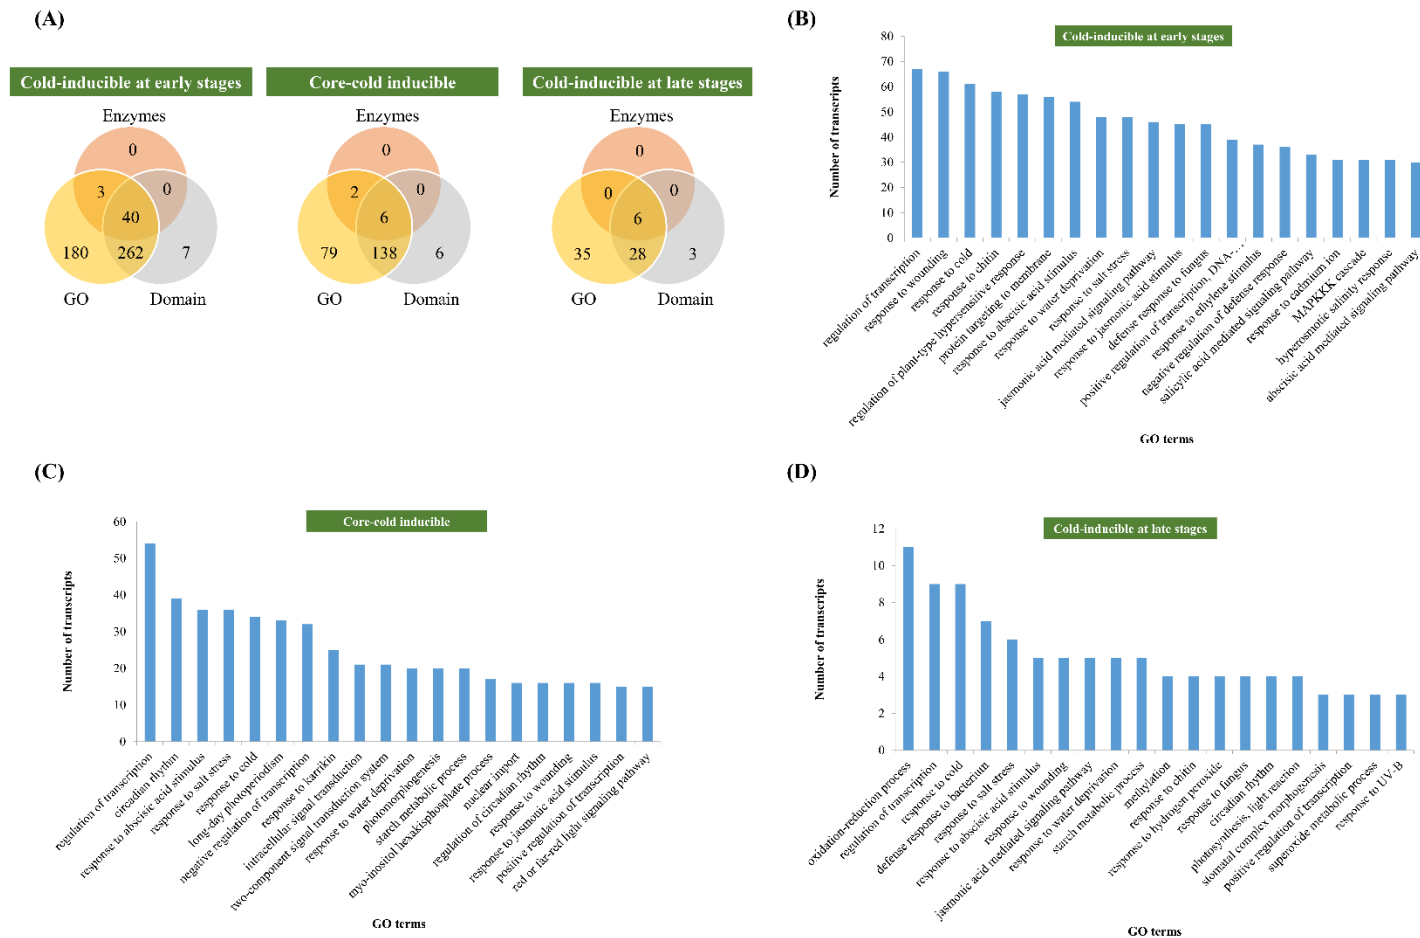

Supplementary Figure 7: (A) Distribution of annotated cold-inducible *B. juncea* transcripts based on their databases hits. The LAST search was used to identify transcripts in NCBI nr database whose output was further annotated with Blast2GO for assigning gene ontological terms to transcripts. To identify transcripts similar to enzyme category PRIAM database was utilized whereas RPS blast was used to identify conserved domain by mapping to Pfamv26 database. The transcripts were classified on the basis of gene ontologies and 20 most enriched GO terms from the biological process category in three subsets of cold-inducible transcripts: early (B), core (C) and late stages (D) of silique development are presented.

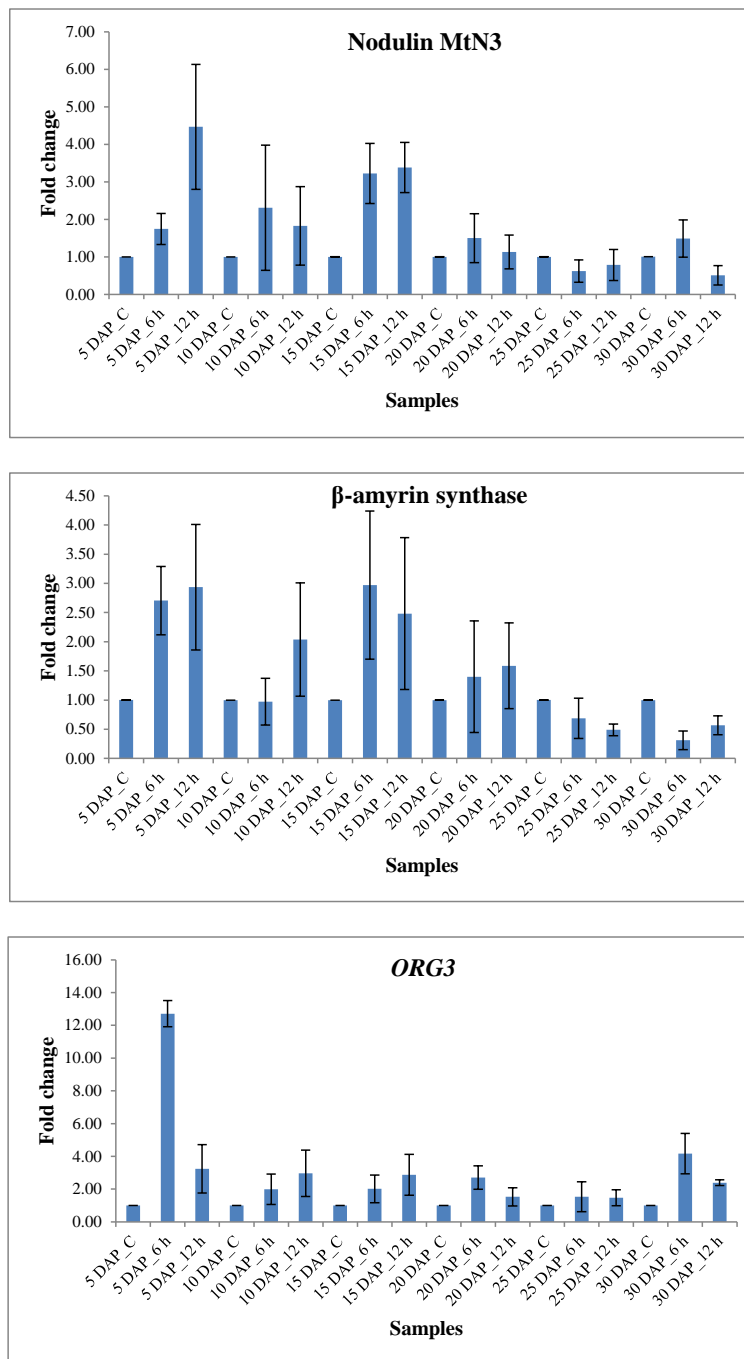

Supplementary Figure 8: Relative abundance of selected transcripts specific to early cold-inducible subsets as determined by qPCR. Quantitative PCR was performed with total RNA isolated from *B. juncea* silicles (5 DAP–30 DAP) subjected to cold stress (6 h and 12 h) and corresponding control samples. The expression analysis was done using three biological and two technical replicates. The error bar denotes standard error among three independent biological replicates.

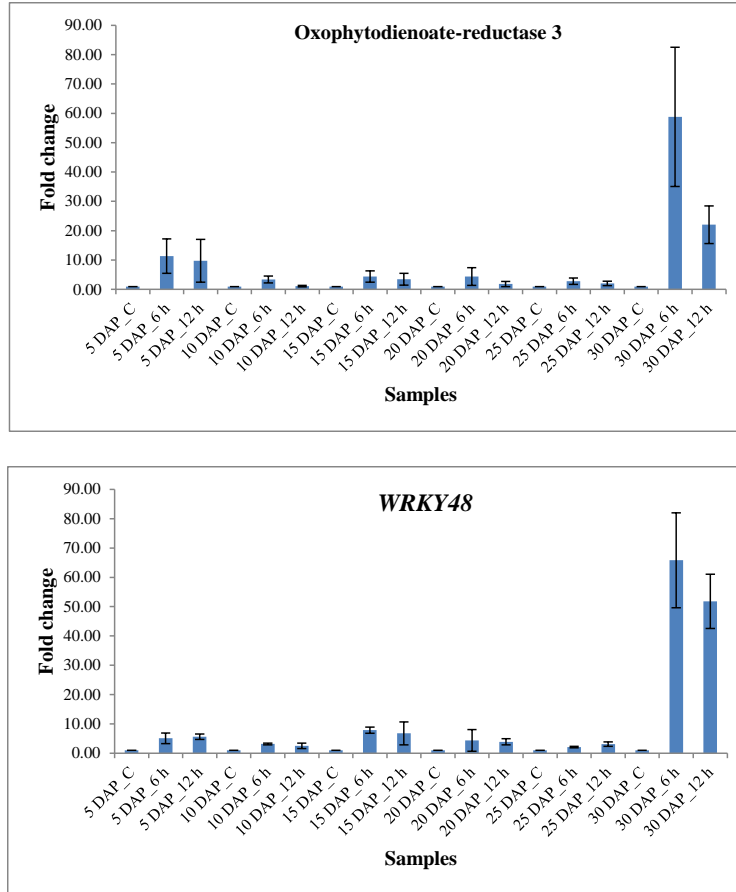

Supplementary Figure 9: Relative abundance of selected transcripts specific to late cold-inducible subsets as determined by qPCR. Quantitative PCR was performed with total RNA isolated from *B. juncea* siliques (5 DAP-30 DAP) subjected to cold stress (6 h and 12 h) and control samples. The expression analysis was done using three biological and two technical replicates. The error bar denotes standard error among three independent biological replicates.

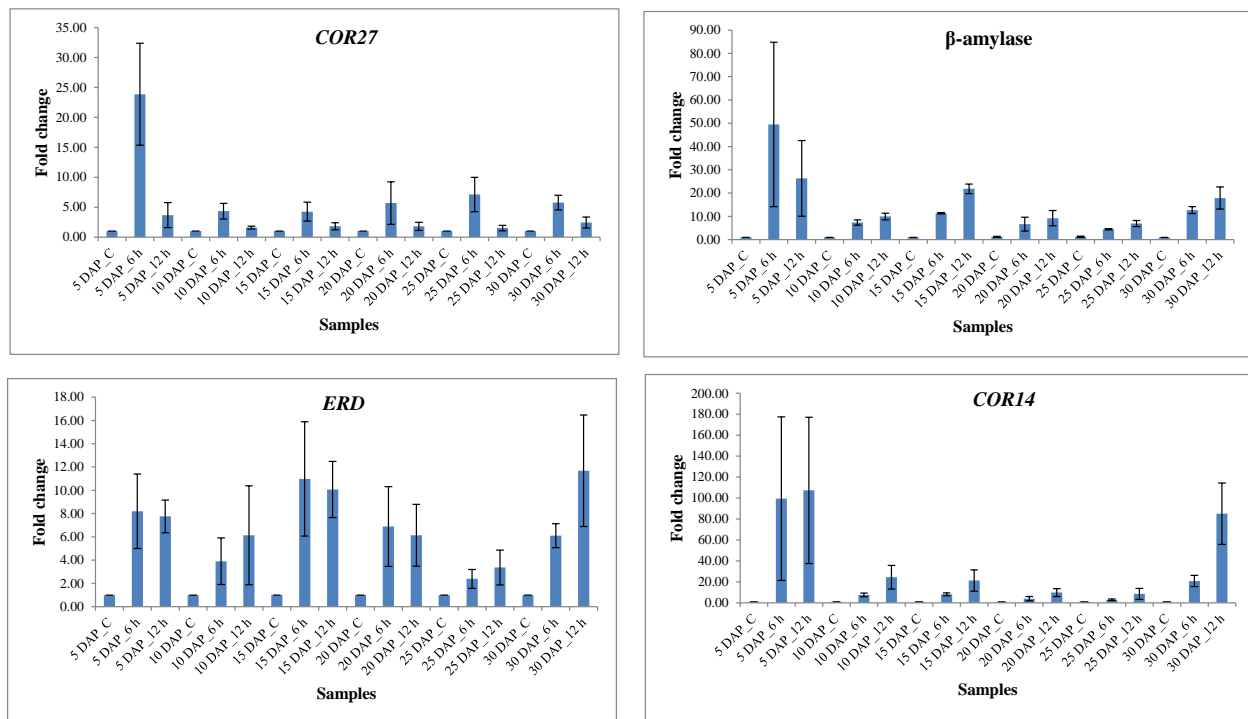

Supplementary Figure 10: Relative abundance of selected transcripts specific to core-cold inducible subsets as determined by qPCR. Quantitative PCR was performed with total RNA isolated from *B. juncea* siliques (5 DAP–30 DAP) subjected to cold stress (6 h and 12 h) and control samples. The expression analysis was done using three biological and two technical replicates. The error bar denotes standard error among three independent biological replicates.

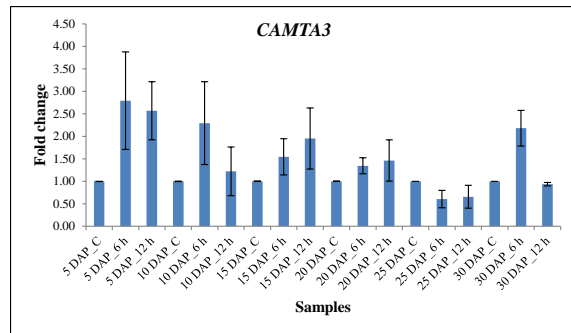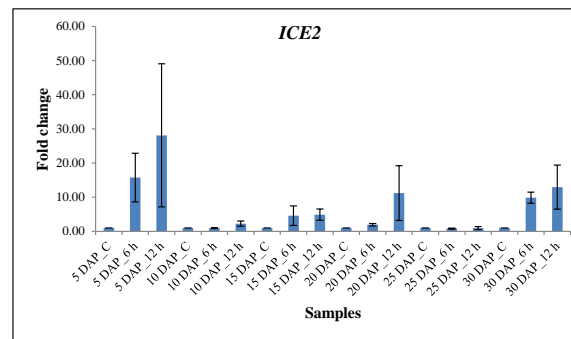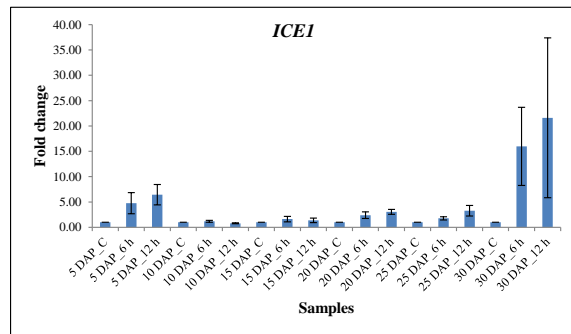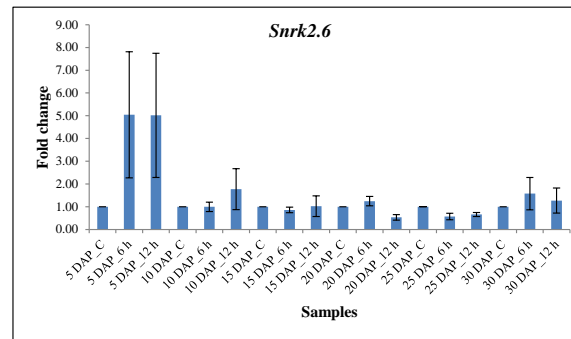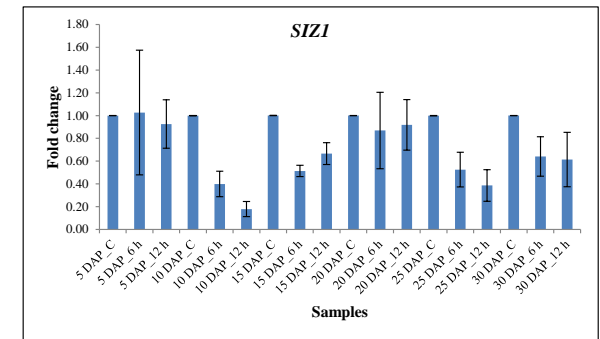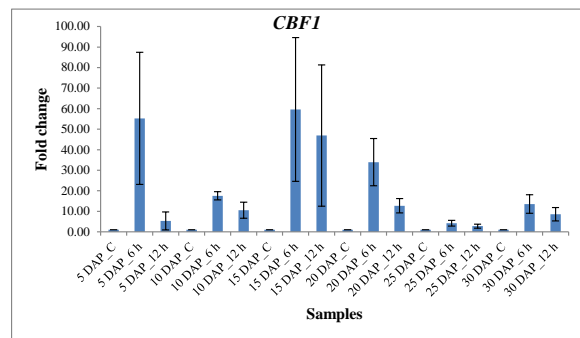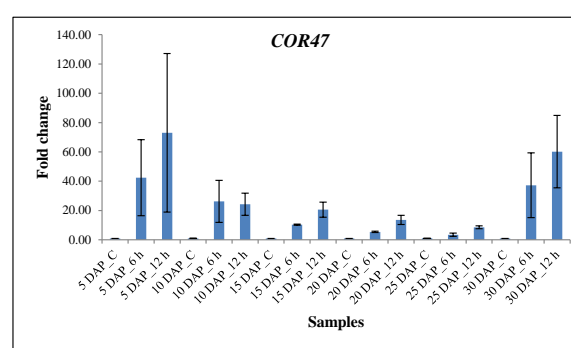

Supplementary Figure 11: Relative abundance of selected transcripts specific to cold stress pathway as determined by qPCR. Quantitative PCR was performed with total RNA isolated from *B. juncea* siliques (5 DAP-30 DAP) subjected to cold stress (6 h and 12

h) and control samples. The expression analysis was done using three biological and two technical replicates. The error bar denotes standard error among three independent biological replicates.

3 Supplementary Tables

Supplementary Table 1: List of primers employed for qPCR analysis.

S. No.	Transcript ID	Hits to NCBI nr-database	Forward primer (5'-3')	Reverse primer (5'-3')
1	c64940_g1_i1	β -amyrin synthase	CCTTTACGCATAGCAAGACT	ATATACGCCACATGGTTTCG
2	c64943_g1_i1	Nodulin MtN3 family protein	ACTCCACACTTCTTGTTTCGTATAA	ACGTGAGAAAGTTCTCGG
3	c57701_g1_i2	ORG3-like transcription factor	GATCAGAGGCTGGAAGAC	GTCACAATGCTAATGAGCG
4	c66940_g1_i1	Oxophytodienoate-reductase 3	CCTCGGTACCACGCTTATGGGC	GCTGAATGGCTTGCATACCAAGTT
5	c69010_g2_i2	<i>WRKY48</i> transcription factor	AACGGTAATAGCTTCTGGG	TCTTGACGACGGTTATAGGTG
6	c64594_g1_i1	<i>COR 27</i>	CTGGCAGAAGATGAATGTG	ATGGACTCCTAAGAACTCG
7	c69711_g17_i1	<i>COR 14</i>	AGAAGTCGTTGATCTACGC	TCTTGTCTGTCACGTAATCTGAA
8	c70856_g2_i2	Putative β -amylase	GCTGGTGGAGTTTGTGAAGAA	ATAAAGGTCACCTCCCTGTTG
9	c66527_g1_i2	Early responsive to dehydration	AGAGGATCTTGGAGGATTACA	CATCCAACACCTCTTCCC
10	c106397_g1_i1	<i>CBF1</i>	GAGATTCAACAATGACCTCATTT	TTCGGACAATACTCCGCCTAA
11	c71663_g1_i1	<i>ICE1</i>	GCGATGATGGAGATATGGAT	AACACTCTCAGAAGCTTTACC
12	c154106_g1_i1	<i>ICE2</i>	TGCTCAGATCAGTTGTCCC	GAGCTCTTTAAGATAATCAATGGC
13	c71974_g1_i1	<i>CAMTA3</i>	TGGTCTTGCATGTTTGGG	TGCATAGGAGCAACACACT
14	c72891_g1_i6	<i>SIZ1</i>	GGAGGTGGAGATGATAATGC	CCGCTCATAGGACAACGA
15	c69724_g2_i1	<i>SnRK2.6</i>	AGATGTTTGGTCTTGTGGG	TGAAATTCTTAGGCTCATCAGG
16	c56112_g1_i1	<i>COR47</i>	CTTCACCAGAAGCACGAG	GAAGAGCTGTTGGATCGG

How the deposited data were processed for this re-analysis (not part of the article)

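Whole siliques of *B. juncea* were sequenced at 6 stages of development, in control siliques and after 6 h and 12 h at 4 °C, with 1 library for each stage and duration and 18 libraries in all. Sample identities were taken from the submitters' labels, which carry the stage and the duration of cold, and every column of the expression table matched 1 sample. The authors filtered the reads with the NGS QC Toolkit, assembled them with Trinity, mapped them to the assembly with Bowtie2 and estimated abundance with RSEM. The deposited expression values are FPKM normalized by TMM for the 13342 transcripts that the authors had called between some pair of libraries with the edgeR step of the Trinity pipeline. Versions of RSEM and edgeR are not given in the sources used here. The authors annotated the assembly with FastAnnotator, and the deposited annotation table gives the length, best hit, GO terms, enzyme and domains of 133641 transcripts. No reference genome was used, and transcripts are named by the authors' identifiers with the name of the best hit, except for the qPCR transcripts, whose names come from the paper's primer list (11 of its 16 transcripts are in the expression table).

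The values were used as deposited and taken to log2(FPKM + 1). limma 3.58.1 in R 4.3.3 fitted stage as a block and duration as the effect over the 18 libraries, for 6 h against control, 12 h against control and 12 h against 6 h. A model with duration nested in phase gave the cold effect of early stages (5 to 15 DAP), of late stages (20 to 30 DAP) and their difference, with 6 h and 12 h averaged. Late and early stages were compared on the 6 stage means. Calls were made at a Benjamini-Hochberg adjusted p under 0.05 without a filter on low values or on fold. Because each stage and duration has 1 library, the stages serve as the replicates of cold, and a change that differs between stages adds to the error. In data simulated from the same libraries with 200 changed transcripts, the 6 h test recovered 50% of 2-fold and 91% of 4-fold changes. The 12 h test recovered 50% and 95%, the test between durations 48% and 93%, the early-stage test 23% and 83%, and the late-stage test 27% and 83%. The difference between phases recovered 3% and 51%, and the comparison of late with early stages 37% of 4-fold and 89% of 16-fold changes. Changed transcripts were drawn only from those with a mean of at least 1 FPKM, and each was shifted alike at all stages concerned. Recovery of transcripts with lower FPKM, or of changes that differ between stages, was not simulated.

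Comparisons of single libraries have no test. They are counts of transcripts changed at least 4-fold on the log2(FPKM + 1) scale, and transcripts at least 4-fold higher after 6 h than in both the control and the 12 h library of a stage. Libraries were clustered on 1 minus the Spearman correlation with complete linkage. The members of the early, core and late subsets were read from the complete lists in Supplementary Datasheets 4 to 6. GO biological processes with at least 5 members in a subset were tested with a one-sided Fisher exact test against all transcripts of the expression table with such a term. A total of 55 gene lists were defined by words in the best hit, by Pfam domain or by GO term. They cover cold and water stress genes, the clock and light signalling, hormones, sugars and starch, photosynthesis, seed and embryo genes, lipids, flavonoids, glucosinolates, cell wall, cell cycle, ribosomal and heat shock proteins, iron, nitrate, pollen and floral genes, retroelements, viruses, other organisms, organelle genes, actin 7, and families of transcription factors, regulators and kinases. Their members were counted by call, over all transcripts and over the list alone, and list means per stage were compared with exact sign flips. Genes named in the text are the qPCR transcripts, actin 7, the genes that the Results name, for 6 h, 12 h, late against early stages and the difference between phases up to 10 higher and 10 lower called transcripts with the smallest p and the same direction in every stage (1 per unigene, with a named best hit), up to 4 of each list with the smallest p, and the 15 with the largest fold among the transcripts 4-fold higher in 5 DAP 6 h, with a name and at least 5 FPKM. Locus-tag prefixes of best hits were searched after the data had been seen. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for counts, exact tests and plots.

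The alternatives were a pseudocount of 0.1, only transcripts with a mean of at least 1 FPKM, rescaling by the median ratio, isoforms summed per unigene, no stage block, the read class of the library (over or under 90% of reads kept, from the paper's Table 1) as a term, each stage left out in turn, control libraries only for late against early stages, other correlations and linkages, and 2-fold in place of 4-fold. Chosen after seeing the data were only 5 to 20 DAP, only 25 and 30 DAP, and all libraries without 5 DAP 6 h. Mapped reads per library ranged from 11803985 to 58031931 by the paper's Table 1. Counts of reads per transcript were not used here, so that no counting error can be given for a value, and FPKM of isoforms of 1 unigene depend on how RSEM divides shared reads. The qPCR measurements and the members of early clusters 2 to 4 and late clusters other than cluster 5 were not analysed here.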

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

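The tests on locus-tag prefixes, the test of a response of the same size at the other stages and all 4 tests on the 25 DAP 12 h library were chosen only after the result was seen. For the response of the same size, a bound of 1 SD replaced a stricter one, on the upper tail of the transcripts, that was not met.

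Among the transcripts high in the 5 DAP 6 h library, 340 were at least 4-fold higher than in control and 12 h siliques, and 874 were 4-fold higher than in control alone (312 to 497 at other stages). Pollen or anther tissue raising its list as a whole is argued against. The median log2 difference of the 48 pollen, anther and tapetum transcripts was 0.20, at percentile 57.3 of 10000 matched random lists. Their mean change at 6 h was highest at 5 DAP (0.311, against -0.242 to -0.001 elsewhere), so tissue raising part of the list stays open. Floral identity genes were not tested in this way, so floral tissue stays open too. At the other stages the 340 changed by a median of 0.004 (SD 1.313, with 1 in 40 above 4.039). This is 2.452 below their median of 2.457 at 5 DAP. They were picked for their rise at 5 DAP, so the gap is partly built in and is no test of a shared response. It shows only that most of the 340 did not rise by that size at the other stages. RNA of another organism is a candidate source for the 287 transcripts with fungal locus-tag prefixes, whose summed FPKM of 759.6 was 13.6 times the next highest library. For the 88 peak transcripts with a crucifer gene-model prefix it stays open, as their number was larger than at another stage (at most 39) but their share smaller (25.9% against at least 33.7%). The share without annotation decides nothing (14.4% of 340 against 15.3%, Fisher exact p = 0.69), since transcripts with fungal prefixes carry an annotation, and a shared cold response stays open for part of the set, as 93 of the 340 (27.4%) were called higher at 6 h without 5 DAP, against 11.6% of the table, as does a response of 5 DAP siliques alone, which 1 library cannot show.

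The 25 DAP 12 h library lay nearest to 30 DAP 12 h, also with Pearson correlation (0.895, against 0.887 with 25 DAP 6 h), although in the Pearson tree it joined 25 DAP 6 h first. Depth is argued against, as its highest correlation over the 2213 transcripts with a mean of at least 10 FPKM was 0.793 with a 30 DAP library and 0.739 with a 25 DAP library. A cold response at 12 h stays open, since over the 9575 transcripts that passed neither cold test the values were 0.887, again with 30 DAP 12 h, and 0.873, and tests averaged over stages leave weak responses among them. Organelle RNA stays open too, because leaving out 28 of 13342 transcripts (0.889 and 0.868 over the other 13314) moves the correlation too little to decide. So do siliques further in development, because the correlation of the change from 25 DAP 6 h to 25 DAP 12 h with that from the 20 DAP to the 30 DAP control (rho 0.41) follows from the grouping itself and rho rose with stage (0.024, 0.21 and 0.271 at 10, 15 and 20 DAP), and faster development in the cold was not tested.

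Clock genes of the morning and of the evening were both higher after cold. At 12 h the median log2 change was 1.913 for the evening list and 2.743 for the morning list, and from 6 h to 12 h it was 0.885 for the morning and -1.647 for the evening list. Harvest at another time of day and an effect of cold on the clock cannot be told apart, because harvest hours are not given and controls could lie at a trough of both lists.

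Read class is argued against as the whole cause of the differences between 12 h and 6 h, because these correlated at rho 0.25 (0.233 to 0.268 in bootstraps) between stages within a class and stages across classes.

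The following values lay apart from the 5 other stages by Dixon's criterion, which was met in 20 of 195 groups tested, 9 of them at 5 DAP, 6 at 25 DAP and 2 at 30 DAP; chance meets it in about 1 in 20. Of the 9 at 5 DAP, 3 belong to transcripts picked for their rise in 5 DAP 6 h, so the tally is no test against chance. Among lists, the mean log2 change of CBF and DREB transcripts at 12 h was 1.541 at 30 DAP (0.277 to 0.671 elsewhere). Cold-regulated proteins at 12 h stood at 0.981 at 25 DAP (2.248 to 2.392). Morning clock genes at 6 h stood at 1.687 at 20 DAP (2.341 to 2.69). Dof transcripts at 12 h stood at 0.591 at 5 DAP (1.371 to 1.83). Fatty acid genes at 12 h stood at 0.099 at 25 DAP (-0.445 to -0.269). Ribosomal proteins at 6 h stood at 1.523 at 5 DAP (-0.223 to 0.124), and organelle genes at 12 h at 1.997 at 25 DAP (-0.26 to 0.44).

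Among transcripts, the log2 change of COR27 (c64594_g1_i1) at 6 h was 2.511 at 30 DAP (3.675 to 4.2 elsewhere). ERD7 (c66527_g1_i2) at 12 h stood at 1.958 at 25 DAP (3.12 to 3.714), and CBF1 (c106397_g1_i1) at 6 h at 1.575 at 25 DAP (2.299 to 2.596). The Dof protein c67753_g1_i1 at 12 h stood at 1.015 at 5 DAP (2.81 to 3.776), and HSFA6B (c63500_g2_i1) at 6 h at 0.271 at 5 DAP (1.152 to 1.53). SWEET13 (c64943_g1_i1) at 6 h stood at 1.925 at 10 DAP (1.094 to 1.372). Napin (c42453_g1_i1) at 12 h stood at 1.017 at 20 DAP (-0.221 to 0.202), and BN28a (c64555_g3_i3) at 12 h at -0.246 at 25 DAP (2.411 to 3.11). The R2R3-MYB c59958_g1_i2 at 6 h stood at 4.116 at 5 DAP (-0.151 to 0.214). Nicotianamine synthase (c63564_g1_i2) stood at 3.293 at 6 h and 0.636 at 12 h at 5 DAP (-0.141 to 0.329 and -0.114 to 0.102).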

How the results depend on the processing

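The alternatives chosen after seeing the data were only 5 to 20 DAP, only 25 and 30 DAP, and all libraries without 5 DAP 6 h. Over all alternatives, 250 main values stayed within 1.5 times or their spread and 135 moved. Of the values for single genes and lists 5187 stayed, 889 moved, 11 gained and 164 lost a call. No called gene changed sign. For list means that check did not apply, because no list mean was called. The balance of higher and lower calls turned in 35 of 1881 counts, in 12 of 33 lists, such as the cell wall list without the stage block (11 higher and 7 lower at 6 h) and with read class as a term (9 and 2 at 12 h). Of 80 calls of named genes at 6 h or 12 h, 69 held without the stage block, 71 with read class as a term, 77 with only 5 to 20 DAP, 80 with a pseudocount of 0.1 and 79 with median-ratio scaling, and 0 with only 25 and 30 DAP, where 2 stages leave little power. Without read counts the depth limit of a single value is not known. Where no construction is named below, the cause was not tested.

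Without the stage block, so that differences between stages enter the error, 1033 rose and 455 fell at 6 h, 805 and 512 at 12 h, 43 and 169 between durations, 920 and 364 at early stages and 669 and 331 at late stages. With read class as a term the counts were 806 and 417 at 12 h, 48 and 159 between durations, and 531 and 188 at early stages. At 12 h and between durations this fit rests mainly on 25 and 30 DAP. It cannot tell read class from stage or from fewer libraries. Only 5 to 20 DAP gave 78 and 274 between durations. Only 25 and 30 DAP gave 0 higher and 0 lower at 6 h, at 12 h and between durations (1904, 1948 and 905 at an unadjusted p under 0.05, limma). Unigene sums test 9446 features in place of 13342 and gave 902 higher at 12 h, 91 higher and 306 lower between durations, 919 higher at early and 662 higher at late stages, 250 higher and 16 lower at late than early stages, and 175 and 169 core unigenes called at early and late stages. For late against early stages, 256 were higher with median-ratio scaling, 59 lower with a pseudocount of 0.1, 80 lower in control libraries only, and 0 higher and 0 lower without the 5 DAP 6 h library (3804 at an unadjusted p under 0.05, limma). With average linkage 12 libraries lay in the clade of their phase. With 1 entry per unigene 37 early and 17 core GO terms passed.

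Leaving out 1 stage at a time, 782 (without 10 DAP) to 1244 fell at 6 h. Between durations 60 (without 15 DAP) to 193 were higher and 262 (without 15 DAP) to 389 lower. At early stages 821 to 1417 rose and 334 to 1032 fell, both lowest without 10 DAP. At late stages 576 to 1030 rose and 391 to 713 fell, both lowest without 30 DAP. Between late and early stages 0 to 1446 were higher and 0 to 340 lower, the counts being 0 without 5, 10, 25 or 30 DAP (3432, 2142, 2104 and 2758 at an unadjusted p under 0.05, limma) and highest without 20 DAP. Of the early subset 325 (without 10 DAP) to 497 were called at early and 164 (without 30 DAP) to 285 at late stages, and of the late subset 19 (without 10 DAP) to 44 and 30 (without 30 DAP) to 58.

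Counts between single libraries moved by construction with the threshold. At 2-fold, the higher and lower transcripts at 6 h were 2943 and 877 at 5 DAP, 1582 and 1395 at 10 DAP, 1409 and 1020 at 15 DAP, 1417 and 1036 at 20 DAP, 1220 and 1539 at 25 DAP and 1421 and 1110 at 30 DAP. At 12 h they were 1383 and 1581, 1028 and 1401, 1427 and 1192, 1277 and 1403, 1683 and 1871, and 1560 and 1422 in the same order. With a pseudocount of 0.1, which enlarges changes of transcripts with low FPKM, the 4-fold counts at 6 h were 2345 and 546, 1128 and 1179, 1068 and 645, 937 and 543, 989 and 1147, and 1122 and 782. At 12 h they were 997 and 1216, 758 and 1217, 1176 and 793, 991 and 880, 1244 and 1528, and 1116 and 1056. Transcripts 4-fold higher at 6 h than in control and 12 h then numbered 1262, 259, 174, 231, 259 and 174, and 208 at 5 DAP when a mean of at least 1 FPKM was asked for. The subset means with a pseudocount of 0.1 were 1.806 at 6 h and 1.627 at 12 h for the early, 3.53 and 2.854 for the core, and 1.952 and 1.082 for the late subset.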

Differences from the paper's values

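No test in this part was chosen after its result was seen. Counted by the AP2 domain, the early subset held 5 AP2-EREBP transcripts, and the paper's count is 10. Counted likewise by domain, the late subset held 0 heat shock factors and the early subset 0 MADS transcripts, and the paper's count is 1 for each. The paper names HSFA6b in the late subset. The count by domain did not take it in, so for heat shock factors the difference lies in the way of counting. None of the alternatives set before the data were examined bears on these counts, which use the deposited domain annotation, so no setting with the paper's counts was found. The core and late counts of AP2-EREBP were 4 and 1, as in the paper. Counts within 1.5 times of the paper's were those of early kinases (11, the paper's 16), early bHLH (11, the paper's 8), early WRKY (4, the paper's 6), C3H (4 early and 4 core, the paper's 5 and 5) and core Dof transcripts (7, with 8 in the paper's Discussion and none in its Table 3). The other family counts compared were equal.

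Other statements of the paper were compared with the values here. Among transcription factors, SPL13 (c58315_g1_i2) is described as cold-inducible at early stages, where its log2 difference with durations averaged was 0.43 (adjusted p = 0.282, limma). At 5 DAP 12 h alone it was 1.37, and at its low FPKM the log2(FPKM + 1) scale understates changes. HSFA6B (c63500_g2_i1) is placed with the late subset; it rose at 6 h over the 6 stages (1.13, adjusted p = 1.32e-04), passed over late and not over early stages, and the difference between phases did not pass (adjusted p = 0.976). WRKY46 (c61314_g1_i1), described as expressed under cold at early stages, did not pass over those stages (0.93, adjusted p = 0.0855), while WRKY23 (c62723_g1_i4) did (0.73, adjusted p = 0.0404). The early-stage test recovered 23% of simulated 2-fold changes. That SPL13 and WRKY46 did not pass it therefore does not contradict the paper.

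For the qPCR transcripts, the paper describes the digital expression of oxophytodienoate reductase 3 and WRKY48 as high in late stages alone. In the deposited values OPR3 (c66940_g1_i1) passed over early stages (1.31, adjusted p = 0.0414) and not over late stages (1.17, adjusted p = 0.0799), and WRKY48 (c69010_g2_i2) likewise (1.92, adjusted p = 0.0178, and 1.58, adjusted p = 0.0538). Both had their highest cold value at 30 DAP at 6 h, 81.8 and 48.9 FPKM.

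In the clustering of libraries, the paper places the 6 h and 12 h libraries of each late stage together, using only transcripts that differed between late-stage libraries. Here, over all 13342 transcripts with Spearman correlation, the 6 h and 12 h libraries joined each other at 20 and 30 DAP. At 25 DAP they did not, which differs from the paper on the same transcripts. The 25 DAP 12 h library joined the 30 DAP cold libraries at a height of 0.133, and 25 DAP 6 h joined the 20 DAP group at 0.223. With Pearson correlation, an alternative set before the data were examined, the 6 h and 12 h libraries of 25 DAP joined each other at 0.113, as in the paper. With average linkage 25 DAP 6 h joined the 30 DAP group. Among GO terms, the paper names the response to UV-B and stomatal complex morphogenesis as specific to the late subset among its top 20 terms, which a legend calls the most enriched. That ranking was not repeated here, where terms were ranked by their number of transcripts. Of these terms, the first had 3 late, 17 early and 8 core members and the second 3 late, 1 early and 2 core members, and neither was among the 20 most frequent of any subset. Protein targeting to membrane and the MAPKKK cascade were among the 20 most frequent of the early subset alone.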

Other observations

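The alternative with only 5 to 20 DAP was chosen after the result was seen. Some transcripts for proteins that protect cells, and some for sugar metabolism, rose with cold. Of 5 dehydrin transcripts, which protect cells from drying, 3 rose at each duration, the same when adjusted over the list alone (limma, as throughout). Of 35 LEA transcripts 6 rose and 1 fell at 6 h and 5 rose and 1 fell at 12 h (6 and 1, then 3 and 1, when adjusted over the list alone), so that most did not pass. Galactinol synthase is the first enzyme of raffinose synthesis. Its transcript c37981_g1_i1 was at 1.39 FPKM in 30 DAP control, 11.4 after 6 h and 35.0 after 12 h, with a log2 change of 1.91 at 12 h (SE 0.47, adjusted p = 0.00923) that is lost with only 5 to 20 DAP (1.27, SE 0.56, adjusted p = 0.176). The test of 12 h against 6 h did not pass (adjusted p = 0.203). Of 4 raffinose family transcripts 2 rose at 12 h and 0 were called at 6 h (1 at an unadjusted p under 0.05; 2 and 1 lower at 12 h when adjusted over the list alone). Of 5 transcripts of starch breakdown 2 rose at each duration and 1 fell at 6 h, the same when adjusted over the list alone. Ferritin (c68170_g1_i13), the iron store, rose by 0.97 at 6 h (SE 0.14, adjusted p = 1.52e-04; SE 0.40 and adjusted p = 0.148 without the stage block) and 1.36 at 12 h (SE 0.14, adjusted p = 9.13e-06), and of 10 iron transcripts 3 rose and 2 fell at 6 h and 3 rose and 1 fell at 12 h (3 and 3, then 3 and 2, when adjusted over the list alone).

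Several transcripts of defence rose after 6 h. A myrosinase-binding protein (c62169_g7_i1), of the glucosinolate defence, rose by 3.19 at 6 h (SE 0.24, adjusted p = 6.73e-07), from 0.33 to 13.1 FPKM at 5 DAP. By 12 h it was 1.09 above control (SE 0.24, adjusted p = 0.00538; the same change, SE 0.40 and adjusted p = 0.119, with read class as a term). Of 30 transcripts of this system 5 rose at 6 h, and 2 rose and 7 fell at 12 h (5, then 2 and 8, when adjusted over the list alone). Of 30 flavonoid transcripts 5 rose at 6 h and 2 at 12 h (5 and 0 when adjusted over the list alone, with 7 at an unadjusted p under 0.05 at 12 h). OPR1 (c114942_g1_i1), of the jasmonate pathway, rose by 2.13 at 6 h (SE 0.34, adjusted p = 4.02e-04) and 1.67 at 12 h (SE 0.34, adjusted p = 0.00264; SE 0.55 and adjusted p = 0.0681 without the stage block). The tify domain family, which includes repressors of jasmonate responses, rose in 10 of 17 transcripts at 6 h, and at 12 h 3 rose and 3 fell (11, then 4 and 3, when adjusted over the list alone). Light-harvesting and photosystem transcripts rose in 8 of 13 at each duration, with 1 lower at 12 h, the same when adjusted over the list alone. Of 16 nitrate transcripts 5 rose and 2 fell at 6 h and 6 rose and 2 fell at 12 h, the same when adjusted over the list alone.

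Few transcripts of seed filling were called. Of 46 transcripts of storage proteins and oleosins 4 fell at each duration (4 and 2 when adjusted over the list alone), and of 36 of fatty acid synthesis 2 rose and 5 fell at 6 h and 2 rose and 9 fell at 12 h, the same when adjusted over the list alone (0 and 1 at 12 h with read class as a term, and 1 and 0 at each duration without the stage block). Of 20 DNA replication and cell cycle transcripts 1 rose and 2 fell at 6 h and 3 rose and 2 fell at 12 h (1 and 2, then 3 and 3, when adjusted over the list alone). Of 35 heat shock proteins 1 rose and 1 fell at 6 h and 4 fell at 12 h (1 and 1, then 1 lower, when adjusted over the list alone), and of 62 ribosomal proteins 2 rose at 6 h and 2 rose and 1 fell at 12 h (1 higher at each duration when adjusted over the list alone). SWEET transporters rose in 2 of 30 at 6 h and 5 at 12 h (1 and 4 when adjusted over the list alone). Phytochrome and PIF genes fell in 5 and rose in 1 of 14 at 6 h, and fell in 5 and rose in 3 at 12 h (6 and 1, then 5 and 3, when adjusted over the list alone). Transcripts with the GO term circadian rhythm rose in 66 and fell in 12 of 150 at 6 h, and rose in 48 and fell in 17 at 12 h (67 and 13, then 49 and 21, when adjusted over the list alone).

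For the remaining families the counts over all transcripts follow, with those adjusted over the list alone in parentheses. bHLH proteins rose in 7 and fell in 16 of 89 at 6 h and rose in 9 and fell in 17 at 12 h (8 and 17, 9 and 21). bZIP proteins rose in 4 and fell in 5 of 27, then 4 and 7 (5 and 6, 6 and 7). C2H2 proteins rose in 4 of 27 and then 2 (3 and 1), and C3H proteins in 10 of 19 and then 5 (10 higher and 4 lower, then 5 higher). Homeobox proteins rose in 4 and fell in 4 of 62, then 7 and 4 (3 and 3, 7 and 4). MADS proteins fell in 3 of 42 and then 1 (2 and 1), and PLATZ proteins rose in 3 of 6 and then 2 (4 higher and 1 lower, then 2 higher). Pollen and anther genes rose in 1 of 48 at 6 h, and rose in 1 and fell in 2 at 12 h (the same), and floral identity genes fell in 1 of 19 at 6 h and rose in 1 at 12 h (1 lower, then 0, with 3 at an unadjusted p under 0.05). Retroelements rose in 4 and fell in 12 of 94 at 6 h, and rose in 1 and fell in 11 at 12 h (3 and 9, 1 and 9). Of 2 actin 7 transcripts (1 unigene) 0 were called at either duration (2 at an unadjusted p under 0.05 at each, limma). When adjusted over the list alone, 2 were lower at 6 h and 2 at 12 h. Their median log2 change was -0.82 at 6 h, -0.86 at 12 h and -1.056 at late against early stages. The paper describes ACT7 as stable in its data, and the values of these 2 transcripts go against that. The table holds only transcripts called different between libraries, so other actin 7 transcripts were not seen. Which transcripts the ACT7 primers amplify was not examined, so the qPCR reference itself was not tested. Of 4 virus transcripts and 1 transcript named for a microbe or animal, 0 were called at either duration (0 at an unadjusted p under 0.05).

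Other splits of the libraries were compared with the real one. For 6 h, controls and treated libraries were exchanged within stages in 32 ways. The real split gave 2913 calls, against at most 2 in another split (1 of 32 as large). It also gave the most calls for 12 h (2856 against at most 589, 1 of 32) and between durations (655 against at most 13, 1 of 32). The same held at early stages (2408 against at most 1013, 1 of 27) and at late stages (1767 against at most 555, 1 of 27). These shares are under 0.05 but are the smallest the splits allow, so chance is not excluded. The transcripts had already been called between some pair of these libraries, so these counts are not independent evidence. At some stages the 12 h libraries also differ from control and 6 h libraries in read class, which these splits do not separate from cold. For the difference between phases (0 calls in the real split and at most 0 in the others, 10 of 10; 748 transcripts at an unadjusted p under 0.05, limma) and for late against early stages (495 against at most 0, 1 of 10) the splits are too few for a share under 0.05.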
